# Orexin receptors 1 and 2 in serotonergic neurons differentially regulate peripheral glucose metabolism in obesity

**DOI:** 10.1038/s41467-021-25380-2

**Published:** 2021-09-02

**Authors:** Xing Xiao, Gagik Yeghiazaryan, Simon Hess, Paul Klemm, Anna Sieben, André Kleinridders, Donald A. Morgan, F. Thomas Wunderlich, Kamal Rahmouni, Dong Kong, Thomas E. Scammell, Bradford B. Lowell, Peter Kloppenburg, Jens C. Brüning, A. Christine Hausen

**Keywords:** Neural circuits, Fat metabolism, Diabetes, Obesity

## Abstract

The wake-active orexin system plays a central role in the dynamic regulation of glucose homeostasis. Here we show orexin receptor type 1 and 2 are predominantly expressed in dorsal raphe nucleus-dorsal and -ventral, respectively. Serotonergic neurons in ventral median raphe nucleus and raphe pallidus selectively express orexin receptor type 1. Inactivation of orexin receptor type 1 in serotonin transporter-expressing cells of mice reduced insulin sensitivity in diet-induced obesity, mainly by decreasing glucose utilization in brown adipose tissue and skeletal muscle. Selective inactivation of orexin receptor type 2 improved glucose tolerance and insulin sensitivity in obese mice, mainly through a decrease in hepatic gluconeogenesis. Optogenetic activation of orexin neurons in lateral hypothalamus or orexinergic fibers innervating raphe pallidus impaired or improved glucose tolerance, respectively. Collectively, the present study assigns orexin signaling in serotonergic neurons critical, yet differential orexin receptor type 1- and 2-dependent functions in the regulation of systemic glucose homeostasis.

## Abstract (web summary)

The wake-active orexin system plays a central role in the dynamic regulation of glucose homeostasis. Here the authors report that inactivation of the orexin receptor type 1 or 2 in serotonergic neurons differentially regulate systemic glucose homeostasis in the context of diet induced obesity.

## Introduction

The obesity epidemic represents a major global socioeconomic burden, currently affecting over a third of the world’s population^1^. However, the underlying cellular causes of weight gain and its associated metabolic comorbidities, such as type 2 diabetes mellitus, are still only poorly understood^2^. Orexins (hypocretins) are neuropeptides expressed by distinct neurons in the lateral hypothalamic area (LHA) and adjacent regions, including the perifornical area, and dorsomedial and posterior hypothalamus in humans and rodents^3^. The orexin system consists of the two distinct neuropeptides orexin-A and orexin-B (hypocretin-1 and -2), which are both derived from a common precursor peptide, and they act on two G-protein coupled receptors, orexin receptor type 1 (Ox1R) and type 2 (Ox2R)^4,5^. Human cerebrospinal fluid (CSF) orexin negatively correlates with serum glucose levels, and narcolepsy patients exhibit low orexin levels in CSF and increased obesity^6,7^. Ablation of orexin neurons in mice results in narcolepsy, hypoactivity, and late-onset obesity with or without hypophagia^8,9^. Mice that ubiquitously overexpress orexin show an increase in energy expenditure and are resistant to diet-induced obesity^10^. Interestingly, pharmacogenetic stimulation of orexin neurons results in an elevation of blood glucose levels with a simultaneous increase in locomotor activity and food intake^11^. The wake-active orexin system^12^ plays a key role in maintaining dynamic regulation and daily rhythm of peripheral glucose homeostasis, and it has been described to have dual roles in the regulation of blood glucose, possibly through the autonomic nervous system^13,14^.

Differential regulatory roles of Ox1R and Ox2R in energy homeostasis and glucose metabolism throughout the organism have been revealed employing pharmacological or genetic methods. One study shows that Ox2R but not Ox1R predominantly mediates the orexin-overexpression-induced amelioration of obesity in mice fed a high-fat diet (HFD)^10^. In another study, Ox1R deficiency increases the body weight of mice fed a chow diet, but decreases intake of HFD and prevents HFD-induced excess of body weight gain, while Ox2R deficient mice mainly exhibited decreased energy expenditure^15^. Moreover, systemic histological studies have shown overlapping but distinct expressions of Ox1R and Ox2R in many brain regions, such as the cerebral neocortex, basal ganglia, hippocampus, thalamus, midbrain, and reticular formation^16–18^. Fasting increases Ox1R mRNA in the ventral medial hypothalamic nucleus, while Ox2R mRNA is increased in the arcuate nucleus of the hypothalamus^19^.

Interestingly, within a defined cell population of serotonergic neurons in raphe nuclei (RN), RNA sequencing (RNA-seq) experiments revealed that mainly Ox2R but not Ox1R is differentially expressed among the subpopulations in dorsal raphe nucleus (DR), median raphe nucleus (MR) and caudal raphe nuclei including the raphe pallidus nucleus (RPa)^20^. Serotonergic neurons in subregions of RN have been described as very heterogeneous in aspects of morphology, electrophysiological behavior, projections, and functions^20,21^.

Importantly, the serotonergic system plays a central role in regulating wakefulness, appetite, glucose metabolism, and energy homeostasis^22–25^. Pharmacological experiments show that serotonin inhibits food intake and clinical drugs targeting the serotonergic system result in body weight loss^26^. In addition, ablation studies have demonstrated that central serotonergic cells activate and recruit thermogenic brown and beige fat and regulate glucose and lipid homeostasis^27^, and injection of orexin-A into RPa produces a sustained increase in brown adipose tissue (BAT) thermogenesis^28^.

In this work, we systematically investigated the expression and distribution of orexin receptors in serotonergic neurons in RN, and the impact of optogenetic activation of orexin signaling and specific inactivation of Ox1R or Ox2R signaling in serotonin transporter (Sert)-expressing cells on glucose metabolism and energy homeostasis. The present study assigns orexin signaling in serotonergic neurons critical, yet differential orexin receptor type 1- and 2-dependent functions in the regulation of systemic glucose homeostasis.

## Results

### Distribution of Ox1R and Ox2R expression in serotonergic neurons in RN

To systemically define the expression pattern of Ox1R and Ox2R in serotonergic neurons, Slc6a4-cre (Sert-Cre) mice were mated with tdTomato Flox (tdTomato fl/fl) mice to obtain Sert^tdTomato^ mice that express the red tomato (tdTomato) reporter protein upon Sert-Cre-mediated recombination of a loxP-flanked stop cassette^29^ specifically in serotonergic neurons. Beyond the raphe nuclei, ectopic expression of tdTomato was also detected in deep layers of the cingulate cortex (Cg1 and Cg2), and ventral posterolateral (VPL), and ventral posteromedial (VPM) thalamic nuclei (Supplementary Fig. 1a–h). There were no detectable orexin receptors in tdTomato positive cells in these areas except for moderate expression levels of Ox2R in the cingulate cortex, as revealed by fluorescent in situ hybridization (RNAscope) employing probes directed to tdTomato, Ox1R (*Hcrtr1*), and Ox2R (*Hcrtr2*) mRNA (Supplementary Fig. 1i, k). Most of the Ox2R signal could not be detected in tdTomato positive cells in the cingulate cortex, where only five cells out of the 45 tdTomato positive cells (10.74%) expressed Ox2R (Supplementary Fig. 1j). As a positive control, abundant Ox1R and Ox2R mRNA was expressed in tdTomato positive neurons in DR (Supplementary Fig. 1l). We further confirmed the specificity of Cre expression in raphe nuclei of a Sert^tdTomato^ mouse. As markers for serotonergic neurons, tryptophan hydroxylase isoform 2 (TPH2) and Pet1 were co-expressed by 94.90% or all of analyzed cells in DR and RPa, respectively (Supplementary Fig. 1m, n, q). Here, almost all tdTomato positive neurons are TPH2 and/or Pet1 positive in DR, MR and RPa (Supplementary Fig. 1m, p, q). More than 95% of TPH2 and/or Pet1 positive neurons are tdTomato positive (Supplementary Fig. 1m, o, q, r). This indicates specific and efficient expression of Cre in serotonergic neurons in raphe nuclei.

The endogenous expression of Ox1R and Ox2R in serotonergic neurons in RN was systemically investigated in Sert^tdTomato^ mice. Ox1R was expressed in 66.01–89.20% of serotonergic neurons (tdTomato positive) in DR, MR, and RPa and the relative fluorescence signal in each neuron was strongest in DR-dorsal (DRD, ≈1.86) compared to other regions (≈0.64–0.92; Fig. 1a–d). In contrast, Ox2R was expressed in 63.43% of serotonergic neurons in DR-ventral (DRV), which was more than in DRD (≈45.36%), MR-dorsal (MRD, ≈28.18%), MR-ventral (MRV, ≈13.94%) and RPa (≈22.94%, Fig. 1a, b, e). The relative Ox2R fluorescence signal in each cell is also stronger in DRV (≈2.66) compared to DRD (≈1.33) and MRD (≈0.60, Fig. 1a, b, f). Of note, the Ox2R signal in serotonergic neurons in MRV (≈0.17) and RPa (≈0.24) was very weak (Fig. 1a, b, f).

**Fig. 1:**
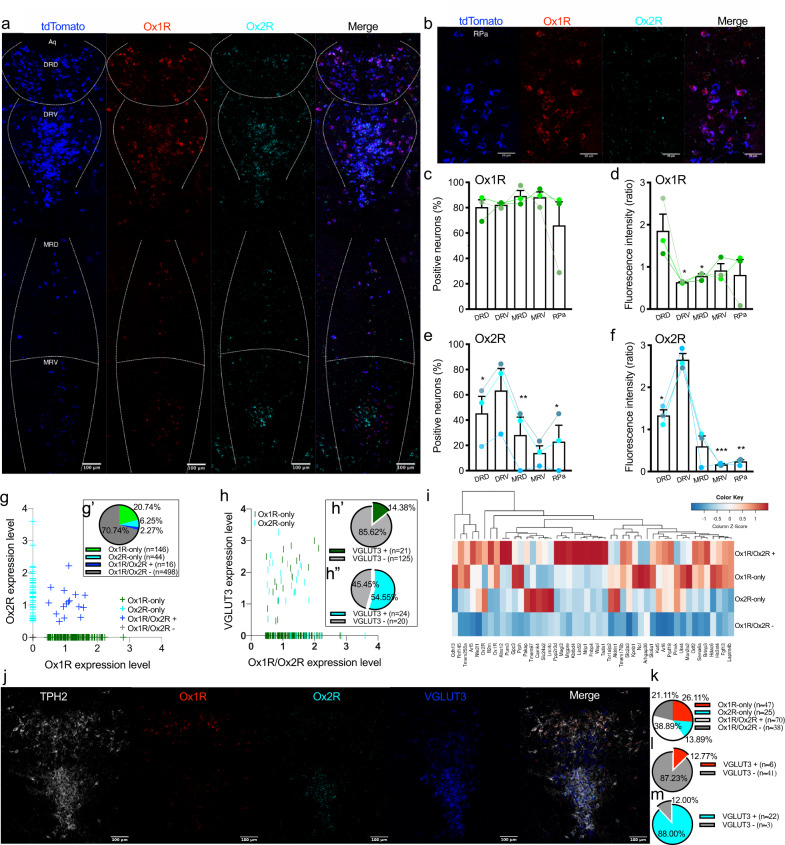
Distribution of Ox1R and Ox2R in serotonergic neurons of the raphe nucleus of a SERT^tdTomato^ mouse. **a** Representative images of RNAscope in situ hybridization in the dorsal raphe nucleus (dorsal (DRD), ventral (DRV)), and median raphe nucleus (dorsal (MRD), ventral (MRV)). **b** Representative images of RNAscope in situ hybridization in the raphe pallidus (RPa). **c**, **e** Percentages of Ox1R or Ox2R positive neurons in serotonergic neurons. **d**, **f** The average of relative fluorescence intensity of Ox1R or Ox2R signal in each serotonergic neuron. Fluorescence was normalized by the mean of all regions for each mouse. Blue, tdTomato; red, Ox1R; cyan, Ox2R. Scale bar: 100 µm in (**a**) and 50 µm in (**b**). *n* = 3. Data are represented as means ± SEM. **d** DRV: *p* = 0.035, MRD: *p* = 0.036; **e** DRD: *p* = 0.049, MRD: *p* = 0.0081, RPa: *p* = 0.028; **f** DRD: *p* = 0.010, MRV: *p* = 0.0008, RPa: *p* = 0.0099. *p < 0.05, **p < 0.01, ***p < 0.001; compared to DRD (**d**) or DRV (**e**, **f**), as determined by paired two-tailed *t*-test (**c**, **e**) or ratio paired two-tailed *t*-test (**d**, **f**). Analysis of published scRNA-Seq data of serotonergic neurons in dorsal raphe nucleus (DR)^30,31^: **g** Scatter plot of raw cell read counts of Ox1R and Ox2 R, **g’** percentages of serotonergic neurons only expressing Ox1R (Ox1R-only) or Ox2R (Ox2R-only) and those expressing both or none of Ox1R and Ox2R (Ox1/2R+ or Ox1/2 R−), **h** scatter plot of raw vesicular glutamate transporter 3 (VGLUT3) counts against raw Ox1R or Ox2R counts, **h’** percentages of VGLUT3 positive (+) and negative (−) neurons in Ox1R-only and **h”** Ox2R-only serotonergic neurons, and **i** heat map of gene counts for cells with column-wise z-scores. Mean gene abundance was calculated per gene (x-dimension) and group (y-dimension). Column-wise z-scoring (per gene) was applied to make expression visually comparable between groups independent of average gene abundance levels. **j** Representative images of RNAscope in situ hybridization in the dorsal raphe nucleus (scale bar: 100 µm), and analysis: **k** percentages of Ox1R-only, Ox2R-only, Ox1/2R+ and Ox1/2R− serotonergic neurons; percentages of VGLUT3 positive neurons in (**l**) Ox1R-only and (**m**) Ox2R-only serotonergic neurons. Gray, tryptophan hydroxylase isoform 2 (TPH2); red, Ox1R; cyan, Ox2R; blue, VGLUT3. *n* = 3. Source data are provided as a Source Data file.

Next, we analyzed published single-cell RNA sequencing (scRNA-seq) results of serotonergic neurons in DR^30,31^. 20.74% serotonergic neurons expressed Ox1R but not Ox2R (Ox1R-only), 6.25% serotonergic neurons expressed Ox2R but not Ox1R (Ox2R-only), only 2.27% serotonergic neurons expressed both orexin receptors (Ox1R/Ox2R+), and 70.74% serotonergic neurons expressed none of the orexin receptors (Ox1R/Ox2R−) (Fig. 1g, g’). Interestingly, *Slc17a8* (vesicular glutamate transporter 3, VGLUT3) was the only gene showing significantly different expression levels, comparing Ox1R-only with Ox2R-only serotonergic neurons (Source Data of Fig. 1i). The average expression level of VGLUT3 was higher in Ox2R-only than Ox1R-only serotonergic neurons, mainly due to the fact that more Ox2R-only serotonergic neurons are VGLUT3 positive (Fig. 1h,h’,h”, Source Data of Fig. 1i). Further, we compared the gene expression patterns among Ox1R-only, Ox2R-only, Ox1R/Ox2R+ (both positive), and Ox1R/Ox2R− (both negative) serotonergic neurons, and revealed 47 differently expressed genes (Fig. 1i, Source Data of Fig. 1i).

In scRNAseq analysis, the percentage of orexin-receptor-positive serotonergic neurons was lower than what we detected by RNAscope. Due to different sensitivity of detecting genes between scRNA-seq and RNAscope, Ox1R-only and Ox2R-only serotonergic neurons revealed by scRNA-seq could be similar to Ox1R- and Ox2R-dominant serotonergic neurons revealed by RNAscope. We further confirmed scRNAseq findings using RNAscope combined with TPH2 immunostaining, which revealed 26.11%, 13.89%, 38.89%, and 21.11% Ox1R-only, Ox2R-only, Ox1R/Ox2R+ and Ox1R/Ox2R− serotonergic cells, respectively (Fig. 1j, k). VGLUT3 was mainly expressed in DRV, and more Ox2R-only serotonergic neurons are VGLUT3 positive (88.00%) compared to Ox1R-only serotonergic neurons (12.77%) (Fig. 1j, l, m).

### Selective inactivation of Ox1R and Ox2R in serotonergic neurons in RN

To specifically inactivate Ox1R or Ox2R in serotonergic neurons (Ox1R^ΔSERT^, Ox2R^ΔSERT^), Ox1R Flox (Ox1R fl/fl), and Ox2R Flox (Ox2R fl/fl) mice were generated via homologous recombinant targeting in embryonic stem (ES) cells (Supplementary Fig. 2). The resulting animals were crossed with Sert-Cre mice to obtain Ox1R fl/fl, Sert-Cre tg/wt mice (Ox1R^ΔSERT^), and Ox2R fl/fl, Sert-Cre tg/wt mice (Ox2R^ΔSERT^). Mice from the same breeding without the Cre transgene were used as controls (Ox1R fl/fl, Sert-Cre wt/wt or Ox2R fl/fl, Sert-Cre wt/wt mice). Ox1R^ΔSERT^ or Ox2R^ΔSERT^ mice were further intercrossed with Ox1R fl/fl, tdTomato fl/fl mice or Ox2R fl/fl, tdTomato fl/fl mice, respectively, to obtain Ox1R fl/fl, tdTomato fl/–, Sert-Cre tg/wt (Ox1R^ΔSERT/tdTomato^) mice or Ox2R fl/fl, tdTomato fl/–, Sert-Cre tg/wt (Ox2R^ΔSERT/tdTomato^) mice that express tdTomato but lack Ox1R or Ox2R in serotonergic neurons.

In Ox1R^ΔSERT/tdTomato^ or Ox2R^ΔSERT/tdTomato^ mice, we confirmed the specific deletion of Ox1R or Ox2R, respectively, in serotonergic neurons in RN via RNAscope detection of tdTomato, Ox1R, and Ox2R mRNA. In Ox1R^ΔSERT/tdTomato^ mice, the Ox1R signal was almost completely abrogated in serotonergic neurons and only single-labeled, non-Sert Ox1R-expressing cells were observed, while the Ox2R signal exhibited a similar expression pattern to that in the Sert^tdTomato^ mice (Fig. 2a, c). In contrast, in Ox2R^ΔSERT/tdTomato^ mice, the Ox1R signal was similar to that in the Sert^tdTomato^ mice, while the Ox2R signal almost disappeared in serotonergic neurons and some single-labeled, non-Sert Ox2R-expressing cells were observed (Fig. 2b, d). Accordingly, Ox1R^ΔSERT/tdTomato^ mice showed significantly lower percentages of Ox1R positive neurons in serotonergic neurons and also significantly lower raw fluorescence intensity of Ox1R signal in individual serotonergic neurons in all RN regions compared to Ox2R^ΔSERT/tdTomato^mice (Fig. 2e, f). Ox2R^ΔSERT/tdTomato^ mice showed significantly lower percentages of Ox2R positive neurons in serotonergic neurons in DRD, DRV, and MRD and also significantly lower raw fluorescence intensity of Ox2R signal in individual serotonergic neurons in DRD and DRV than Ox1R^ΔSERT/tdTomato^ mice (Fig. 2g, h). In Ox2R^ΔSERT/tdTomato^ mice, Ox1R fluorescence intensity in each DRD serotonergic neuron was highest among all RN regions and significantly higher than that in DRV, MRD, and MRV (Fig. 2f). In Ox1R^ΔSERT/tdTomato^ mice, Ox2R mRNA expression levels in serotonergic neurons in DRV were highest and significantly higher than levels in MRD, MRV, and RPa, as quantified in percentages of positive neurons and raw fluorescent intensity (Fig. 2g, h). Notably, in serotonergic neurons in MRV and RPa, Ox2R mRNA expression levels were similar between Ox1R^ΔSERT/tdTomato^ mice and Ox2R^ΔSERT/tdTomato^ mice, which indicates that this signal was close to the background fluorescence related to method limitations, presumably (Fig. 2g, h). Therefore, only Ox1R but not Ox2R was detectable in serotonergic neurons in MRV and RPa.

**Fig. 2:**
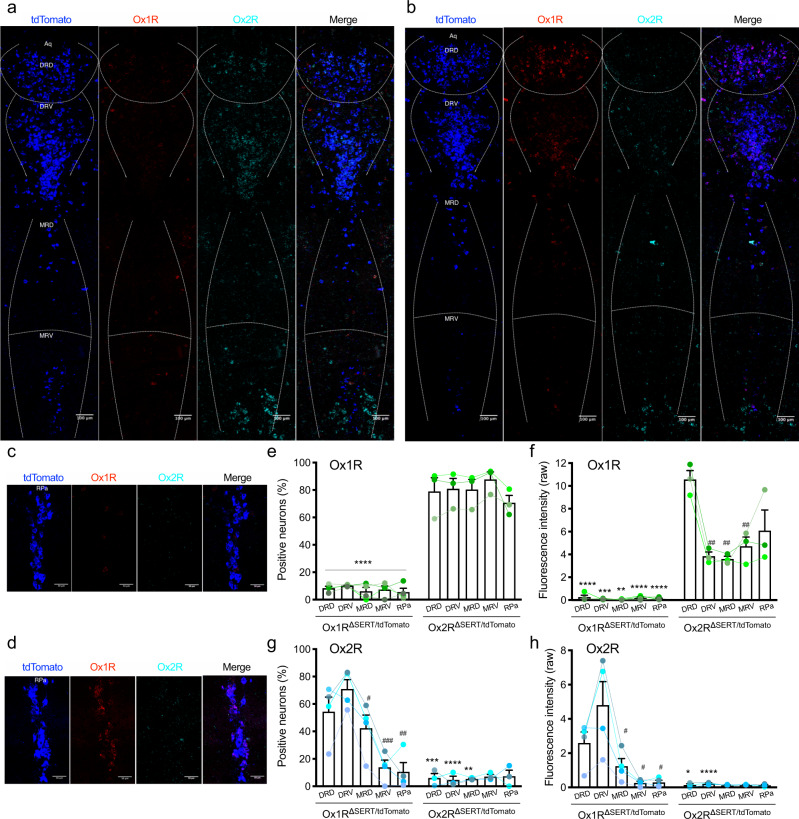
Specific inactivation of Ox1R or Ox2R in serotonergic neurons of a Ox1R^ΔSERT/tdTomato^ or Ox2R^ΔSERT/tdTomato^ mouse, respectively. **a** Representative images of RNAscope in situ hybridization in the dorsal raphe nucleus (dorsal (DRD), ventral (DRV)) and median raphe nucleus (dorsal (MRD), ventral (MRV)) of a Ox1R^ΔSERT/tdTomato^ mouse and **b** a Ox2R^ΔSERT/ tdTomato^ mouse. **c** Representative images of RNAscope in situ hybridization in the raphe pallidus (RPa) of a Ox1R^ΔSERT/tdTomato^ mouse and **d** a Ox2R^ΔSERT/tdTomato^ mouse. **e**, **g** Percentages of Ox1R or Ox2R positive neurons in serotonergic neurons. **f**, **h** The average of raw fluorescence intensity of Ox1R or Ox2R signal in each serotonergic neuron. Blue, tdTomato; red, Ox1R; cyan, Ox2R. Scale bar: 100 µm in (**a**, **b**) and 50 µm in (**c**, **d**). Ox1R^ΔSERT/tdTomato^, *n* = 4; Ox2R^ΔSERT/tdTomato^, *n* = 3. Data are represented as means ± SEM. **f** Ox1R^ΔSERT/ tdTomato^: *p* = 0.0005 (DRV) and 0.0011 (MRD); Ox2R^ΔSERT/ tdTomato^: *p* = 0.0041 (DRV), 0.0088 (MRD) and 0.0098 (MRV). **g** Ox1R^ΔSERT/ tdTomato^: *p* = 0.013 (MRD), 0.0006 (MRV) and 0.0014 (RPa); Ox2R^ΔSERT/ tdTomato^: *p* = 0.0002 (DRD) and 0.0046 (MRD). **h** Ox1R^ΔSERT/ tdTomato^: *p* = 0.038 (MRD), 0.039 (MRV) and 0.037 (RPa); Ox2R^ΔSERT/ tdTomato^: *p* = 0.037 (DRD). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; as determined by two-way ANOVA followed by Sidak’s post hoc test. The main effect of genotype: **e** (*F* (1, 25) = 583.60, *p* < 0.0001), **f** (*F* (1, 25) = 234.20, *p* < 0.0001), **g** (*F* (1, 25) = 53.99, *p* < 0.0001), **h** (*F* (1, 25) = 20.08, *p* = 0.0001). ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, compared to DRD (**f**) or DRV (**g**, **h**), as determined by paired two-tailed *t*-test. Source data are provided as a Source Data file.

### Differential activation of DR serotonergic neurons by orexin

To further validate the deletion of orexin receptor signaling, we performed perforated patch-clamp recordings and Ca^2+^ imaging on DR serotonergic neurons from control, Ox1R^ΔSERT^, and Ox2R^ΔSERT^ mice with tdTomato reporter or genetically encoded calcium indicator GCaMP6 in serotonergic neurons (Fig. 3a–e). During the experiments, GABAergic and glutamatergic synaptic input was blocked.

**Fig. 3:**
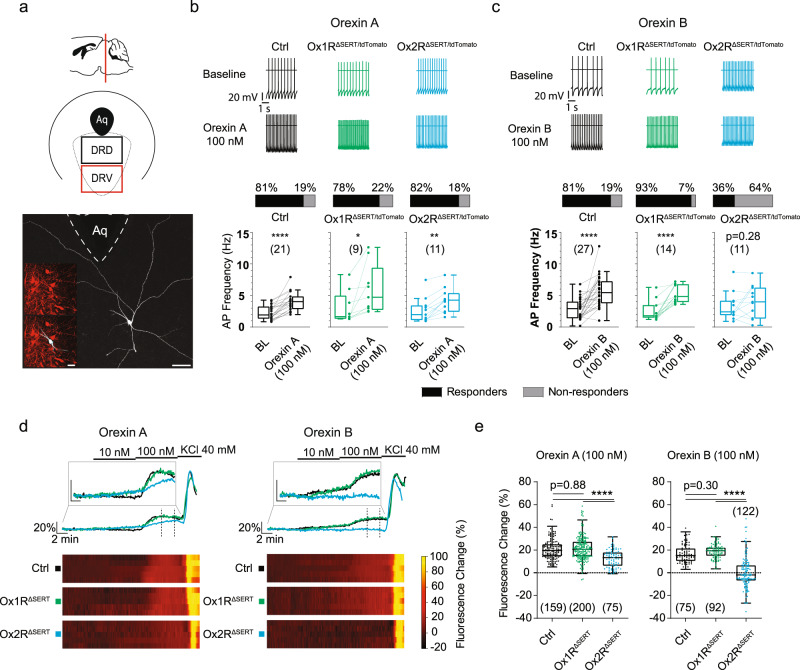
Effect of orexin A and orexin B on serotonergic neurons in the dorsal raphe nucleus (DR) analyzed by patch-clamp recordings and Ca^2 + ^imaging with GCaMP6. Recordings were performed in brain slices from control, Ox1R^ΔSERT^, and Ox2R^ΔSERT^ male mice, with tdTomato or GCaMP6 expression in serotonergic neurons for patch clamp or Ca^2 + ^imaging, respectively. **a** Schematic illustration of the dorsal raphe nucleus (dorsal (DRD), ventral (DRV)) and an exemplary image of a recorded serotonergic neuron in DRD, which was biocytin-streptavidin labeled during the experiment. Scale bar: 50 µm. Insert: tdTomato labeling (top) and double labeling with tdTomato and biocytin-streptavidin (bottom). Scale bar: 20 µm. **b**, **c** Orexin A (**b**) and orexin B (**c**) effect on action potential firing rate of serotonergic neurons in DRD. Original recordings (top) and comparisons of mean firing rates (bottom). The stacked bars show the percentage of individual neurons in which the increase in action potential frequency was larger than 3 × SD of the control, thus defining them as responsive (see “Methods”). Mean firing rates were compared using paired two-tailed students *t*-test. **b** Orexin A application: Ctrl, *p* < 0.0001, *n* = 21; Ox1R^ΔSERT^: *p* = 0.03, *n* = 9; Ox2R^ΔSERT^: *p* = 0.0018, *n* = 11. **c** Orexin B application: Ctrl, *p* < 0.0001, *n* = 27; Ox1R^ΔSERT^: *p* < 0.0001, *n* = 14; Ox2R^ΔSERT^: *p* = 0.28, *n* = 11. Abbreviation: baseline (BL). **d**, **e** Orexin A and orexin B effect on [Ca^2+^]_i_ of serotonergic neurons in DRV measured with GCaMP6. **d** Original recordings (top) and heat maps of five individual neurons for each set of experiments (bottom). The recordings show the responses to the orexins and high K^+ ^saline. Dashed lines indicate the range where the responses were quantified. **e** Calcium responses upon 100 nM orexin A and orexin B. Data are shown as the percentage of the maximal response to high K^+ ^saline. Mean increases in [Ca^2+^]_i_ between experimental groups were compared, performing ANOVA with post hoc Tukey tests. Orexin A application: Ctrl vs Ox1R^ΔSERT^, *p* = 0.88; Ctrl vs Ox2R^ΔSERT^, *p* < 0.0001; Ox1R^ΔSERT^ vs Ox2R^ΔSERT^, *p* < 0.0001 (Ctrl, *n* = 159; Ox1R^ΔSERT^, *n* = 200; Ox2R^ΔSERT^, *n* = 75). Orexin B application: Ctrl vs Ox1R^ΔSERT^, *p* = 0.30; Ctrl vs Ox2R^ΔSERT^, *p* < 0.0001; Ox1R^ΔSERT^ vs Ox2R^ΔSERT^, *p* < 0.0001 (Ctrl, *n* = 75; Ox1R^ΔSERT^, *n* = 92; Ox2R^ΔSERT^, *n* = 122). In the box plots, the horizontal lines show the median of the data. Boxes indicate the 25th and 75th percentile. The whiskers were calculated according to the ‘Tukey’ method. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* values are given in brackets. Source data are provided as a Source Data file.

In the first series of experiments we performed patch-clamp recordings in the DR with the focus mainly on the DRD. 100 nM orexin A increased the action potential firing rate in control serotonergic neurons (*p* < 0.0001, n = 21; Fig. 3b), which is in line with previous studies^32–34^. Similarly, 100 nM orexin A increased the activity of serotonergic neurons in Ox1R^ΔSERT/tdTomato^ (*p* < 0.05, *n* = 9; Fig. 3b) and Ox2R^ΔSERT/tdTomato^ mice (*p* < 0.005, *n* = 11; Fig. 3b). In contrast, 100 nM orexin B increased action potential firing rate only in control (*p* < 0.0001, *n* = 27; Fig. 3c) and Ox1R^ΔSERT/tdTomato^ mice (*p* < 0.0001, *n* = 14; Fig. 3c) but not in Ox2R^ΔSERT/tdTomato^ mice (*p* = 0.28, *n* = 11; Fig. 3c). A representative recording with response to 1, 10, and 100 nM of orexin A in a control neuron was shown in Supplementary Fig. 3a, b.

In the second series of experiments we focused on the analysis of serotonergic neurons in the DRV using Ca^2+^ imaging with the genetically encoded calcium indicator GCaMP6 (Fig. 3d, e). 100 nM orexin A increased [Ca^2+ ^]_i_ in control (*p* < 0.0001, *n* = 159), Ox1R^ΔSERT^ (*p* < 0.0001, *n* = 200) and Ox2R^ΔSERT^ neurons (*p* < 0.0001, *n* = 75). The increase in [Ca^2+^]_i_ was significantly smaller in Ox2R^ΔSERT^ neurons compared to control (*p* < 0.0001) and Ox1R^ΔSERT^ (*p* < 0.0001) neurons. 100 nM orexin B increased [Ca^2+ ^]_i_ in control (*p* < 0.0001, *n* = 75) and Ox1R^ΔSERT^ neurons (*p* < 0.0001, *n* = 92) and had no effect on Ox2R^ΔSERT^ neurons (*p* = 0.8, *n* = 122).

The differential and complex response patterns are likely caused by the differences in affinity profiles of orexin A and orexin B to Ox1R and Ox2R^4^, and the varying rate of Ox1R and Ox2R expression in different regions of the DR as described above. In radioligand binding assays, orexin-A had high affinities to Ox1R (IC_50_ = 20 nM) as well as to Ox2R (IC_50_ = 38 nM), whereas orexin B has a high affinity to Ox2R (IC_50_ = 36 nM) and only a low affinity to Ox1R (IC_50_ = 420 nM)^4^. While both orexin receptors are expressed in the DRD and the DRV, the relative expression of Ox1R is higher in the DRD, whereas the relative expression of Ox2R is higher in the DRV (Fig. 1a, d–f).

Since orexin-A is highly affine to both receptors, orexin A increases activity in serotonergic DRD neurons of Ox1R^ΔSERT/tdTomato^ and Ox2R^ΔSERT/tdTomato^ mice, even when one receptor is switched off. The effect of Ox1R deletion becomes only detectable at very low orexin A concentrations (Supplementary Fig. 3c) since the affinity of orexin A is higher to Ox1R than to Ox2R. Orexin B, in contrast, has only a low affinity for OxR1. Thus, when Ox2R are switched off, the neurons do not react anymore (Fig. 3c). In the DRV, the situation is different in the sense that Ox2R are relatively higher expressed than Ox1R. If Ox2R are missing, there are too few receptors to fully activate the serotonergic neurons of the DRV with orexin A. In the absence of Ox2R, orexin B can practically no longer trigger an effect due to its low affinity to Ox1R.

### Orexin neurons are activated in HFD-induced obesity

In order to investigate the activation of orexin neurons in lean and obese mice, we compared c-Fos expression in orexin neurons in 6 h-fasted BL/6 mice, which had been fed a HFD for 10 weeks since weaning, to that in mice exposed for the same period to a control diet (CD). To this end, we determined the expression of orexin (*Hcrt*) and c-Fos (*Fos)* mRNA via RNAscope hybridization. This analysis revealed, that the proportion of c-Fos-expressing orexin neurons in the LH was significantly increased in mice exposed to HFD compared to CD feeding (Fig. 4a, b). Collectively, these data indicate an increased activation of orexin neurons in obese mice.

**Fig. 4:**
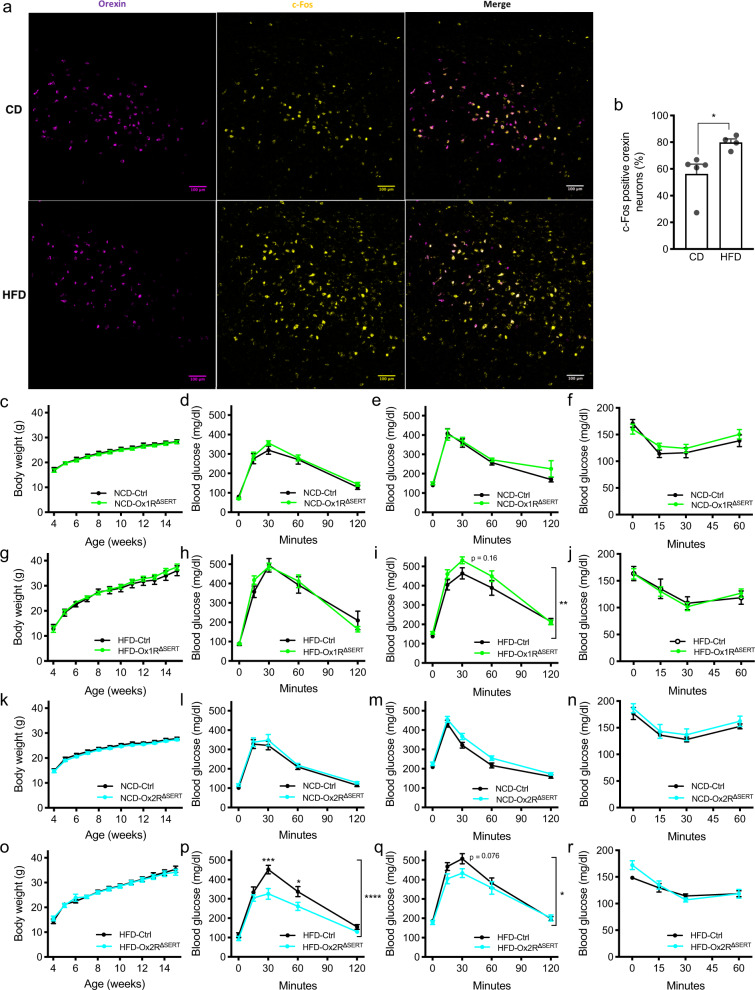
Increased c-Fos activation in orexin neurons upon high-fat diet (HFD) feeding and improved glucose tolerance in Ox2R^∆SERT^ mice fed a HFD. **a** Representative images of RNAscope in situ hybridization in the lateral hypothalamus (LH) of a BL/6 mouse fed a control diet (CD) or HFD. *n* = 5 (CD) and 4 (HFD). **b** Percentages of c-Fos positive neurons in orexin neurons. *n* = 5 (CD) and 4 (HFD). *p* = 0.029. **c**, **g** Average body weight, glucose tolerance test under **d**, **h** 16-h and **e**, **i** 6-h fasting conditions, and **f**, **j** insulin tolerance test of control (Ctrl) and Ox1R^∆SERT^ mice on normal chow diet (NCD) or HFD. NCD-Ctrl and NCD-Ox1R^∆SERT^, *n* = 9; HFD-Ctrl, *n* = 8 (**g**, **h**, **j**) or 11 (**i**); HFD-Ox1R^∆SERT^, *n* = 10 (**g**, **h**, **j**) or 12 (**i**). **i** *p* = 0.16 at 30 min. **k**, **o** Average body weight, glucose tolerance test under **l**, **p** 16-h and **m**, **q** 6-h fasting conditions, and **n**, **r** insulin tolerance test of Ctrl and Ox2R^∆SERT^ mice on NCD or HFD. NCD-Ctrl, *n* = 11; NCD-Ox2R^∆SERT^, *n* = 8; HFD-Ctrl, *n* = 11 (**o**, **p**, **r**) or 13 (**q**); HFD-Ox2R^∆SERT^, *n* = 9. **p** *p* = 0.0002 (30 min) and 0.045 (60 min); **q** *p* = 0.076 (30 min). Magenta, orexin; yellow, c-Fos. Scale bar: 100 µm. Data are represented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; as determined by unpaired two-tailed Student’s *t*-test (**b**) or two-way ANOVA followed by Sidak’s post hoc test (**i**, **p**, **q**). Two-way ANOVA revealed a significant main effect of genotype in (**i**) (*F* (1, 105) = 7.86, *p* = 0.0060), **p** (*F* (1, 90) = 18.22, *p* < 0.0001) and **q** (*F* (1, 100) = 6.08, *p* = 0.015). Source data are provided as a Source Data file.

Then, we investigated the impact of Ox1R or Ox2R inactivation in serotonergic system on energy homeostasis under both normal chow diet (NCD)-fed lean condition and HFD-induced obese condition. There were no differences in body weight (BW; Fig. 4c, g), glucose tolerance under 16-h fasting condition (Fig. 4d, h) or insulin sensitivity under randomly fed condition (Fig. 4f, j) between control and Ox1R^ΔSERT^ mice. Two-way ANOVA revealed a significant decrease of glucose tolerance in obese (*F* (1, 105) = 7.86, *p* = 0.0060) but not lean Ox1R^ΔSERT^ mice, compared to control mice after a 6-h fasting period, though there was no significant change at individual time points by post hoc test (Fig. 4e, i). Similarly, in lean Ox2R^ΔSERT^ mice, BW, glucose tolerance, and insulin sensitivity remained unchanged (Fig. 4k–n). Interestingly, in obese Ox2R^ΔSERT^ mice, glucose tolerance was significantly improved after a 16-h fasting period (Fig. 4p), while BW and insulin sensitivity remained unchanged, compared to control mice (Fig. 4o, r). Two-way ANOVA revealed a significant improvement of glucose tolerance in obese Ox2R^ΔSERT^ mice, compared to control mice after a 6-h fasting period, though there was no significant change at individual time points by post hoc test ((*F* (1, 100) = 6.08, *p* = 0.015), Fig. 4q).

Indirect calorimetry revealed unaltered locomotor activity and daily energy intake in Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice, compared to the respective control mice, under both lean and obese conditions (Supplementary Fig. 4). Collectively, these results indicate that glucose metabolism is improved in obese mice upon selective inactivation of Ox2R in serotonergic neurons.

### Insulin-stimulated HGP suppression and tissue glucose uptake in obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice

To further specifically address the regulation of glucose metabolism in HFD-induced obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice, we performed hyperinsulinemic-euglycemic clamp studies. The glucose infusion rate (GIR) required to maintain euglycemia during steady-state conditions was significantly reduced in Ox1R^ΔSERT^ mice, compared to their littermate control mice (Fig. 5a, Supplementary Fig. 5a). Hepatic glucose production (HGP) was not significantly different between control and Ox1R^ΔSERT^ mice under basal clamp conditions or in response to insulin (Fig. 5b). Interestingly, the rate of plasma glucose disappearance (Rd) was significantly decreased in Ox1R^ΔSERT^ mice at a steady state while the levels under basal clamp conditions were not significantly different (Supplementary Fig. 5b). Determination of tissue-specific glucose uptake revealed impaired glucose uptake into BAT and skeletal muscle (SM) of obese Ox1R^ΔSERT^ mice, while glucose uptake into white adipose tissue (WAT) remained unchanged (Fig. 5c). In contrast, GIR was significantly increased during steady-state conditions in Ox2R^ΔSERT^ mice compared to their littermate control mice (Fig. 5d, Supplementary Fig. 5d). Ox2R^ΔSERT^ mice exhibited similar HGP levels under basal clamp conditions but significantly lower HGP at steady state, compared to control mice, indicating that the suppression of HGP was more efficient in response to insulin in obese Ox2R^ΔSERT^ mice (Fig. 5e). There was no significant difference of Rd or tissue-specific glucose uptake between control and Ox2R^ΔSERT^ mice (Fig. 5f, Supplementary Fig. 5e). The insulin infusion was confirmed by detecting human insulin levels in serum at baseline and at the end of hyperinsulinemic-euglycemic clamp studies (Supplementary Fig 5c, f).

**Fig. 5:**
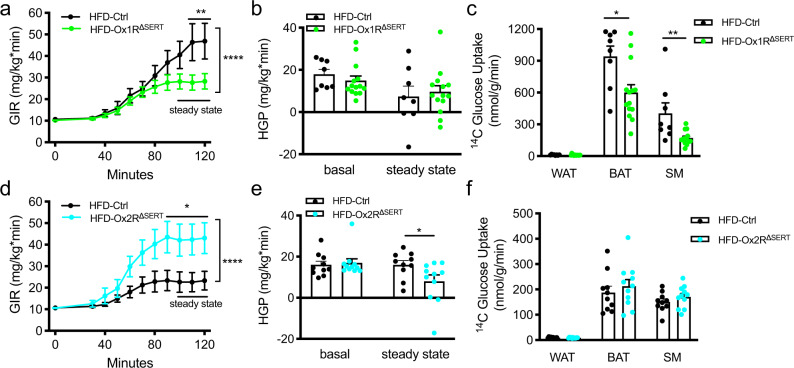
Insulin sensitivity is impaired in Ox1R^∆SERT^ mice but improved in Ox2R^∆SERT^ mice fed a HFD in hyperinsulinemic-euglycemic clamp analysis. **a** Clamp glucose infusion rates (GIR), **b** hepatic glucose production (HGP) in the basal state and during the steady state of clamp analysis, and **c** tissue-specific insulin-stimulated [1-^14^C]-Deoxy-D-glucose uptake in white adipose tissue (WAT), brown adipose tissue (BAT), and skeletal muscle (SM) under steady-state conditions of control (Ctrl) and Ox1R^∆SERT^ mice. HFD-Ctrl, *n* = 8; HFD-Ox1R^∆SERT^, *n* = 14. **a** *p* = 0.0025 (110 min) and 0.0028 (120 min); **c** *p* = 0.011 (BAT) and 0.0070 (SM). **d** Clamp GIR, **e** HGP in the basal state and during the steady state of clamp analysis, and **f** tissue-specific insulin-stimulated [1-^14^C]-Deoxy-D-glucose uptake in WAT, BAT, and SM under steady-state conditions of control (Ctrl) and Ox2R^∆SERT^ mice. HFD-Ctrl, *n* = 10; HFD-Ox2R^∆SERT^, *n* = 11. **d** *p* = 0.034 (90 min), 0.047 (100 min), 0.041 (110 min) and 0.042 (120 min); **e** *p* = 0.048. Data are represented as means ± SEM. *p < 0.05, **p < 0.01; as determined by two-way ANOVA followed by Sidak’s post hoc test (**a**, **d**) or unpaired two-tailed Student’s *t*-test (**c**, **e**). Two-way ANOVA revealed a significant main effect of genotype in (**a**) (*F* (1, 220) = 18.30, *p* < 0.0001) and (**d**) (*F* (1, 209) = 35.39, *p* < 0.0001). Source data are provided as a Source Data file.

### Altered liver and BAT in obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice in hyperinsulinemic-euglycemic clamp studies

To investigate the mechanisms underlying the effect of serotonergic-specific inactivation of Ox1R or Ox2R in hyperinsulinemic-euglycemic clamp studies, we further analyzed gene and protein expression in the liver and BAT dissected from these animals under clamp steady-state conditions.

In the liver, p-Akt^Ser473^ protein, the major downstream effector of the insulin signaling pathway, was significantly increased in Ox2R^ΔSERT^ mice but unchanged in Ox1R^ΔSERT^ mice, compared to control mice, while the total Akt protein levels remained unchanged (Fig. 6a–d). Glucose-6-phosphatase (G6Pase) protein, which is essential for gluconeogenesis, was significantly decreased in Ox2R^ΔSERT^ mice but unchanged in Ox1R^ΔSERT^ mice, compared to control mice (Fig. 6a–d).

**Fig. 6:**
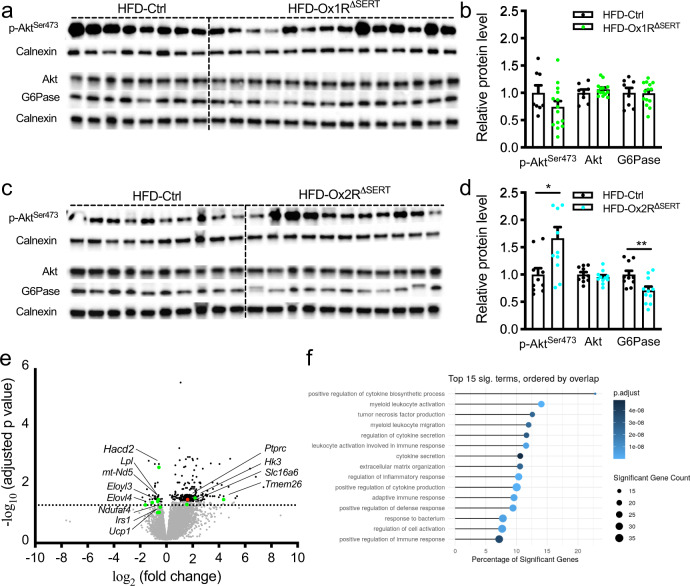
Insulin signaling in liver and BAT in obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice. **a**, **b** Western blot images and quantification of p-Akt^Ser473^, Akt, and G6Pase protein in the liver of control and Ox1R^∆SERT^ mice. HFD-Ctrl, *n* = 8; HFD-Ox1R^∆SERT^, *n* = 14. **c**, **d** Western blot images and quantification of p-Akt^Ser473^, Akt, and G6Pase protein in the liver of control and Ox2R^∆SERT^ mice. HFD-Ctrl, *n* = 10; HFD-Ox2R^∆SERT^, *n* = 11. *p* = 0.013 (p-Akt^Ser473^) and 0.0085 (G6Pase). Data are represented as means ± SEM. *p < 0.05, **p < 0.01; as determined by unpaired two-tailed Student’s *t*-test. **e** Volcano plot of differential expression analysis of RNA sequencing of BAT in Ox1R^∆SERT^ mice, compared to control mice. Some genes of interest are annotated. The differential gene expression test was done using negative binomial generalized linear models implemented in DESeq2 1.26.0. *P*-values are false discovery rates adjusted using the Benjamini-Hochberg procedure. **f** Top 15 differentially regulated gene ontology (GO) terms of class biological process in BAT of Ox1R^∆SERT^ mice, compared to control mice. Significance is mapped to color, the dot size represents the number of significant genes in the GO term and the *x*-axis maps the percentage of significant genes to the overall gene GO term size. Gene-ontology term analysis of the 265 differentially expressed genes was carried out using the clusterProfiler R package, which utilizes an over-representation analysis calculating *p*-values by hypergeomtric distributions. *P*-values are FDR-adjusted. *n* = 4. Source data are provided as a Source Data file.

To investigate the mechanisms of glucose uptake reduction in BAT of obese Ox1R^ΔSERT^ mice compared to control mice, we compared the gene expression profiles of BAT dissected under clamp steady-state conditions from Ox1R^ΔSERT^ and control mice by total mRNA sequencing. This analysis revealed 265 genes significantly regulated in Ox1R^ΔSERT^ mice compared to control mice. 

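Brown adipose tissue (BAT) was taken from 4 control mice and 4 Ox1R ΔSERT mice, which lack Ox1R in cells that express the serotonin transporter (SERT), at the end of the hyperinsulinemic-euglycemic clamp. In such a clamp, insulin is infused and glucose is given as needed to hold blood glucose steady. The sample labels give a HFD from week 4 to week 18 for all 8 mice. The authors made stranded libraries from poly-A selected RNA and quantified each gene in each mouse with Salmon 0.14.1 in the nf-core/rnaseq pipeline 1.4, with GRCm38 as the reference. The deposited values are the estimated counts and the TPM values, transcript abundances that were normalized by the authors for transcript length and library size. Estimated counts are not always whole numbers, because Salmon shares out reads that match several transcripts. Total counts were 39522372, 35852667, 48106049 and 50020769 in control mice 10684, 11253, 11560 and 11563, with a median of 43814210.5. In Ox1R ΔSERT mice 11243, 11601, 11613 and 11708 they were 50063257, 42606778, 41562461 and 42512573, with a median of 42559675.5. The paper's stated depth is 35000000 reads, and the values here use the totals of the counts. The share of counts on mitochondrially encoded genes was 40.0%, 46.8%, 42.7% and 42.1% in the control mice and 44.6%, 33.6%, 34.0% and 36.2% in the Ox1R ΔSERT mice, in the same order. For the comparison, the estimated counts were rounded to whole numbers, scaled by edgeR's TMM method and filtered on low counts, and genes were compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Normalized values are CPM values after TMM scaling. A floor of 3 counts corresponded to normalized values between 0.0591 and 0.0951 in the 8 mice, and this floor covers counting error only. In a principal component analysis of all tested genes, the first component held 52.2% of the variance, with Ox1R ΔSERT mice 11601 and 11708 at 61.6 and 80.5 and the other 6 mice between -47.5 and 8.62. The gene of the deleted receptor, *Hcrtr1*, had normalized values between 0 and 0.158 in the 8 mice, too low to show a deletion that was made in neurons. The Y-linked gene *Ddx3y* had normalized values between 56.4 and 64.9 in all 8 mice.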

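Of 44674 genes in the table, 24567 had counts and 14489 passed the filter on low counts. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 0 genes were called, and the lowest adjusted p was 0.316. At an unadjusted p under 0.05, the same test gave 2201 genes, 15.2% of those tested, with 1482 higher and 719 lower in Ox1R ΔSERT mice. The number of called genes depended on the tool: DESeq2 1.42.0, on the same rounded counts with its own size factors, called 265 genes, of which 233 were higher and 32 lower in Ox1R ΔSERT mice. Of these 265 genes, 248 had been tested by edgeR, each with an unadjusted p under 0.05 there, and the filter had removed the other 17. The number of DESeq2 calls depended on single mice. Without Ox1R ΔSERT mouse 11601 it was 17, without Ox1R ΔSERT mouse 11708 it was 19 and without control mouse 11560 it was 17, whereas it was 1516 without Ox1R ΔSERT mouse 11243 and 936 without Ox1R ΔSERT mouse 11613. In 223 of the 233 genes called higher, the 2 highest normalized values were those of mice 11601 and 11708, and in 15 of the 32 genes called lower these were the 2 lowest. Normalized values of the 4 Ox1R ΔSERT mice did not overlap those of the 4 control mice in 798 of the genes edgeR tested. Among them, 389 were higher and 409 lower. The 798 genes were 5.51% of those tested, against the 2.86% that chance gives on average. Of the 35 ways to split the 8 mice into groups of 4, the real one included, 4 gave at least as many. At least as many genes with an unadjusted p under 0.05 came from 5 splits, and at least as many DESeq2 calls from 7. Of the 265 DESeq2 calls, 149 had no overlap between the groups.

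Among the DESeq2 calls without overlap, the lowest p belonged to *Lctl* (ENSMUSG00000032401), a lactase-like gene on chromosome 9 of GRCm38 from 64117147 to 64138118. Its normalized value was 16.6 ± 3.21 (SD, n = 4) in Ox1R ΔSERT mice and 7.82 ± 0.428 (SD, n = 4) in control mice. The log2 fold change was 1.09 (standard error 0.14), with an adjusted p of 0.316 in edgeR's quasi-likelihood test. DESeq2 gave an adjusted p of 4.06e-06, and over all settings tried it lay between 4.39e-07 and 0.645. The next genes by p among those higher in Ox1R ΔSERT mice were *Cebpd* (log2 fold change 0.99), *G530011O06Rik* (1.80), *Tnfaip2* (1.66) and *Vav1* (1.99). Lower in Ox1R ΔSERT mice were *Gm16062*, *Hacd2*, *2810001G20Rik*, *Tmem56* and *Lamb3*, with log2 fold changes of -1.34, -0.57, -0.88, -0.65 and -0.84. *Gm16062* and *2810001G20Rik* are annotated as antisense genes, and the paper's text does not name whether the quantification used the strand, so their values are uncertain. With 1 mouse left out in turn, 9 of the 265 genes were called by DESeq2 in all 8 fits, namely *Lctl*, *Cebpd*, *G530011O06Rik*, *Tnfaip2*, *Vav1*, *Angptl4*, *Tmem173*, *Inhbb* and *Gm16062*.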

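For genes of lipid handling, the respiratory chain, thermogenesis and insulin signalling, normalized values were compared mouse by mouse. *Hacd2* (ENSMUSG00000035376, chromosome 16, 35022428 to 35109177 in GRCm38) had a normalized value of 86.1 ± 8.48 (SD, n = 4) in Ox1R ΔSERT mice and 128 ± 9.86 (SD, n = 4) in control mice. Its log2 fold change was -0.57 (standard error 0.10), with an adjusted p of 0.316 in edgeR's quasi-likelihood test and 0.00252 in DESeq2. All 4 Ox1R ΔSERT mice lay below all 4 control mice, and the exact permutation p was 0.0286, the smallest that 4 mice against 4 allow in a two-sided test. *Lpl* (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) fell from 4185 ± 631 to 2739 ± 414 (SD, n = 4 each), a log2 fold change of -0.61 (standard error 0.17). *Elovl3* (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694) fell from 120 ± 28.0 to 57.2 ± 21.6 (SD, n = 4 each), a log2 fold change of -1.07 (standard error 0.31). The mitochondrially encoded *mt-Nd5* (ENSMUSG00000064367, 11742 to 13565 of the mitochondrial genome) fell from 17839 ± 1857 to 11305 ± 2832 (SD, n = 4 each), a log2 fold change of -0.66 (standard error 0.22). *Ndufaf4* (ENSMUSG00000028261, chromosome 4, 24898083 to 24905001) fell from 81.7 ± 5.61 to 59.0 ± 9.84 (SD, n = 4 each), a log2 fold change of -0.47 (standard error 0.12). For *Lpl*, *Elovl3*, *mt-Nd5* and *Ndufaf4*, all 4 Ox1R ΔSERT mice also lay below all control mice.

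The groups overlapped for the remaining genes. *Elovl4* (ENSMUSG00000032262, chromosome 9, 83778692 to 83806277) was at 0.781 ± 0.396 (SD, n = 4) in Ox1R ΔSERT mice and 2.37 ± 1.14 (SD, n = 4) in control mice, and control mouse 10684, at 0.967, was below Ox1R ΔSERT mouse 11243, at 1.33. *Irs1* (ENSMUSG00000055980, chromosome 1, 82233101 to 82291416) was at 12.1 ± 1.57 against 19.0 ± 5.22 (SD, n = 4 each), and *Ucp1* (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) at 2934 ± 616 against 4264 ± 585 (SD, n = 4 each). In each of these genes, 3 of the 4 Ox1R ΔSERT mice lay below all control mice. Their log2 fold changes were -1.61 for *Elovl4*, -0.65 for *Irs1* and -0.54 for *Ucp1*, with exact permutation p-values of 0.0571, 0.0571 and 0.0857.

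All 8 genes had an adjusted p of 0.316 in edgeR's quasi-likelihood test. DESeq2 gave adjusted p-values of 0.0406 for *Elovl3*, 0.049 for *Elovl4*, 0.0322 for *Lpl*, 0.0372 for *mt-Nd5*, 0.0586 for *Ndufaf4*, 0.0884 for *Ucp1* and 0.09 for *Irs1*. Over all settings tried, fits without 1 mouse included, adjusted p-values of these 8 genes lay between 3.91e-06 and 0.645. In each fit that left out 1 mouse, all 8 log2 fold changes stayed negative, the widest range being that of *Elovl4* from -2.01 to -1.41. Exons of *Irs1* share 2822 bases with *Gm9747* on the opposite strand, those of *Hacd2* 192 bases with *Gm21691*, those of *Elovl3* 10 bases with *Pitx3* and those of *mt-Nd5* 14 bases with *mt-Nd6*, so that part of their counts is uncertain.

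**Figure D1:**
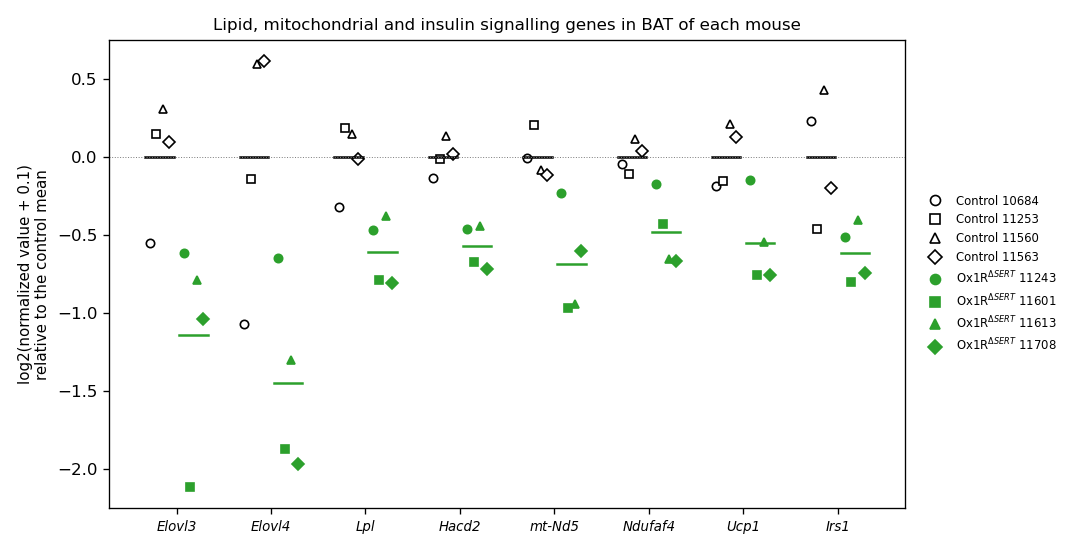
Expression of 8 genes in BAT of each mouse, as log2(normalized value + 0.1) minus the mean of the 4 control mice. Open symbols are control mice, green symbols are Ox1R ΔSERT mice and bars are group means (n = 4); for *Hacd2* all Ox1R ΔSERT mice sit below all control mice, whereas for *Ucp1* the groups overlap.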

The fatty acid elongase genes *Elovl3* and *Elovl4*, the lipoprotein lipase gene *Lpl*, the very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase 2 gene *Hacd2*, the mitochondrial genes *mt-Nd5* and *Ndufaf4* involved in Complex I and oxidative phosphorylation, the uncoupling protein 1 gene *Ucp1* and the insulin receptor substrate 1 gene *Irs1* were decreased in Ox1R^ΔSERT^ mice compared to control mice, though some of them were statistically non-significant (Fig. 6e). In addition, the beige adipocytes marker transmembrane marker 26 gene *Tmem26* and genes regulating glucose metabolism, including the solute carrier family 16 member 6 gene *Slc16a6* and hexokinase 3 gene *Hk3*, were increased in expression (Fig. 6e). 

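*Tmem26* (ENSMUSG00000060044, chromosome 10 of GRCm38, 68723646 to 68782650) was close to the limit of detection in 6 of the 8 mice. Its counts were 2, 2, 1 and 1 in control mice 10684, 11253, 11560 and 11563, and 2 and 2 in Ox1R ΔSERT mice 11243 and 11613, against 73 in mouse 11601 and 84 in mouse 11708. All control mice were under the floor of 3 counts, and the mean of the Ox1R ΔSERT mice was at least 8.55-fold higher than the highest such floor of a control mouse, or at least 5.36-fold without mouse 11708. The filter on low counts removed *Tmem26* from edgeR's test, the exact permutation p was 0.171, and DESeq2 gave an adjusted p of 0.0322. *Slc16a6* (ENSMUSG00000041920, chromosome 11, 109450855 to 109473598) had normalized values of 1.51, 4.61, 1.95 and 5.54 in Ox1R ΔSERT mice 11243, 11601, 11613 and 11708, and 1.14 ± 0.417 (SD, n = 4) in control mice. The log2 fold change was 1.58 (standard error 0.48), with 3 of 4 Ox1R ΔSERT mice above all control mice. Exons of *Slc16a6* share 1751 bases with *Amz2* on the opposite strand, so part of its counts is uncertain. *Hk3* (ENSMUSG00000025877, chromosome 13, 55005985 to 55021385) had normalized values of 1.31, 8.08, 2.20 and 10.6 in the same Ox1R ΔSERT mice and 1.21 ± 0.444 (SD, n = 4) in control mice, a log2 fold change of 2.20 (standard error 0.65). Exons of *Hk3* share 184 bases with *Unc5a*. In edgeR's quasi-likelihood test the adjusted p was 0.316 for *Slc16a6* and for *Hk3*, while DESeq2 gave 0.0476 and 0.0288. Over all settings tried, adjusted p-values of the 3 genes lay between 0.000133 and 0.645.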

Of note, the leukocyte antigen CD45 gene *Ptprc* was significantly increased and the ontology enrichment analysis revealed robust increase of immune response and inflammation in Ox1R^ΔSERT^ mice compared to control mice (Fig. 6e, f). 

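*Ptprc* (ENSMUSG00000026395, chromosome 1 of GRCm38, 138062861 to 138175708) had normalized values of 5.62, 7.67, 3.27 and 4.56 in control mice 10684, 11253, 11560 and 11563. In Ox1R ΔSERT mice 11243, 11601, 11613 and 11708 they were 6.96, 26.9, 7.83 and 24.0. The means were 5.28 ± 1.86 (SD, n = 4) and 16.4 ± 10.5 (SD, n = 4), a log2 fold change of 1.64 (standard error 0.49). The adjusted p was 0.316 in edgeR's quasi-likelihood test and 0.0322 in DESeq2, and it lay between 0.000723 and 0.645 over all settings tried. Of the 4 Ox1R ΔSERT mice, 3 lay above all control mice (exact permutation p = 0.0571). With each mouse left out in turn, the log2 fold change stayed between 1.30 and 1.87.

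Gene families of the immune system were compared as lists drawn from gene symbols. The list named TNF superfamily also takes in *Tnfaip* genes by their symbols. Together the 10 immune families held 439 genes. With 0 genes called by edgeR, over-representation had no value in that fit. Of the 265 genes called by DESeq2, 41 belonged to these families, 15.5% of the calls against 1.77% of the 15119 genes with an adjusted p (odds ratio 11.8, one-sided Fisher's exact test, p = 5.14e-27). All 41 were higher in Ox1R ΔSERT mice. Families of the extracellular matrix held 18 of the calls (odds ratio 8.12, one-sided Fisher's exact test, p = 1.38e-10), 17 of them higher and 1 lower. Of these calls, 10 were in matrix glycoproteins and integrins, 7 in matrix enzymes and 1 in collagens. The matrix families also take in *Itgam*, *Itgax*, *Spp1* and *Mmp12*, which are in the macrophage lists. The matrix calls are therefore not a signal separate from the immune one. The counts of immune and matrix calls depended on single mice. Immune families held 2 of the DESeq2 calls without mouse 11601 (one-sided Fisher's exact test, p = 0.032), 2 without mouse 11708 (p = 0.039), 3 without control mouse 11560 (p = 0.00325) and 7 without control mouse 11563 (p = 2.41e-05), but 126 without mouse 11243 and 96 without mouse 11613. Matrix families held 0, 1, 1 and 3 calls in the first 4 of these fits (one-sided Fisher's exact tests, p = 1, 0.17, 0.149 and 0.0113) and 65 and 48 in the last 2, and 9 without control mouse 10684 (p = 0.0111). Median log2 fold changes of the immune families were 0.95 for chemokines, 1.12 for chemokine and cytokine receptors, 0.34 for interleukins and interferons, 0.67 for the TNF superfamily, 1.40 for Fc receptors, 1.17 for C-type lectins, 0.57 for CD antigens, 1.18 for toll-like receptors, 0.58 for MHC genes and 1.36 for paired receptors. Medians of the matrix families were 1.15 for collagens, 0.76 for matrix enzymes and 0.56 for matrix glycoproteins and integrins. Each of these 13 medians was above 0 under every scaling tried, and relative to the median of all genes the lowest values were 0.19 for interleukins and interferons, 0.22 for the TNF superfamily and 0.24 for collagens, all on log2(TPM + 1). All 13 had an adjusted p under 0.05 in camera, a test that presets the correlation between genes at 0.01, and none did in fry or in camera with an estimated correlation, where the lowest adjusted p over all 36 lists tested was 0.189 and 0.286. In every family the 2 highest mice were 11601 and 11708. Exact permutation p-values of the median per mouse were 0.0286 for Fc receptors and 0.0571 to 0.229 for the other families. Without mouse 11601 the median of collagens was 0.47, that of matrix glycoproteins and integrins 0.32, that of interleukins and interferons 0.13, that of chemokines 0.56, that of C-type lectins 0.73 and that of toll-like receptors 0.78. Without mouse 11613 chemokines were at 1.49 and CD antigens at 0.93. CD antigens were at 0.86 without control mouse 11253, and interleukins and interferons at 0.54 without control mouse 11253 or 11563 and at 0.67 without mouse 11243. The filter on low counts was applied anew in each of these fits, so a change in the genes of a list can add to such shifts. The median of CD antigens was higher whichever control mouse was left out, at 0.60 to 0.86. The paper reports a significant rise of *Ptprc* and, from its ontology enrichment, a robust rise of immune response and inflammation in BAT of Ox1R ΔSERT mice (Fig. 6e, f).

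**Figure D2:**
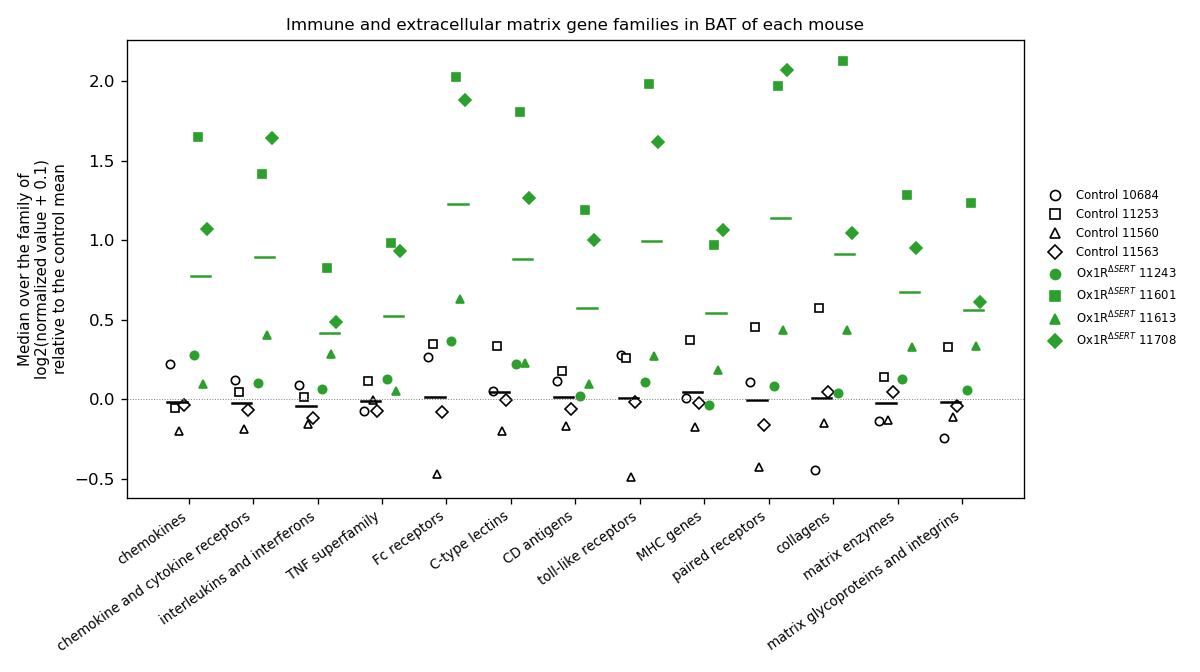
Median over each gene family of log2(normalized value + 0.1) minus the mean of the 4 control mice, for each mouse. Open symbols are control mice, green symbols are Ox1R ΔSERT mice and bars are group means (n = 4); Ox1R ΔSERT mice 11601 and 11708 sit highest in all 13 families.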

The top 15 enriched gene ontology (GO) terms include positive regulation of cytokine production, myeloid leukocyte activation, regulation of inflammatory response, etc. 

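The GO annotation was not used here, and Reactome pathways were tested in its place on the genes called by DESeq2. Of these, 259 had an Entrez identifier, as had 13499 of the genes with an adjusted p, and 855 pathways with 10 to 500 of these genes were tested. At an adjusted p under 0.05 (one-sided Fisher's exact test, Benjamini-Hochberg adjustment), 21 pathways were over-represented. Innate Immune System came first, with 33 of its 452 genes called (odds ratio 4.47, adjusted p = 3.16e-08). Extracellular matrix organization followed with 18 of 199 genes (odds ratio 5.39, adjusted p = 2.25e-05), then Toll-Like Receptors Cascades with 11 of 103 genes (odds ratio 6.34, adjusted p = 0.00126). Signaling by Interleukins had 9 of 98 genes called (odds ratio 5.32, adjusted p = 0.00974), and Chemokine receptors bind chemokines had 5 of 39 (odds ratio 7.64, adjusted p = 0.0401). When DESeq2 was given the average transcript length of each gene as an offset, 9 pathways were over-represented. With 1 mouse left out, DESeq2 calls gave 0 over-represented pathways without control mouse 11560 or 11563 or Ox1R ΔSERT mouse 11601 or 11708, 9 without control mouse 10684, 30 without control mouse 11253 and 77 without Ox1R ΔSERT mouse 11243 or 11613. No pathway could be tested on the calls of edgeR, since it called 0 genes. Pathways share genes, so these p-values are not independent of one another.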

(Fig. 6f). 

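For single immune genes, values were read in each mouse. *Fcgr1* (ENSMUSG00000015947, chromosome 3 of GRCm38, 96282909 to 96293969) was at 8.90 ± 7.74 (SD, n = 4) in Ox1R ΔSERT mice and 1.47 ± 0.607 (SD, n = 4) in control mice, a log2 fold change of 2.59 (standard error 0.71). All 4 Ox1R ΔSERT mice lay above all control mice, but Ox1R ΔSERT mouse 11243, at 2.12, and control mouse 11563, at 2.04, differed little. *Tnfaip6* (ENSMUSG00000053475, chromosome 2, 52038009 to 52056686) was at 15.7 ± 16.3 against 1.81 ± 0.581 (SD, n = 4 each), a log2 fold change of 3.11 (standard error 0.82), again with all Ox1R ΔSERT mice above all control mice. *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) was at 8.60 ± 7.63 against 1.21 ± 0.578 (SD, n = 4 each), a log2 fold change of 2.83 (standard error 0.77). *Ccr1* (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692) was at 8.77 ± 8.74 against 1.43 ± 0.686 (SD, n = 4 each), a log2 fold change of 2.62 (standard error 0.74). For *Trem2* and *Ccr1*, 3 of the 4 Ox1R ΔSERT mice lay above all control mice. *Cd80* (ENSMUSG00000075122, chromosome 16, 38455561 to 38496335) was at 0.218, 3.67, 0.426 and 2.75 in Ox1R ΔSERT mice 11243, 11601, 11613 and 11708 and at 0.286 ± 0.112 (SD, n = 4) in control mice, so that only mice 11601 and 11708 lay above all control mice. Each of these 5 genes had an adjusted p of 0.316 in edgeR's quasi-likelihood test.

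The filter on low counts removed *Cd5l*, *Tnfsf8* and *Cxcl3* from edgeR's test. *Cd5l* (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) had 4, 4, 6 and 7 counts in the control mice and 12, 375, 7 and 299 in Ox1R ΔSERT mice 11243, 11601, 11613 and 11708. *Tnfsf8* (ENSMUSG00000028362, chromosome 4, 63831308 to 63861347) had 1 count in control mouse 11560 and 0 in the other control mice, against 5, 88, 12 and 21 in the Ox1R ΔSERT mice, whose mean was at least 6.69-fold higher than the highest floor of 3 counts of a control mouse, or at least 2.84-fold without mouse 11601. *Cxcl3* (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) had 6, 0, 3 and 6 counts in the control mice and 7, 58, 6 and 230 in the Ox1R ΔSERT mice.

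DESeq2 gave adjusted p-values of 0.0155 for *Cd5l*, 0.0109 for *Fcgr1*, 0.0406 for *Trem2*, 0.0483 for *Cd80*, 0.00366 for *Tnfsf8*, 0.0322 for *Tnfaip6*, 0.0292 for *Cxcl3* and 0.0117 for *Ccr1*. Over all settings tried, adjusted p-values of these 8 genes lay between 4.98e-06 and 0.645. Exact permutation p-values were 0.0286 for *Cd5l*, *Fcgr1*, *Tnfsf8* and *Tnfaip6*, 0.0571 for *Trem2* and *Ccr1*, 0.0857 for *Cxcl3* and 0.171 for *Cd80*. With each mouse left out in turn, the log2 fold changes of the 5 genes edgeR tested stayed at 1.72 or above. Of the 20 genes the paper names for this experiment, 16 were tested by edgeR. Adjusted over all genes, 0 of them were called, and adjusted over the list alone 16 were. The count over the list is not independent evidence, since the study chose these genes on the same samples. DESeq2 called 17 of the 20. With 1 mouse left out it called 1 without control mouse 11560 or Ox1R ΔSERT mouse 11601, 2 without Ox1R ΔSERT mouse 11708, 3 without control mouse 11563, 10 without control mouse 11253 and 19 without Ox1R ΔSERT mouse 11243.

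**Figure D3:**
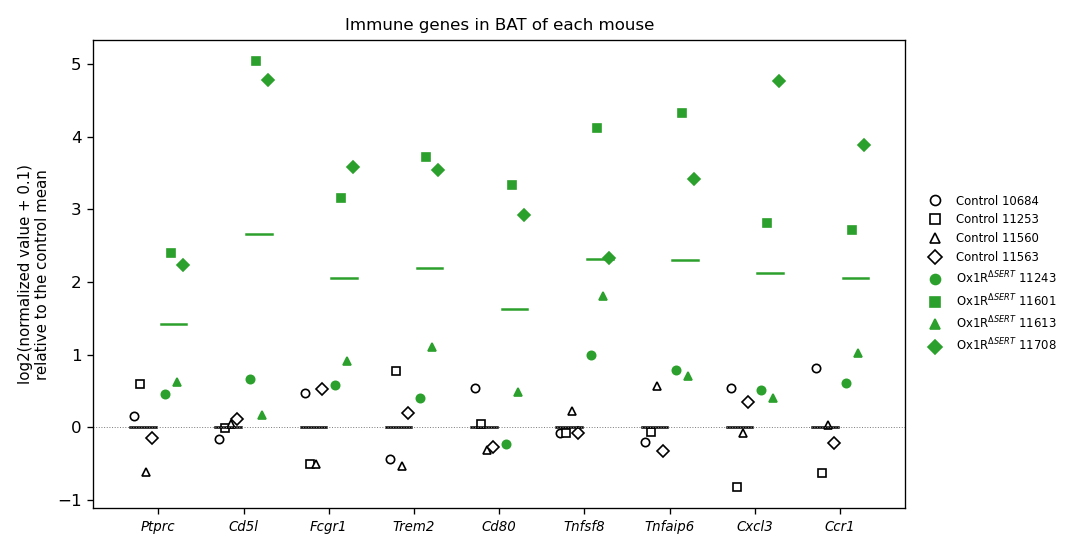
Expression of 9 immune genes in BAT of each mouse, as log2(normalized value + 0.1) minus the mean of the 4 control mice. Open symbols are control mice, green symbols are Ox1R ΔSERT mice and bars are group means (n = 4); Ox1R ΔSERT mice 11601 and 11708 sit highest for each gene, and for *Cd80* Ox1R ΔSERT mice 11243 and 11613 lie within the range of the control mice.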

Among the significantly regulated genes, numerous relate to immune system, such as *Cd5l*, *Fcgr1*, *Trem2*, *CD80*, *Tnfsf8*, *Tnfaip6*, *Cxcl3*, *Ccr1* (Source Data of Fig. 6e).

### Impact on BAT in obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice

Next, we assessed BAT weight and morphology in HFD-induced obese Ox1R^ΔSERT^ mice. The percentage of BAT mass weight to BW was significantly increased in Ox1R^ΔSERT^ mice compared to control mice (Supplementary Fig. 6a). Histomorphological analysis revealed large lipid droplets in BAT of Ox1R^ΔSERT^ mice (Fig. 7a) and transmission electron microscopy (TEM)-analyses revealed that the aspect ratio (the ratio of long axis to the short axis) of mitochondria was significantly decreased in Ox1R^ΔSERT^ mice, while the average mitochondrial area remained unchanged (Fig. 7b–d). Analysis of relative mitochondrial DNA content revealed no changes between control and Ox1R^ΔSERT^ mice (Fig. 7e). Gene expression analyses demonstrated reduced expression of fatty acid oxidation-associated enzyme *Acox3*; *Vegfa*, which modulates mitochondrial function; *Ppargc1a*, which is important for mitochondrial biogenesis; *Cycs*, which functions in oxidative phosphorylation (OXPHOS); and *Dnm1l*, which mediates mitochondrial fission process in Ox1R^ΔSERT^ mice compared to their littermate controls (Fig. 7f, Supplementary Table 1). *Mfn1* gene, which mediates mitochondrial fusion showed a tendency to be decreased in Ox1R^ΔSERT^ mice, while *Mfn2*, *Fis1,* and *Mff* genes mediating mitochondrial fusion or fission were not significantly changed (Fig. 7f, Supplementary Table 1). Protein expression analysis supported the findings of impaired mitochondrial dynamics, oxidative phosphorylation, and thermogenesis. In Ox1R^ΔSERT^ mice, the protein expression of UCP-1, OXPHOS complex I CI-NDUFB8, complex IV CIV-MTCO1, mitofusin 1 (MFN1), and fission 1 (FIS1) were significantly reduced and complex II CII-SDHB also showed a tendency to be decreased (Fig. 7g–l). The mitochondrial protein import receptor TOM20, complex III CIII-UQCRC2, complex V CV-ATP5A, fusion proteins optic atrophy type 1 (OPA1) and mitofusin 2 (MFN2), and fission proteins dynamin-related protein 1 (DRP1) and mitochondrial fission factor (MFF) remained unchanged (Fig. 7g–l).

**Fig. 7:**
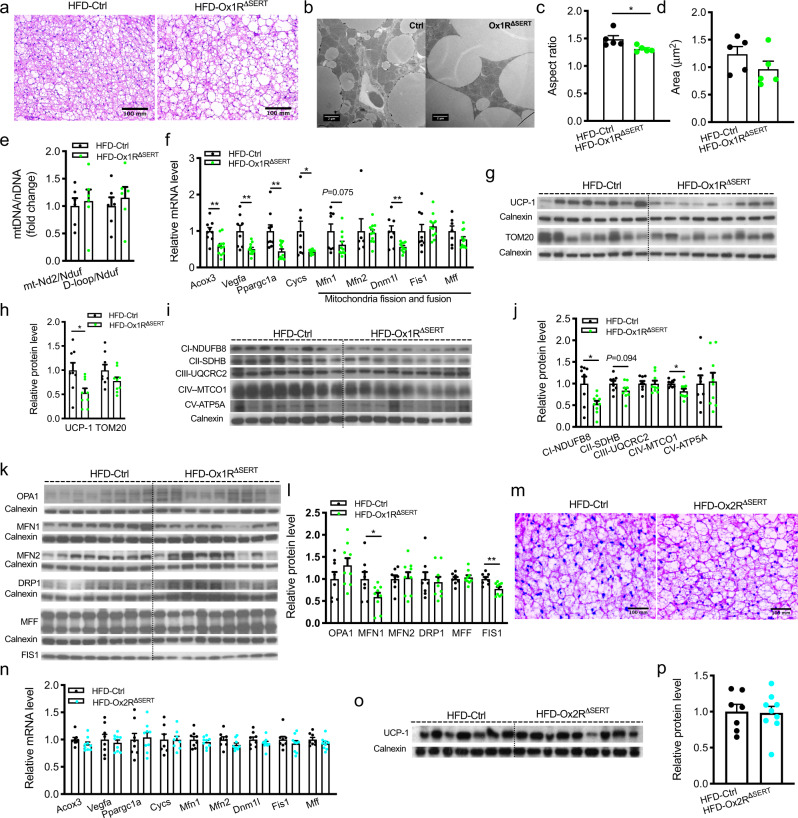
Increased fat and impaired mitochondrial function in brown adipose tissue (BAT) of Ox1R^∆SERT^ mice while BAT morphology and mitochondrial function are unaltered in Ox2R^∆SERT^ mice fed a high-fat diet (HFD). **a** H&E staining of BAT of control or Ox1R^∆SERT^ mice. HFD-Ctrl, *n* = 8; HFD-Ox1R^∆SERT^, *n* = 10. **b** Representative electronic microscope (EM) images of BAT of control and Ox1R^∆SERT^ mice, and quantification of **c** mitochondrial area and **d** mitochondrial aspect ratio. *n* = 5. *p* = 0.033. **e** Relative mitochondrial DNA content of control and Ox1R^∆SERT^ mice. *n* = 6. **f** Gene expression levels in BAT of control and Ox1R^∆SERT^ mice. Control: *n* = 6 (*Mfn2*), 7 (*Mff)*, 8 (*Vegfa*, *Cycs*, *Mfn1*, *Dnm1l*) and 9 (*Acox3*, *Ppargc1a*, Fis1); Ox1R^∆SERT^, *n* = 11. *p* = 0.0026 (*Acox3*), 0.0031 (*Vegfa*), 0.0038 (*Ppargc1a*), 0.024 (*Cycs*), 0.075 (*Mfn1*) and 0.0035 (*Dnm1l*). **g**, **h** Western blot images and quantification of UCP-1 and TOM20 protein, **i**, **j** OXPHOS protein, and **k**, **l** mitochondrial fusion and fission protein in BAT of control and Ox1R^∆SERT^ mice. UCP1 and FIS1 were from the same western blot gel and thus shared the loading control. HFD-Ctrl, *n* = 8; HFD-Ox1R^∆SERT^, *n* = 9. *p* = 0.020 (UCP−1), 0.015 (CI-NDUFB8), 0.094 (CII-SDHB), 0.021 (CIV-MTCO1), 0.038 (MFN1) and 0.0039 (FIS1). **m** H&E staining of BAT of control and Ox2R^∆SERT^ mice. HFD-Ctrl, *n* = 11; HFD-Ox2R^∆SERT^, *n* = 9. **n** Gene expression levels in BAT of control and Ox2R^∆SERT^ mice. HFD-Ctrl, *n* = 8 except for Cycs (*n* = 7); HFD-Ox2R^∆SERT^, *n* = 9 except for Cycs (*n* = 8). **o**, **p** Western blot images and quantification of UCP-1 protein in BAT of control and Ox2R^∆SERT^ mice. HFD-Ctrl, *n* = 7; HFD-Ox2R^∆SERT^, *n* = 9. Scale bar: 100 mm in (**a**, **m**) and 2 µm (**b**). Data are represented as means ± SEM. *p < 0.05, **p < 0.01; as determined by unpaired two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

In contrast to obese Ox1R^ΔSERT^ mice, obese Ox2R^ΔSERT^ mice showed unaltered BAT mass weight, morphology as detected with haematoxylin and eosin (H&E) staining, gene expression levels of *Acox3*, *Vegfa*, *Ppargc1a*, *Cycs*, *Mfn1*, *Mfn2*, *Dnm1l*, *Fis1* and *Mff*, and protein expression levels of UCP1, compared to control mice (Fig. 7m–p, Supplementary Fig. 6b).

### Glucose metabolism upon optogenetic stimulation of orexin neurons in LH or orexinergic fibers in RPa

Next, we investigated the impact of activation of the orexin system on glucose metabolism by insulin tolerance test (ITT) and glucose tolerance test (GTT), using an optogenetic approach. Orexin-Cre mice were created and the expression pattern of Cre was analyzed by crossing Orexin-Cre transgenic mice and channelrhodopsin-2 (ChR2)-tdTomato fl/fl mice. tdTomato was specifically expressed in orexin A-positive cells in LH (Supplementary Fig. 7e, k). In addition, we could detect a small cluster of tdTomato single-labeled cells below the lateral ventricle and around the 3rd ventricle and several scattered cells in other brain regions (Supplementary Fig. 7a–j). We injected an adeno-associated virus (pAAV-EF1a-double floxed-hChR2-EYFP) into the LH of Orexin-Cre mice to obtain expression of ChR2 and enhanced yellow fluorescent protein (EYFP) induced by Cre-loxP recombination in orexin neurons (Orexin^ChR2-EYFP^). Control mice were injected with pAAV-Ef1a-DIO-EYFP (Orexin^EYFP^). The efficiency and specificity of ChR2-EYFP and EYFP expression were evaluated with immunostaining of orexin and EYFP in LH. The EYFP signal could be localized in orexin-positive cells exclusively (Fig. 8a). 70.95% and 76.23% of orexin neurons were EYFP positive in Orexin^EYFP^ and Orexin^ChR2-EYFP^ mice, respectively (Fig. 8b).

**Fig. 8:**
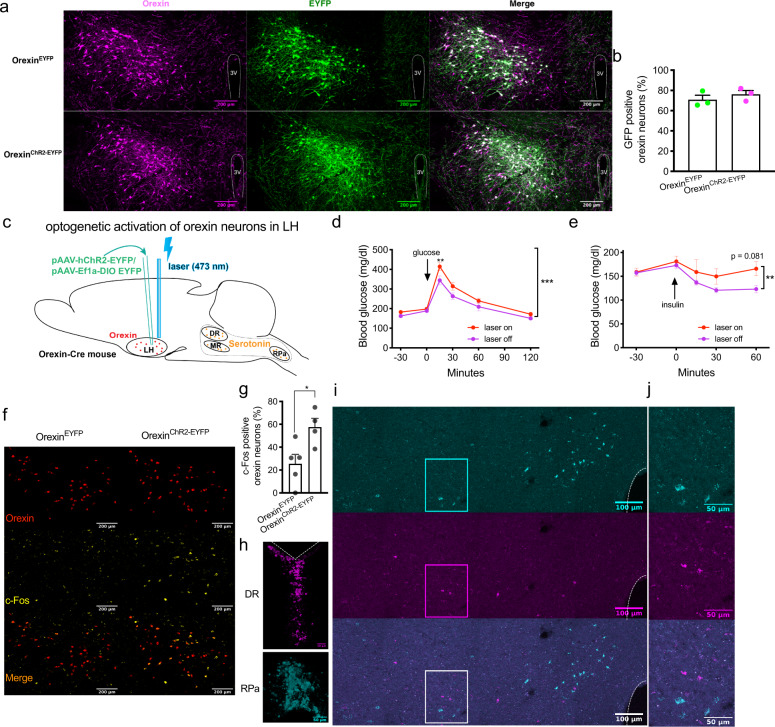
Optogenetic stimulation of orexin neurons impairs glucose tolerance. **a** Representative images of immunostaining of orexin and EYFP in the lateral hypothalamus (LH) of Orexin-Cre mice injected with Cre-dependent adeno-associated virus pAAV-EYFP (Orexin^EYFP^) or pAAV-ChR2-EYFP (Orexin^ChR2-EYFP^). *n* = 3. **b** Quantification of percentages of GFP positive neurons in orexin neurons of mice injected with AAV. *n* = 3. Magenta, orexin; green, EYFP. **c** Schematic drawing of the strategy of optogenetic stimulating of orexin neurons. **d** Glucose tolerance test and **e** insulin tolerance test of Orexin^ChR2-EYFP^ mice with (laser on) or without (laser off) laser illumination in LH. **d** *n* = 10, *p* = 0.0056 (15 min); **e** *n* = 9, *p* = 0.081 (60 min). **f** Representative images of RNAscope in situ hybridizations of c-Fos and orexin in LH and **g** the quantification of percentages of c-Fos positive neurons in orexin neurons after laser illumination. *n* = 5 or 4. *p* = 0.027. Red, orexin; yellow, c-Fos. **h** Representative images of retrobeads injected in dorsal raphe nucleus (red beads) and raphe pallidus (green beads). **i** Representative images of retrobeads traveled to LH, in which the squares-indicated regions were amplified in (**j**). *n* = 5. Magenta, red beads; cyan, green beads. Scale bar: 200 µm (**a**, **f**), 100 µm (**i**) or 50 µm (**h**, **j**). Data are represented as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; as determined by unpaired two-tailed Student’s *t*-test (**g**) or two-way ANOVA followed by Sidak’s post hoc test (**d**, **e**). Two-way ANOVA revealed a significant main effect of genotype in (**d**) (*F* (1, 108) = 15.75, *p* = 0.0001), and (**e**) (*F* (1, 80) = 7.00, *p* = 0.0098). Source data are provided as a Source Data file.

The optical fiber was implanted above LH in AAV-injected mice to allow optogenetic activation of orexin neurons (Fig. 8c, Supplementary Fig. 8a). Blue light (473 nm) laser illumination (20 mW, 20 Hz, 10 ms pulse, 10 s on in every 45 s), which started 30 min before glucose or insulin injection and lasted until the end of ITT and GTT experiments under random-fed or 6-h fasting conditions respectively, significantly impaired glucose tolerance 15 min after glucose injection (Fig. 8d) and insulin sensitivity revealed by two-way ANOVA (*F* (1, 80) = 7.00, *p* = 0.0098; Fig. 8e). Accordingly, c-Fos expression was significantly increased in orexin neurons of Orexin^ChR2-EYFP^ mice compared to Orexin^EYFP^ mice (fasted for 6 h) after 1 h of laser illumination (Fig. 8f, g). c-Fos positive orexin neurons were detectable throughout the LH and we did not observe topographic segregation. DR- and RPa- projecting cells were distinct and intermingled in LH, as revealed by retrograde tracing with red and green retrobeads injected to DR and RPa respectively (Fig. 8h–j).

Innervation of orexinergic nerve fibers was analyzed by staining of serotonin, orexin, and EYFP in RN of AAV-injected mice. There were abundant orexin- and EYFP-positive nerve fibers which co-localized with serotonin neurons in all RN regions, including DRD, DRV, MRD, MRV, and RPa, of control (Fig. 9a) and Orexin^ChR2-EYFP^ mice (Fig. 9b). This indicates that orexin nerve fibers innervate RN and the ChR2 protein travels successfully to these nerve endings. Further, we implanted the optical fiber above RPa in AAV-injected mice to selectively activate orexinergic fibers in this projection field (Fig. 9c, Supplementary Fig. 8b). Laser illumination (10 mW, 20 Hz, 10 ms pulse, 10 s on in every 45 s) in RPa, which started 30 min before glucose or insulin injection and lasted until the end of experiments, significantly improved glucose tolerance 15 min after glucose injection in GTT under 6-h fasting conditions (Fig. 9d). Insulin sensitivity remained unchanged upon laser illumination in RPa, as assessed by ITT (Fig. 9e). c-Fos positive serotonergic neurons in RPa were significantly increased in Orexin^ChR2-EYFP^ mice compared to Orexin^EYFP^ mice (fasted for 6 h) after 1 h of laser illumination (Fig. 9f, g), without evidence for significant back-propagation to orexin neurons in the LH (Supplementary Fig. 9e, f).

**Fig. 9:**
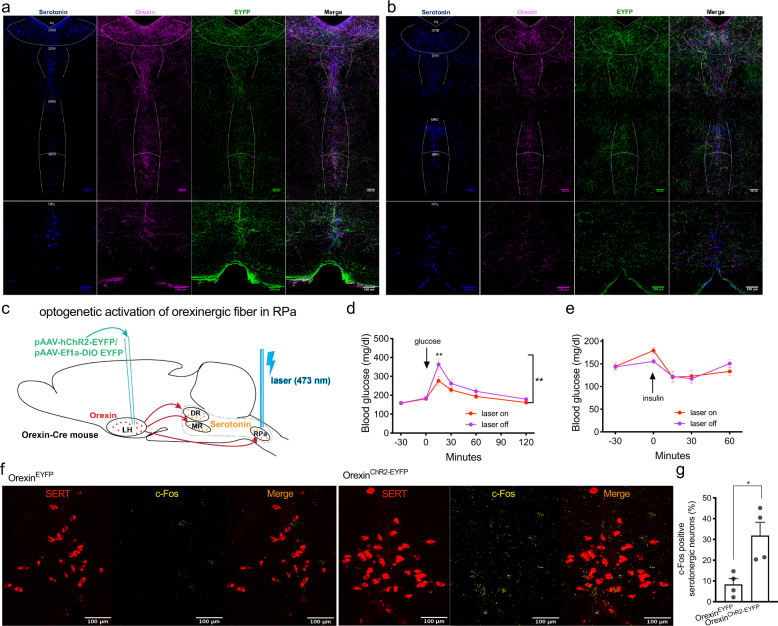
Optogenetic stimulation of orexinergic fibers in raphe pallidus (RPa) improves glucose tolerance. **a** Representative images of immunostaining of orexin and EYFP in DR/MR (upper panel) and RPa (lower panel) of Orexin-Cre mice injected with Cre-dependent adeno-associated virus pAAV-EYFP or **b** pAAV-ChR2-EYFP virus (Orexin^ChR2-EYFP^). *n* = 3. Blue, serotonin; magenta, orexin; green, EYFP. **c** Schematic drawing of the strategy of optogenetic stimulation of orexinergic fibers in RPa. **d** Glucose tolerance test and **e** insulin tolerance test of Orexin^ChR2-EYFP^ mice with (laser on) or without (laser off) laser illumination in RPa. *n* = 8. **d** *p* = 0.0015 (15 min). **f** Representative images of RNAscope in situ hybridization of c-Fos and serotonin transporter (SERT) in raphe pallidus and **g** the quantification of percentages of c-Fos positive neurons in serotonergic neurons after laser illumination. *n* = 4. *p* = 0.015. Red, SERT; yellow, c-Fos. Scale bar: 100 µm. Data are represented as means ± SEM. *p < 0.05, **p < 0.01; as determined by unpaired two-tailed Student’s *t*-test (**g***)* or two-way ANOVA followed by Sidak’s post hoc test (**d**). Two-way ANOVA revealed a significant main effect of genotype in (**d**) (*F* (1, 84) = 9.34, *p* = 0.0030). Source data are provided as a Source Data file.

Laser illumination in LH or RPa failed to affect glucose metabolism in control mice, as measured by ITT and GTT (Supplementary Fig. 9a–d).

## Discussion

DR and MR in the midbrain and pons contain the majority of serotonergic neurons, which mainly project to the forebrain, while serotonergic neurons in caudal RN, such as RPa, mainly project to the brain stem and periphery^35^. We find that, among the different RN regions, Ox1R is dominantly expressed in DRD while Ox2R is dominantly expressed in DRV, and only Ox1R could be clearly detected in serotonergic neurons in MRV and RPa. In line with this, a previously published RNA-seq data study shows that Ox2R is dominantly expressed in serotonergic neurons in DR, less expressed in the relatively dorsal and median regions of MR, and rarely expressed in ventral MR or caudal RN^20^. In addition, a recently published scRNA-seq data study shows that Ox1R is expressed at different levels among 5 subtypes of serotonergic neurons in DR^30^.

Both Ox1R and Ox2R mediate an excitatory direct response upon orexin stimulation in serotonergic neurons, as found in our study and previous studies by others^33,36,37^. Consistent with the differential expression pattern of orexin receptors in DR, Ca^2+^ imaging reveals that, in DRV, the unselective endogenous agonist orexin A-induced excitation of serotonergic neurons is mainly mediated by Ox2R. Both electrophysiological and GCaMP experiments find that the excitation of serotonergic neurons by orexin B, which is more selective for Ox2R activation^38^, is attenuated by Ox2R deletion in serotonergic neurons but not by Ox1R deletion. Together with our RNAscope findings for Ox1R or Ox2R in serotonergic neurons of Ox1R^ΔSERT^ or Ox1R^ΔSERT^ mice, respectively, this suggests that our Cre-loxP recombination-mediated conditional knockout model is specific and efficient.

Deletion of either orexin receptor in serotonergic cells is insufficient to alter glucose metabolism and/or energy homeostasis in lean mice. However, it has opposing effects under conditions of HFD-induced obesity when the orexin system is more activated. This indicates that orexin signaling in serotonergic neurons is more crucial for maintaining energy homeostasis under obese conditions, compared to lean conditions. Consistent with this hypothesis, we found orexin neurons were more activated in HFD-fed mice compared to CD-fed mice under fasting conditions. Previous reports also show that orexin receptors regulate energy metabolism differently in lean and obese mice. For example, overexpression of orexin decreases BW of mice fed a low-fat-diet or HFD, but deletion of Ox2R only abolishes the effect in mice on HFD^10^.

Ox1R signaling in serotonergic cells protects against HFD-induced insulin resistance, due to changes in peripheral glucose uptake but not hepatic gluconeogenesis. Specifically, Ox1R signaling in serotonergic neurons activates BAT thermogenesis and glucose uptake. Ox1R deletion in serotonergic cells of obese mice resulted in larger lipid droplets in BAT and increased BAT weight. BAT whitening attracts immune cells and tissue chronic inflammation, which further increases insulin resistance, under obese conditions^39–42^. Mitochondria are in an equilibrium of fission and fusion, and the mitochondrial elongation/fusion facilitates oxidative phosphorylation that produces ATP from glucose^43–45^. We find impaired mitochondrial function, including markers of reduced mitochondrial fusion, oxidative phosphorylation, lipid metabolism, and thermogenesis in BAT of obese mice that lack Ox1R in serotonergic neurons, suggesting that the capability of BAT to utilize glucose and fatty acids for thermogenesis and ATP production are both reduced. In line with this, BAT glucose uptake under steady-state conditions in hyperinsulinemic-euglycemic clamp studies is decreased in obese Ox1R^ΔSERT^ mice. Previous studies reported that BAT thermogenesis is activated by both the serotonin and the orexin systems. Orexin knockout mice display impaired thermogenesis due to the inability of brown preadipocytes to differentiate^46^. Another study fails to find detectable abnormalities in BAT development of orexin-deficient mice, and predicts that orexin controls BAT thermogenesis via a central pathway, based on the data that Ox1R is expressed low and Ox2R is undetectable in BAT^15^.

Serotonergic neurons in the rostral RPa play a key role in the control of BAT thermogenesis^26^. We find abundant orexinergic fibers innervating RPa, and optogenetic activation of these orexinergic fibers improves glucose tolerance. Ox1R but not Ox2R is expressed in serotonergic neurons in RPa, and consistent with this, BAT morphology and thermogenic factors remained unchanged when Ox2R is specifically deleted in serotonergic neurons. Therefore, our data suggest that Ox1R in serotonergic neurons in RPa is crucial to mediate the activation of BAT thermogenesis by orexin and serotonin systems, and thus to improve glucose metabolism.

Glucose uptake in skeletal muscle is also reduced in serotonergic-specific Ox1R-deleted obese mice. A previous study reported that orexin injection in the ventromedial hypothalamus stimulates skeletal muscle glucose uptake via activation of the sympathetic nervous system^47^. Indeed, orexin and serotonin systems both regulate the autonomic system^48,49^. However, further investigations are clearly needed to understand the mechanisms of Ox1R signaling in serotonergic neurons in the stimulation of skeletal muscle glucose uptake.

In contrast to Ox1R, Ox2R signaling in serotonergic neurons impairs glucose tolerance and contributes to insulin resistance induced by HFD feeding. The dominant Ox2R signaling in DRV could be important in glucose intolerance and insulin resistance upon HFD feeding. The impairment of glucose tolerance and insulin sensitivity by Ox2R in serotonergic neurons is mainly due to the impaired insulin-stimulated suppression of gluconeogenesis in liver. Although orexin deleted mice exhibit late-onset obesity, acute i.c.v. injection of orexin increases blood glucose levels^14^. In line with this, we find that optogenetic activation of orexin neurons in LH induces significant impairment of glucose tolerance and a trend toward impairment of insulin sensitivity by GTT and ITT. Central application of orexin increases the expression of *G6Pase* and *Pepck* in liver and the increase of *Pepck* is abolished by the deficiency of Ox2R but not Ox1R, suggesting that Ox2R mainly mediates the orexin-induced increase of gluconeogenesis in liver^14^. This supports our hypothesis that Ox2R signaling in serotonergic neurons, especially in DRV, potentially plays an important role in orexin-induced glucose elevation via increasing liver gluconeogenesis.

The orexin system shows a circadian rhythm and is also changed according to the nutrition state, which is related to its bidirectional regulation of blood glucose^12,14^. The differential roles of Ox1R and Ox2R in serotonergic neurons could partially explain the underlying mechanisms of this bidirectional regulation. Obese Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice exhibit opposite changes in GIR in euglycemic-hyperinsulinemic clamp experiments, for which mice are fasted for 4 h in the morning. Obese Ox1R^ΔSERT^ mice show impaired glucose tolerance in GTT after a 6-h (in the morning) but not 16-h (overnight) fasting period, while obese Ox2R^ΔSERT^ mice exhibit a more significant improvement in glucose tolerance in GTT after a 16-h fasting period compared to 6-h fasting. Ox1R and Ox2R signaling in serotonergic cells seems to dominantly regulate glucose metabolism under a shorter fasting condition at light phase or after a longer fasting time at dark phase, respectively. On the other hand, conditional knockout of orexin receptors in serotonergic neurons of obese mice significantly alters glucose tolerance during a GTT and alters glucose uptake and gene/protein expression levels in peripheral tissue and insulin sensitivity during euglycemic-hyperinsulinemic clamp experiments under fasting conditions, while insulin tolerance during ITT, BW and body composition under random-fed conditions remained unaltered. This indicates that orexin signaling in serotonergic neurons could be more relevant under nutrition-restricted conditions with respect to the control of glucose metabolism. Moreover, in random-fed obese Ox1R^ΔSERT^ mice (21-wk old), impaired BAT function was detected at molecular and morphological levels. These clear changes in BAT could be late-onset and the time of HFD exposure may not have been sufficient to translate these effects into significant changes in BW or body composition, while compensation of other peripheral organs is also possible. Clearly, further well-designed studies are needed to investigate the underlying mechanisms of the above findings.

Orexin acutely promotes feeding but in long term also promotes energy expenditure, in part by regulating spontaneous physical activity and supporting a sympathetic tone, which dominates in the control of energy balance. The serotonin system is also well known to be involved in the control of food intake and body weight^24,25^. However, in our study, deletion of orexin receptors in serotonergic neurons fails to alter locomotor activity or feeding behavior under random-fed conditions. This suggests that the regulatory role of orexin signaling in serotonergic neurons in glucose metabolism and energy homeostasis is independent of feeding or spontaneous physical activity.

We found intermingled and distinct LH cells projecting to DR or RPa. The boundaries of the heterogeneous RN subregions are not clear and their projections overlap, so it is important to define serotonergic neuron subtypes by both molecular and spatial specificity. Most strategies in previous reports about the differential functions of subregions of RN used micro-injections of drugs targeting the serotonergic system or analyzed serotonergic neuronal activity in experimental disease models^50^. The specific roles of subtypes of DR serotonergic neurons in energy homeostasis have been rarely studied so far. A recent study using viral-genetic methods shows that the subcortical-projecting serotonergic neurons preferentially localize in DRD and the cortical-projecting ones localized more in DRV. Further, they could show that the subcortical amygdala- and prefrontal-cortex-projecting DR neurons exhibit opposite responses to aversive stimuli and differentially regulate behaviors upon exposure to stress^51^. Our analysis reveals that the most differently expressed gene between Ox1R- and Ox2R-dominant serotonergic neurons is VGLUT3, and suggests more Ox2R-dominant serotonergic neurons are glutamatergic than Ox1R-dominant neurons. VGLUT3 has been shown to be higher expressed in serotonergic neurons in DRV compared to those in DRD, and it increases serotonin-1A receptor (5HT-1A)-mediated neurotransmission in RN and accelerates serotonin release at a specific subset of serotonergic nerve terminals^51,52^. Furthermore, DR neurons expressing vesicular transporters for gamma-aminobutyric acid (GABA), Vgat (*Slc32a1*), or for glutamate, VGLUT3, were shown to increase or suppress food intake, respectively^53^. According to scRNA-seq data, GABA receptors (*Gabbr1* and *Gabrg3*) and VGLUT3 are enriched in different subtypes of serotonergic neurons, potentially suggesting that different subtypes of serotonergic neurons modulate food intake via distinct mechanisms^30,53^. Ox1R and Ox2R signaling relate to both the spatial and neurochemical heterogeneity of serotonergic neurons in DR. Together with our data, these reports support the hypothesis that serotonergic neurons in DRD and DRV have distinct roles in the modulation of glucose metabolism and energy homeostasis.

Only Ox1R but not Ox2R are expressed in serotonergic neurons in MRV. Interestingly, Ox2R is abundantly expressed in non-Sert-expressing neurons in MRV, which implicates the possibility of their crosstalk with Ox1R-expressing serotonergic neurons in the same area. Serotonergic neurons in DR and MR reciprocally connect to neurons in the hypothalamus (HTN), implying a functional role in regulating energy metabolism. The projections of DR and MR were mainly studied with neuron-subtype-unspecific tracing methods, and are considered more diverse than their inputs^54,55^. Distinct roles for MR and DR serotonergic neurons have been described and some researchers even suggest antagonism between them^56,57^. It will be interesting to elucidate the functional roles of orexin receptor signaling in this region in future studies.

Collectively, our study reveals differential expression patterns and functional roles of Ox1R and Ox2R signaling in serotonergic neurons in the control of peripheral glucose metabolism, BAT thermogenesis, and liver gluconeogenesis. Further detailed studies to understand this complex neuronal network and underlying cellular mechanisms will help to develop possible therapies targeting the orexin or serotonin systems for obesity.

## Methods

### Animal care

All animal procedures were conducted in compliance with protocols approved by the local government authorities (Bezirksregierung Cologne, Germany) and were in accordance with National Institutes of Health guidelines. Permission to maintain and breed mice as well as all for experimental protocols in this study was issued by the Department for Environment and Consumer Protection - Veterinary Section, Cologne, North Rhine-Westphalia, Germany (84-02.04.2015.A335). Mice were housed in groups of 3–5 at 22 °C–24 °C using a 12-h light/12-h dark cycle, with humidity of 50–70%. Animals had ad libitum access to water and food at all times, and food was only withdrawn if required for an experiment. Animals were fed a NCD (ssniff^R^ R/M-H Phytoestrogenarm), which contains 57 KJ% calories from carbohydrates, 34 KJ% calories from protein, and 9 KJ% calories from fat, a CD (ssniff^R^ EF D12450B * mod. LS), which contains 67 KJ% calories from carbohydrates, 20 KJ% calories from protein and 13 KJ% calories from fat, or a HFD (ssniff^R^ EF acc. D12492 (I) mod.), which contains 21 KJ% calories from carbohydrates, 19 KJ% calories from protein and 60 KJ% calories from fat.

BL/6 mice were purchased from Charles River, France. tdTomato fl/fl mice were purchased from The Jackson Laboratory (B6;129 S6-*Gt(ROSA)26Sor*^*tm9(CA6-tdTomato)Hze*^, stock No: 007905), and have been previously described^29^. Slc6a4-Cre (Sert-Cre) mice were imported from the Mutant Mouse Resource & Research Center supported by NIH (stock number: 017260-UCD)^58^. ChR2-tdTomato fl/fl mice were obtained from The Jackson laboratory (B6; 129S-Gt(ROSA)26Sortm32(CAG-COP4∗ChR2(H134R)tdTomato, Ai27, stock No: 012567)^59^.

### Generation of Ox1R fl/fl mice and Ox2R fl/fl mice

Ox1R flox (Ox1R fl/fl, Supplementary Fig. 2a–d) and Ox2R flox (Ox2R fl/fl, Supplementary Fig. 2e–h) mice were generated in our facility.

To create a conditional Ox1R allele, a targeting vector was constructed which flanks exon 4, 5, and 6 of the Ox1R gene (*Hcrt1*) by loxP sites by inserting the two homology arms and the loxP-flanked gene segment into the GK12TK vector using standard cloning techniques. The 4.3 kb short arm of homology was amplified using primers Ox5SA (5′-*GCGGCCGC*TCAGCACGACATGCTCAGAGA-3′) and Ox3SA (5′-*GCGATCGC*ATTATCTGCACTGCGAATATAGC-3′). Primers Flox5 (5′-*GGCGCGCC*TATGTTCCAATGTCAGGGACC-3′) and Flox3 (5′-*GGCCGGCC*ACCCATTCTTGCTGGTGAGGT-3′) were used in a PCR reaction to amplify the 2.2 kb loxP-flanked gene segment. The 5 kb long arm of homology was amplified by PCR using primers Ox5LA (5′-*AAGCTT*ATGAAGGGAAGGCCCAGGACT-3′) and Ox3LA (5′-*TTAATT*AACCTCTGTTTCCTGACTTAGAG-3′). C57/BL6-derived Bruce-4 embryonic stem cells were transfected with the linearized targeting vector and subsequently selected for G418 and GANC resistance. Four hundred single clones were isolated from which three were shown to contain the external loxP-site using probe B that was amplified by PCR using primers S5C (5′-AGTTGTGAGCATGTGCAAGG-3′) and S3C (5′-CTCTAAACATCACATATC-3′). Single integration of the targeting vector was confirmed by using a probe in Southern Blot analysis against the neomycin resistance gene at HindIII digested genomic clonal DNA resulting in a single 11.6 kb band. Positive clones were injected into CB20 blastocysts to obtain chimeric mice (Ox1R^FL-neo^), which were further intercrossed with Flp-deleter mice^60^ to achieve both, germline transmission and removal of the FRT flanked neo resistance cassette.

To create a conditional Ox2R allele, a targeting vector was constructed which flanks exon 2 of the Ox2R gene (*Hcrt2*) by loxP sites by inserting the two homology arms and the loxP-flanked gene segment into the GK12TK vector using standard cloning techniques. The 1.6 kb short arm of homology was amplified using primers Ox5SA (5′-*GCGGCCGC*AGACAAGCCTCTGGGCAAAGT-3′) and Ox3SA (5′-*CCGCGG*CTTAATCTTAGC CTTGGGAGG-3′). Primers Flox5 (5′-*GGCGCGCC*GACACATGCTGCTATACCTAT-3′) and Flox3 (5′-*GGCCGGCC*TCATTAGTTTGTTCAGATCATCTC-3′) were used in a PCR reaction to amplify the 0,8 kb loxP-flanked gene segment. The 5 kb long arm of homology was amplified by PCR using primers Ox5LA (5′-*CTTAAG*TTAAGACATCCCTAGCTCAAA-3′) and Ox3LA (5′-*TTAATTAA*CACCTCCAAAGGACCTGAATT-3′). C57/BL6-derived Bruce-4 embryonic stem cells were transfected with the linearized targeting vector and subsequently selected for G418 and GANC resistance. Single clones were isolated from which 2 were shown to contain the external loxP-site using probe B that was amplified by PCR using primers S5C (5′-AACCCATACCCTGACCCTTC-3′) and S3C (5′-TTTCCAAAATGCCTTTCCAG-3′). Single integration of the targeting vector was confirmed by using a probe in Southern Blot analysis against the neomycin resistance gene at HindIII digested genomic clonal DNA resulting in a single 12.7 kb band. Positive clones were injected into CB20 blastocysts to obtain chimeric mice (Ox2R^FL-neo^), which were further intercrossed with Flp-deleter mice^60^ to achieve both, germline transmission and removal of the FRT flanked neo resistance cassette.

### Generation of Orexin-IRES-Cre mice

Orexin-IRES-Cre mice were generated, validated, and kindly provided by Drs. D.K., T.E.S., and B.B.L. Briefly, a BAC clone containing the mouse *Ore/Hcrt* genomic sequence was used to generate the targeting construct. A PCR amplicon containing the IRES-Cre-FRT-NEO-FRT cassette flanked by 70 bp of homologous sequence at both ends, which matched the 3′ end UTR site of *Orx/Hcrt* allele, was constructed and transformed into electrocompetent DY380 cells that had been previously transformed with the aforementioned *Ore/Hcrt* BAC^61^, followed by temperature-induced recombineering. A targeting construct was derived from this modified BAC spanning the region 5 kb upstream of the IRES site and 2 kb downstream of the Cre site inserted into 3′-end genomic region. The resulting targeting construct was then electroporated into mouse W4/129S6 embryonic stem (ES) cells and injected into blastocysts to generate chimeras. Male chimeras were bred to mice bearing a flp-recombinase transgene to remove the neomycin selection marker and to Ai14 cre reporter line (Jax 007908) to verify cre activity in the hypothalamus. Detailed description and characterization of this mouse line will be reported separately (Howard et al. unpublished).

### GTTs and ITTs

GTTs were performed on 12- or 15-week-old male animals that had been fasted for 6 h or overnight for 16 h from 8:30 am or 6 pm, respectively. ITTs were performed on 11-week-old random-fed male mice around 9 am. Animals received an intraperitoneal injection of 20% glucose (10 ml/kg body weight; KabiPac) or insulin (0.75 U/kg body weight; Sanofi-Aventis) into the peritoneal cavity, respectively. Glucose levels were determined in blood collected from the tail tip using an automatic glucose monitor (Contour^R^, Bayer), immediately before and 15, 30, and 60 min after the injection, with an additional value determined after 120 min for the GTTs.

### Relative mitochondrial DNA quantification

BAT was dissected from 21-week-old male HFD-fed mice. Total DNA from BAT was isolated and the DNA level was detected with Power SYBR^R^ Green PCR Master Mix (ThermoFisher Scientific). Primers for mitochondrial *Nd2* and nuclear *Nduf* were from the publication by Jais et al.^62^, and primers for mitochondrial *D-loop* region (fwd: 5′-GGTTCTTACTTCAGGGCCATCA-3, rev: 5′-GATTAGACCCGATACCATCGAGAT-3′) were designed with Primer Express software (Applied Biosystems). The relative mitochondrial DNA content to the nuclear DNA was determined with 2^−ddCT^ method.

### Analysis of gene expression

BAT was dissected from 21-week-old male HFD-fed mice. Total RNA from BAT was isolated using the RNeasy^R^ Lipid Tissue Mini Kit (Qiagen). cDNA was prepared using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). mRNA levels were then determined with real-time quantitative RT-PCR using TaqMan^R^ Gene Expression Master Mix (ThermoFisher Scientific) and the respective probes, according to the manufacturer’s instructions. *Gapdh* was used as the internal control. Relative expression was determined using a comparative method (2^−ddCT^). Probes purchased from ThermoFisher Scientific are shown in Supplementary Table 1.

### RNA sequencing of BAT

BAT was dissected at the end of hyperinsulinemic-euglycemic clamp experiments. The tissue was frozen at −80 °C until the RNA was extracted with DNase digestion using the RNeasy^R^ Lipid Tissue Mini Kit (Qiagen) and RNase-Free DNase Set (Qiagen), following the user’s manual. RNA integrity was detected with the Agilent RNA 6000 Nano Kit (5067-1511, Agilent Technologies) and the Agilent 2100 Bioanalyzer. RNA libraries were prepared using the Illumina® TruSeq® mRNA stranded sample preparation Kit. Library preparation started with 1 µg total RNA. After poly-A selection (using poly-T oligo-attached magnetic beads), mRNA was purified and fragmented using divalent cations under elevated temperatures. The RNA fragments underwent reverse transcription using random primers. This is followed by second-strand cDNA synthesis with DNA Polymerase I and RNase H. After end repair and A-tailing, indexing adapters were ligated. The products were then purified and amplified (14 PCR cycles) to create the final cDNA libraries. After library validation and quantification (Agilent tape station), equimolar amounts of the library were pooled. The pool was quantified by using the Peqlab KAPA Library Quantification Kit and the Applied Biosystems 7900HT Sequence Detection System. The pool was sequenced for 35 million reads using an Illumina NovaSeq6000 instrument and a PE100 sequencing protocol.

For the statistical analysis, we applied the community-curated nfcore rnaseq analysis pipeline version 1.4^63^. The gene-level quantification was carried out using Salmon 0.14.1^64^ using the reference genome GRCm38 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20). The differential gene expression analysis was done using the DESeq2 1.26.0^65^ R package and yielded 265 genes (Fig. 6e). A gene-ontology term analysis of the 265 differentially expressed genes was carried out using the clusterProfiler 3.14.3^66^ R package and yielded 530 differentially expressed GO-terms of class biological process. Applying the simplified method of clusterprofiler, which removes similar gene ontologies, yielded subsequently a list of 131 differentially expressed biological process terms. Figure 6f shows the top 15 differentially expressed terms of that list.

### Western blotting

BAT was dissected from 21-week-old male mice on HFD and homogenized in RIPA buffer (Sigma-Aldrich) added with cOmplete^TM^ Protease Inhibitor Cocktail (Roche), using a FastPrep instrument (MP Biomedicals) and bulk beads (Bertin Corp.). The protein samples were separated on 10% Criterion^TM^ TGX^TM^ Precast Midi Protein Gel (BioRad) and transferred with Trans-Blot^R^ Turbo^TM^ Midi PVDF Transfer pack (BioRad). After blocking with 5% non-fat milk or a blocking reagent (Roche) in Tris-buffered saline containing 0.1% Tween-20 (TBST) at room temperature (RT) for 1 h, the membranes were incubated overnight at 4 °C with antibodies raised against pSer^473^-Akt (1:1000, #4060, rabbit mAb, Cell Signaling Technology), Akt (1:1000, #4685, rabbit mAb, Cell signaling Technology), G6Pase (1:250, sc-25840, rabbit pAb, Santa Cruz Biotechnology), UCP-1 (1:200, sc-6528, goat pAb, Santa Cruz Biotechnology), Tom20 (1:100, sc-17764, mouse mAb, Santa Cruz Biotechnology), OPA1 (1:1000, 612607, mouse mAb, BD Biosciences), MFN1 (1:1000, ab57602, mouse mAb, Abcam), MFN2 (1:1000, ab56889, mouse mAb, Abcam), DRP1 (1:1000, #8570, rabbit mAb, Cell Signaling Technology), MFF (1:2000, 17090-1-AP, rabbit pAb, Proteintech^R^), FIS1 (1:500, 10956-1-AP, rabbit pAb, Proteintech^R^) or complex I-V subunits in the respiratory chain (1:1000, Total OXPHOS Rodent WB Antibody Cocktail, containing 5 mouse mAbs, ab110413, Abcam). Calnexin (1:5000, 208,880, rabbit pAb, Calbiochem^R^) was used as the loading control. The secondary antibodies (1:3000) were then incubated at RT for 1 h. Peroxidase conjugate goat anti-rabbit IgG (A6154), goat anti-mouse IgG (A4416) and mouse anti-goat IgG (A9452) were purchased from Sigma-Aldrich. The signal was detected with SuperSignal™ West Dura Extended Duration Substrate (ThermoFisher Scientific), using films or camera (Vilber Smart Imaging). Films were developed with X-ray film processor Curix 60 (AGFA Healthcare). When necessary, membranes were stripped in stripping buffer (62.5 mM Tris pH 6.8, 2% SDS, 0.7% β-mercapotethanol; 56 °C, 30 min), washed twice in TBST, blocked in blocking buffer, and reprobed with the respective primary antibodies. Band densities were analyzed with Image J/FIJI (version 1.50d, http://imagej.net). Data were normalized to protein expression levels in the control group.

### Imaging

BAT was post-fixed after sacrificing. Brains were dissected from perfused mice, except for optogenetic experiments. Anesthetized mice were perfused with 0.9% saline, followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate-buffered saline (PBS). Brains were removed, post-fixed in 4% PFA for the indicated time, and dehydrated in 20% sucrose in 0.1 M PBS overnight. After embedding in Leica Tissue Freezing medium, brains were stored at −80 °C until cutting. For optogenetics, head was cut and directly put in 4% PFA at 4 °C for 7 days until brain dissection, and then brains were dehydrated and processed as above. Each brain/mouse represents one biological replicate, and at least two images, as technical replicates, were taken for each brain/mouse.

#### Haematoxylin and eosin (H&E) staining of BAT

BAT was dissected from 21-week-old male mice on a HFD. It was post-fixed in 4% PFA at 4 °C for more than 16 h and embedded with pre-set program in Shandon^TM^ Excelsior^TM^ ES Tissue Processor Accessories (ThermoFisher Scientific). In general, tissue was put in formalin for 1 h twice, 70% ethanol for 2 h, 96% ethanol for 2 h twice, 100% ethanol for 1 or 2 h three times, xylene for 1 or 2 h three times, and liquid wax for 1 h to 1.67 h three times, at 45 °C. Tissues were then embedded in blocks using Leica EG1150 H Heated Paraffin Embedding Module and Leica EG1150 C Cold Plate for Modular Tissue Embedding System. Sample blocks were stored at RT until cutting. Slices (5 µm) were cut with Leica RM2255 Fully Automated Rotary Microtome. Slices were deparaffinized with xylene for 20 min, put into isopropanol for 2 min, gradually hydrated with diluted ethanol and water, stained with Mayer´s haematoxylin solution (Sigma-Aldrich) followed by eosin solution (Sigma-Aldrich) after washing, washed in water, gradually dehydrated in diluted ethanol, put in xylene and finally mounted with Cytoseal XYL (ThermoFisher Scientific). Slides were stored at RT, and imaged with Zeiss Imager M2 microscope and the software Zen 2 (Carl Zeiss AG).

#### Electronic microscope images of BAT

BAT samples were isolated from HFD-fed male mice (12–15 weeks) and fixed in 2% glutaraldehyde and 2% formaldehyde in 0.1 M cacodylate buffer (pH 7.2) for 48 h at 4 °C. Samples were rinsed in 0.1 M cacodylate buffer (pH 7.2), post-fixed with 1% OsO4 in 0.1 M cacodylate buffer (pH 7.2) for 3 h at 4 °C, dehydrated through an ethanol series, transferred to propylene oxide, and embedded in epoxy resin. Semi-thin sections of 500 nm were cut, followed by cutting into ultrathin sections of 70 nm, with a diamond knife (Diatome, Biel, Switzerland) on an ultramicrotome (EM-UC6, Leica). Ultrathin sections were place on a 100 mesh grid, contrasted with 1.5% uranyl acetate for 15 min at 37 °C, put in lead citrate for 4 min after washing, and dried after additional washing. Images were taken on a transmission electron microscope (Zeiss EM109 and JEOL JEM 2100Plus) at RT. Mitochondrial size and aspect ratio were analyzed with Image J/FIJI (version 1.50d).

#### Immunostaining in lateral hypothalamus and raphe nuclei

Brains were post-fixed for 6 h at 4 °C, and cut (30 µm) with Leica CM3050 S Research Cryostat. Sections were incubated in 0.3% glycine for 10 min after washing in 0.1 M PBS for 2 × 10 min. After washing in PBS for another 10 min, sections were incubated in 0.03% SDS (in PBS) for 10 min before they got blocked with 3% donkey serum (in PBS, 0.25% Triton X-100) for 1 h at RT. Afterwards, they were incubated with primary antibodies, including goat anti-orexin A (1:250, sc-8070, goat pAb, Santa Cruz Biotechnology), chicken anti-GFP (1:1000, ab13970, chicken pAb, Abcam), rabbit anti-TPH2 (1:1000, #51124, rabbit mAb, Cell Signaling Technology) and/or rabbit anti-serotonin (1:400, S5545, rabbit pAb, Sigma-Aldrich), for overnight at RT, washed in PBS for 3 × 10 min, and incubated with secondary antibodies (1:500), including Alexa Fluro 594 donkey anti-goat, FITC donkey anti-chicken, Alexa Fluro 488 donkey anti-rabbit, Alexa Fluro 647 donkey anti-rabbit (a11058, sa 1-7200, a21206 and a31573, Invitrogen), for 1 h at RT. After washing in PBS for 3 × 10 min, slices were mounted and covered with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories). Slices were stained together at one time for each experiment to have identical conditions for comparable signals. Slides were stored at 4 °C until imaging. Images were obtained with confocal laser scanning microscope Leica TCS SP8 and manually analyzed with Image J/FIJI (version 1.50d).

#### RNAscope fluorescent in situ hybridization in lateral hypothalamus and raphe nuclei

Brains from BL/6 mice (14 weeks, fasted for 6 h) on CD/HFD, and brains from Sert^tdTomato^, Ox1R^ΔSERT/tdTomato^, and Ox2R^ΔSERT/tdTomato^ mice (13–18 weeks) on NCD were post-fixed for 20–22 h at RT and cut (20 µm). Slides were stored at −80 °C until staining. All reagents were purchased from Advanced Cell Diagnostics and the staining was performed with the RNAscope Multiplex Fluorescent v2 kit and RNAscope 4-Plex Ancillary Kit (ACD, Advanced Cell Diagnostics) according to the user manual. Probes for Ox1R (*Hcrtr1*, 471561-C3, ACD) and Ox2R (*Hcrtr2*, 471551, ACD) were designed according to the loxP-flanked region. The probes for tdTomato (*tdTomato*, 317041-C2, and C3), c-Fos (*c-Fos*, 316921-C4), TPH2 (*Tph2*, 318691), Pet1 (*Fev*, 413241-C2), SERT (*Slc6a4*, 315851-C2), VGLUT3 (*Slc17a8*, 431261-C2), and orexin (*Hcrt*, 490461-C2) were commercially available by ACD. In brief, slides were briefly washed in diethyl-pyrocarbonate (DEPC)-treated Millipore water, air dried and then dried at 60 °C overnight. On the second day, slides were treated with hydrogen peroxide (H_2_O_2_) for 10 min at RT, washed in water and boiled in Target Retrieval solution (around 99.4 °C) for 8–10 min. After a brief washing in water and dehydration in absolute ethanol, slides were incubated with protease IV for 30 min at RT. Slides were washed again in water and hybridized with the mixture of probes in different channels for 2 h in a humidified chamber at 40 °C. Afterwards, the hybridization was amplified with AMP 1 for 30 min, AMP 2 for 30 min, and AMP 3 for 15 min. The signal was then developed for each channel. For example, for channel 1, slides were incubated with HRP-C1 for 15 min, the fluorophore for 30 min, and HRP blocker for 15 min. All amplification and development were performed at 40 °C, and 2 × 2 min of washing in ACD wash buffer was performed after each step. Finally, the slides were counterstained with DAPI for 1 min, mounted with Prolong^TM^ Gold Antifade reagent with DAPI (Invitrogen), and covered with coverslips. For the RNAscope-immunostaining combined experiments, after the last washing step of RNAscope, slides were directly incubated with blocking buffer and processed with routine immunostaining methods.

Slides were dried and stored at 4 °C. Imaging was performed with confocal laser scanning microscope Leica TCS SP8. The raphe nuclei were automatically analyzed with the software Halo 2.0 (Indica Labs) in Fig. 1a–f and Fig. 2. Serotonergic neurons were identified according to the fluorescence intensity of tdTomato, and Ox1R and Ox2R signal in serotonergic neurons was detected and analyzed. Other images wer/e manually analyzed with Image J/FIJI (version 1.50d).

### Food intake and locomotor activity

Male mice (20-week old) on NCD and HFD under random-fed conditions were analyzed. Food intake, locomotor activity, and indirect calorimetry measurements were made in a PhenoMaster System (TSE Systems) as previously described^67^.

### Hyperinsulinemic-euglycemic clamp studies

Surgical implantation of catheters in the jugular vein was performed in ~17-week-old HFD-fed male mice as previously described^68^. Mice recovered from surgery for ~1 week and only mice that regained at least 90% of pre-surgery bodyweight were included in further experiments. After fasting for 4 h, mice were placed into chambers, which allow them to move freely throughout the clamp experiment. After a bolus infusion (0.8 μCi) of D-[3-^3^H]glucose (PerkinElmer) tracer solution, the tracer was infused continuously (0.04 μCi/min). After basal infusion, blood was collected for the determination of basal parameters. Then, insulin (Novo Nordisk) was infused at a fixed rate (6 μU/g/min) during the clamp experiment. Blood glucose levels were determined every 10 min (Glucose 201 RT System, HemoCue^R^), and the infusion of 40% glucose (bela-pharm) was adjusted to maintain physiological blood glucose levels (120–160 mg/dl). Steady state was ascertained when glucose measurements were constant for at least 30 min at a fixed glucose infusion rate and was achieved within 100 to 120 min of the clamp experiment. At the end of the steady state, a bolus (10 μCi) of 2-deoxy-D-[1-^14^C]-glucose (2DG; American Radiolabeled Chemicals, Inc.) was infused. Blood was collected 2, 7, 15, 25, and 35 min after the bolus. At the end of the experiment, mice were sacrificed and tissues were dissected. Plasma was stored at −20 °C, and liver, SM, WAT, and BAT were stored at −80 °C until further analysis.

Plasma [3-^3^H] glucose radioactivity of basal and steady state was measured and glucose turnover rate (mg × kg^−1^ × min^−1^) was calculated as previously described^68^. Plasma 2-[1-^14^C]-Deoxy-D-glucose radioactivity was directly measured in the liquid scintillation counter. WAT, BAT, and SM lysates were processed through ion-exchange chromatography columns (Poly-Prep Prefilled Chromatography Columns, AG1-X8 formate resin, 200–400 mesh dry; Bio-Rad) to separate 2DG from 2DG-6- phosphate (2DG6P). In vivo glucose uptake for WAT, BAT, and skeletal muscle (nmol × g^−1^ × min^−1^) was calculated based on the accumulation of 2DG6P in the respective tissue and the disappearance rate of 2DG from plasma as described previously^69^. Serum human insulin concentrations at baseline levels and at the end of the clamp studies were measured with DRG^®^ Ultra Sensitive Insulin ELISA Kit (EIA-2337).

### Virus injection and optical fiber implantation

13-week-old male Orexin-Cre mice received 1 mg/ml of tramadol in drinking water 2 days before the surgeries. On the day of surgery, mice were anesthetized with isoflurane and a bolus of buprenorphine (0.1 mg/kg BW) was given (i.p.) to reduce pain. Brain regions were identified according to the atlas^70^. After alignment of the brain in the stereotaxic surgery platform, 1–3 small holes were drilled in the skull at specific coordinates. The channelrhodopsin 2 (ChR2) and control virus (pAAV-EF1a-double floxed-hChR2(H134R)-EYFP-WPRE-HGHpA and pAAV-Ef1a-DIO EYFP, ~1 × 10^13^ GC/ml, 333 nl, Addgene) was injected into LH unilaterally for optogenetic stimulation in LH or bilaterally for checking virus expression and optogenetic stimulation in raphe nuclei, with micropipettes pulled in house with a heating system. The coordinates from Bregma were: anterior-posterior, AP: −1.7 mm; medial-lateral, ML: ±0.9 mm; dorsal-ventral, DV: −5.0 mm. The GCaMP6 virus (AAV1.Syn.Flex.GCaMP6s.WPRE.SV40, ~4 × 10^12^ GC/ml, 333 nl, Penn Vector Core) was injected to DR-ventral (AP: −4.6 mm, ML: 0 mm, DV: −3.0 mm) of 12–14-week-old Sert-Cre (control), Ox1R^ΔSERT^ and Ox2R^ΔSERT^ mice, to specifically express GCaMP6 in serotonergic neurons. After virus injection, optical fibers (fiber core = 200 μm, numerical AP = 0.48, flat tip; Doric lenses Inc.) were immediately implanted to stimulate LH (AP: −1.7 mm, ML: 0.9 mm, DV: −4.2 mm) or RPa (AP: −5.88 mm, ML: 0 mm, DV: −5.4 mm), and fixed to the skull with dental acrylic (Super-Bond C&B). Mice received a bolus of meloxicam (5 mg/kg BW, s.c.), and tramadol in drinking water for 3 d after surgeries, to relieve pain. BW was checked twice a day. Experiments started at least 4 weeks later than virus injection to allow virus expression. The optical fiber placement was histologically verified for each mouse at the end of the experiments.

### Retrograde tracing

Pre- and post-surgery treatment of mice were the same as described above. After alignment of the brain in the stereotaxic surgery platform, two small holes were drilled in the skull for DR (AP: −4.6 mm, ML: 0 mm, DV: −2.8 to −3.2 mm) and RPa (AP: −5.88 mm, ML: 0 mm, DV: −5.8 to −6.1 mm) of 11-week-old BL/6 male mice. The red and green fluorescent RetroBeads^TM^ (LumaFluor, Inc.) were injected with micropipettes into DR (500 nl) or RPa (120 nl) respectively. Five days later, mice were perfused and brains were further processed.

### Optogenetic stimulation in vivo

Three weeks after virus injection, mice were transferred to the experimental cages for 1 week of habituation. At least 2 days before the experiments, a patch cord was connected to the optical fiber to allow acclimation. On the day of the experiment, a new patch cord replaced the old one. The laser was turned on 30 min before the injection of insulin or glucose, and the ITT and GTT were done as described above. The blue light (473 nm; 10 ms pulse, 20 Hz) was turned on for 10 s in every 45 s, and lasted until the end of ITT and GTT. Laser power was 20 mW to stimulate orexin neurons in LH and 10 mW to stimulate orexinergic fibers in RPa. The irradiance in the targeted region was above 2.5 mW/mm^2^ (https://web.stanford.edu/group/dlab/cgi-bin/graph/chart.php), which was above the threshold to activate ChR2 (1 mW/mm^2^) as reported before^71^. When measuring the response to insulin and glucose injection without laser illumination, mice were handled and experiments were done in the same way except for that the laser stayed off. There was 1 week of recovery between each experiment when using the same mice.

### Electrophysiology

#### Animals and brain slice preparation

Experiments were performed on brain slices from 11 to 17-week old genetically marked (with tdTomato) Sert^tdTomato^ (here referred to as control, Ctrl), Ox1R^ΔSERT/tdTomato^ and Ox2R^ΔSERT/tdTomato^ male mice. Animals were kept under standard laboratory conditions, with tap water and chow available ad libitum, on a 12 h light/dark cycle. The animals were lightly anesthetized with isoflurane (B506; AbbVie Deutschland GmbH and Co KG, Ludwigshafen, Germany) and decapitated. Coronal slices (280 µm) containing DR were cut with a vibration microtome (HM-650 V; Thermo Scientific, Walldorf, Germany) under cold (4 °C), carbogenated (95% O_2_ and 5% CO_2_), glycerol-based modified artificial cerebrospinal fluid (GaCSF)^72^. GaCSF contained (in mM): 244 Glycerol, 2.5 KCl, 2 MgCl_2_, 2 CaCl_2_, 1.2 NaH_2_PO_4_, 10 HEPES, 21 NaHCO_3_, and 5 Glucose adjusted to pH 7.2 with NaOH. If not mentioned otherwise, the brain slices were continuously superfused with carbogenated aCSF at a flow rate of ~2.5 ml min^−1^. aCSF contained (in mM): 125 NaCl, 2.5 KCl, 2 MgCl_2_, 2 CaCl_2_, 1.2 NaH_2_PO_4_, 21 NaHCO_3_, 10 HEPES, and 5 Glucose adjusted to pH 7.2 with NaOH. To block GABAergic and glutamatergic synaptic input, the aCSF contained 10^−4^ M PTX (picrotoxin, P1675; Sigma-Aldrich), 5 × 10^−6^ M CGP (CGP-54626 hydrochloride, BN0597, Biotrend), 5 × 10^−5^ M DL-AP5 (DL-2-amino-5-phosphonopentanoic acid, BN0086, Biotrend), and 10^−5^ M CNQX (6-cyano-7-nitroquinoxaline-2,3-dione, C127; Sigma-Aldrich).

#### Patch-clamp recordings

Perforated patch-clamp experiments were essentially performed as described previously^73,74^. Current-clamp recordings of tdTomato-expressing DR neurons were performed at ~32 °C. Neurons were visualized with a fixed stage upright microscope (BX51WI, Olympus, Hamburg, Germany) using ×40 and ×60 water-immersion objectives (LUMplan FL/N ×40, 0.8 numerical aperture, 2 mm working distance; LUMplan FL/N ×60, 1.0 numerical aperture, 2 mm working distance, Olympus) with infrared differential interference contrast optics^75^ and fluorescence optics. tdTomato-expressing DR neurons were identified by their anatomical location and by their fluorescent label. Electrodes with tip resistances between 4 and 6 MΩ were fashioned from borosilicate glass (0.86 mm inner diameter; 1.5 mm outer diameter; GB150-8P; Science Products) with a vertical pipette puller (PP-830; Narishige, London, UK). All recordings were performed with an EPC10 patch-clamp amplifier (HEKA, Lambrecht, Germany) controlled by the program PatchMaster (version 2.32; HEKA) running under Windows. In parallel, data were recorded using a micro1410 data acquisition interface and Spike 2 (version 7) (both from CED, Cambridge, UK). Current clamp recordings were sampled at 25 kHz and low-pass filtered at 2 kHz with a four-pole Bessel filter.

Perforated patch experiments were conducted using protocols modified from before^76,77^. Recordings were performed with pipette solution containing (in mM): 140 K-gluconate, 10 KCl, 10 HEPES, 0.1 EGTA, 2 MgCl_2_, and 1% biocytin (B4261, Sigma) adjusted to pH 7.2 with KOH. ATP and GTP were omitted from the intracellular solution to prevent uncontrolled permeabilization of the cell membrane^78^. The patch pipette was tip filled with internal solution and backfilled with internal solution, which contained the ionophore to achieve perforated patch recordings. Amphotericin B (A4888; Sigma) was dissolved in dimethyl sulfoxide to a concentration of 200 µg µl^−1^ (DMSO; D8418, Sigma)^79^ and added to the internal solution. The used DMSO concentration (0.1–0.3%) had no apparent effect on the investigated neurons. The ionophore was added to the modified pipette solution shortly before use. The final concentration of amphotericin B was ~120–160 µg ml^−1^. Amphotericin solutions were prepared from undissolved weighted samples (stored at 4 °C protected from light) on every recoding day. During the perforation process, access resistance (*R*_a_) was monitored continuously, and experiments started after *R*_a_ had reached steady state (~15–20 min), and the action potential amplitude was stable.

Orexin A (ab120212, Abcam) or orexin B (O6262, Sigma) was added to the aCSF and bath-applied to the cells at one concentration or as an increasing concentrations series (1, 10, 100 nM) for 8–10 min each with a perfusion rate of ~2.5 ml min^−1^.

### Ca^2 + ^imaging

The experiments start at least 4 weeks after the GCaMP6 virus injection. Acute brain slices containing the DR were obtained as described for electrophysiology. Calcium dynamics were measured using the genetically encoded calcium indicator GCaMP6. The imaging setup consisted of a Zeiss AxioCam/MRm CCD camera with a 1388 × 1040 chip and a Polychromator V (Till Photonics, Gräfelfing, Germany) that was coupled via an optical fiber into the Zeiss AxioExaminer upright microscope (Objective W “Plan-Apochromat” 20x/1.0 DIC D = 0.17 M27 75 mm). The camera and polychromator were controlled by the software Zen pro, including the module ‘Physiology’ (2012 blue edition, Zeiss). The DRV neurons were identified according to their anatomical location and expression of the GCaMP6. Calcium signals in GCaMP6 expressing cells were monitored by images acquired at 470 nm excitation wavelengths with 80 ms exposure time at ~0.2 Hz. The emitted fluorescence was detected through a 500–550 nm bandpass filter (BP525/50), and data were acquired using 4 × 4 on-chip binning.

Orexin A and orexin B were applied for 10 min as described for electrophysiology. To analyze the orexin effect, we compared the fluorescence measured during 4 min intervals that were recorded immediately before and at the end of the peptide application. This protocol was followed by applying high K^+^ concentration saline (40 mM KCl; osmolarity was adjusted by reducing the NaCl concentration accordingly) to elicit the maximal calcium response.

The image analysis was performed offline using Image J (version 1.53a) Igor Pro 6 and Prism 8 (GraphPad, California, USA). After the experiments, regions of interest (ROI) were defined, based on the high K^+^ saline responses. The mean AU values of the ROIs were calculated in Image J. Time series analysis was performed with Igor Pro 6. To correct for bleaching artifacts, the baseline fluorescence (without orexin application) was fit. The extended fit was subtracted from the raw data. The orexin-induced Ca^2+^ signals are given relative to the high K^+ ^response.

### Data analysis of electrophysiological and Ca^2+^ imaging data

Data analysis was performed with Spike2 (version 7; Cambridge Electronic Design Ltd., Cambridge, UK), Igor Pro 6 (Wavemetrics, Portland, OR, USA), and Graphpad Prism 8. If not stated otherwise, all calculated values are expressed as means ± SEM (standard error of the mean). The horizontal lines show the data’s median. The whiskers were calculated according to the ‘Tukey’ method. For pairwise comparisons of dependent normal distributions, paired t-tests were used. For multiple comparisons, ANOVA with post hoc Tukey tests was performed. Tests were executed using GraphPad Prism 8. A significance level of 0.05 was accepted for all tests. Exact *p*-values are reported if *p* > 0.05. In the figures, *n* values are given in brackets.

The orexin effects were analyzed by comparing the action potential frequencies that were measured during 2 min intervals that were recorded before and at the end of the peptide applications. To analyze the orexin responsiveness, the neuron’s firing rate averaged from 10 s intervals was taken as one data point. To determine the mean firing rate and standard deviation, 12 data points were averaged. On the single-cell level, a neuron was considered orexin-responsive if the change in firing induced by orexin was three times larger than the standard deviation (SD)^80,81^.

### General statistical methods

If not stated otherwise, all values are expressed as the mean ± SEM (standard error of the mean). Statistical analyses were conducted using GraphPad Prism 8. unless stated otherwise. Datasets with only two independent groups were analyzed for statistical significance using an unpaired two-tailed Student’s *t* test, and paired two-tailed *t*-test was used when data were matched. Datasets subjected to two independent factors were analyzed using two-way ANOVA followed by Sidak’s post hoc test, if not stated otherwise. All *p*-values < 0.05 were considered significant (*^,#^*p* < 0.05, **^,##^*p* < 0.01, and ***^,###^*p* < 0.001, ****^,####^*p* < 0.0001).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE168203. The source data underlying Figs. 1c–i, k–m, 2e–h, 3b, c, e, 4b–r, 5a–f, 6a–f, 7c–l, n–p, 8b, d, e, g, 9d, e, g and Supplementary Figs. 1j, n, o, p, r, 3c, 4a–h, 5a–f, 6a, b, 9a–d, f are provided as a Source Data file. Raw data that support the findings of this study are available from the corresponding author upon reasonable request. Publicly available datasets used in this study include GRCm38 dataset (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20) and “scRNA-seq_huang2019” (10.7910/DVN/QB5CC8). There are no restrictions on data availability. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Orexin receptors 1 and 2 in serotonergic neurons differentially regulate peripheral glucose metabolism in obesity
**Source:** Nat Commun. 2021 Sep 2;12:5249. doi: 10.1038/s41467-021-25380-2
**Supplement:** Supplementary file 1 — Supplementary Information

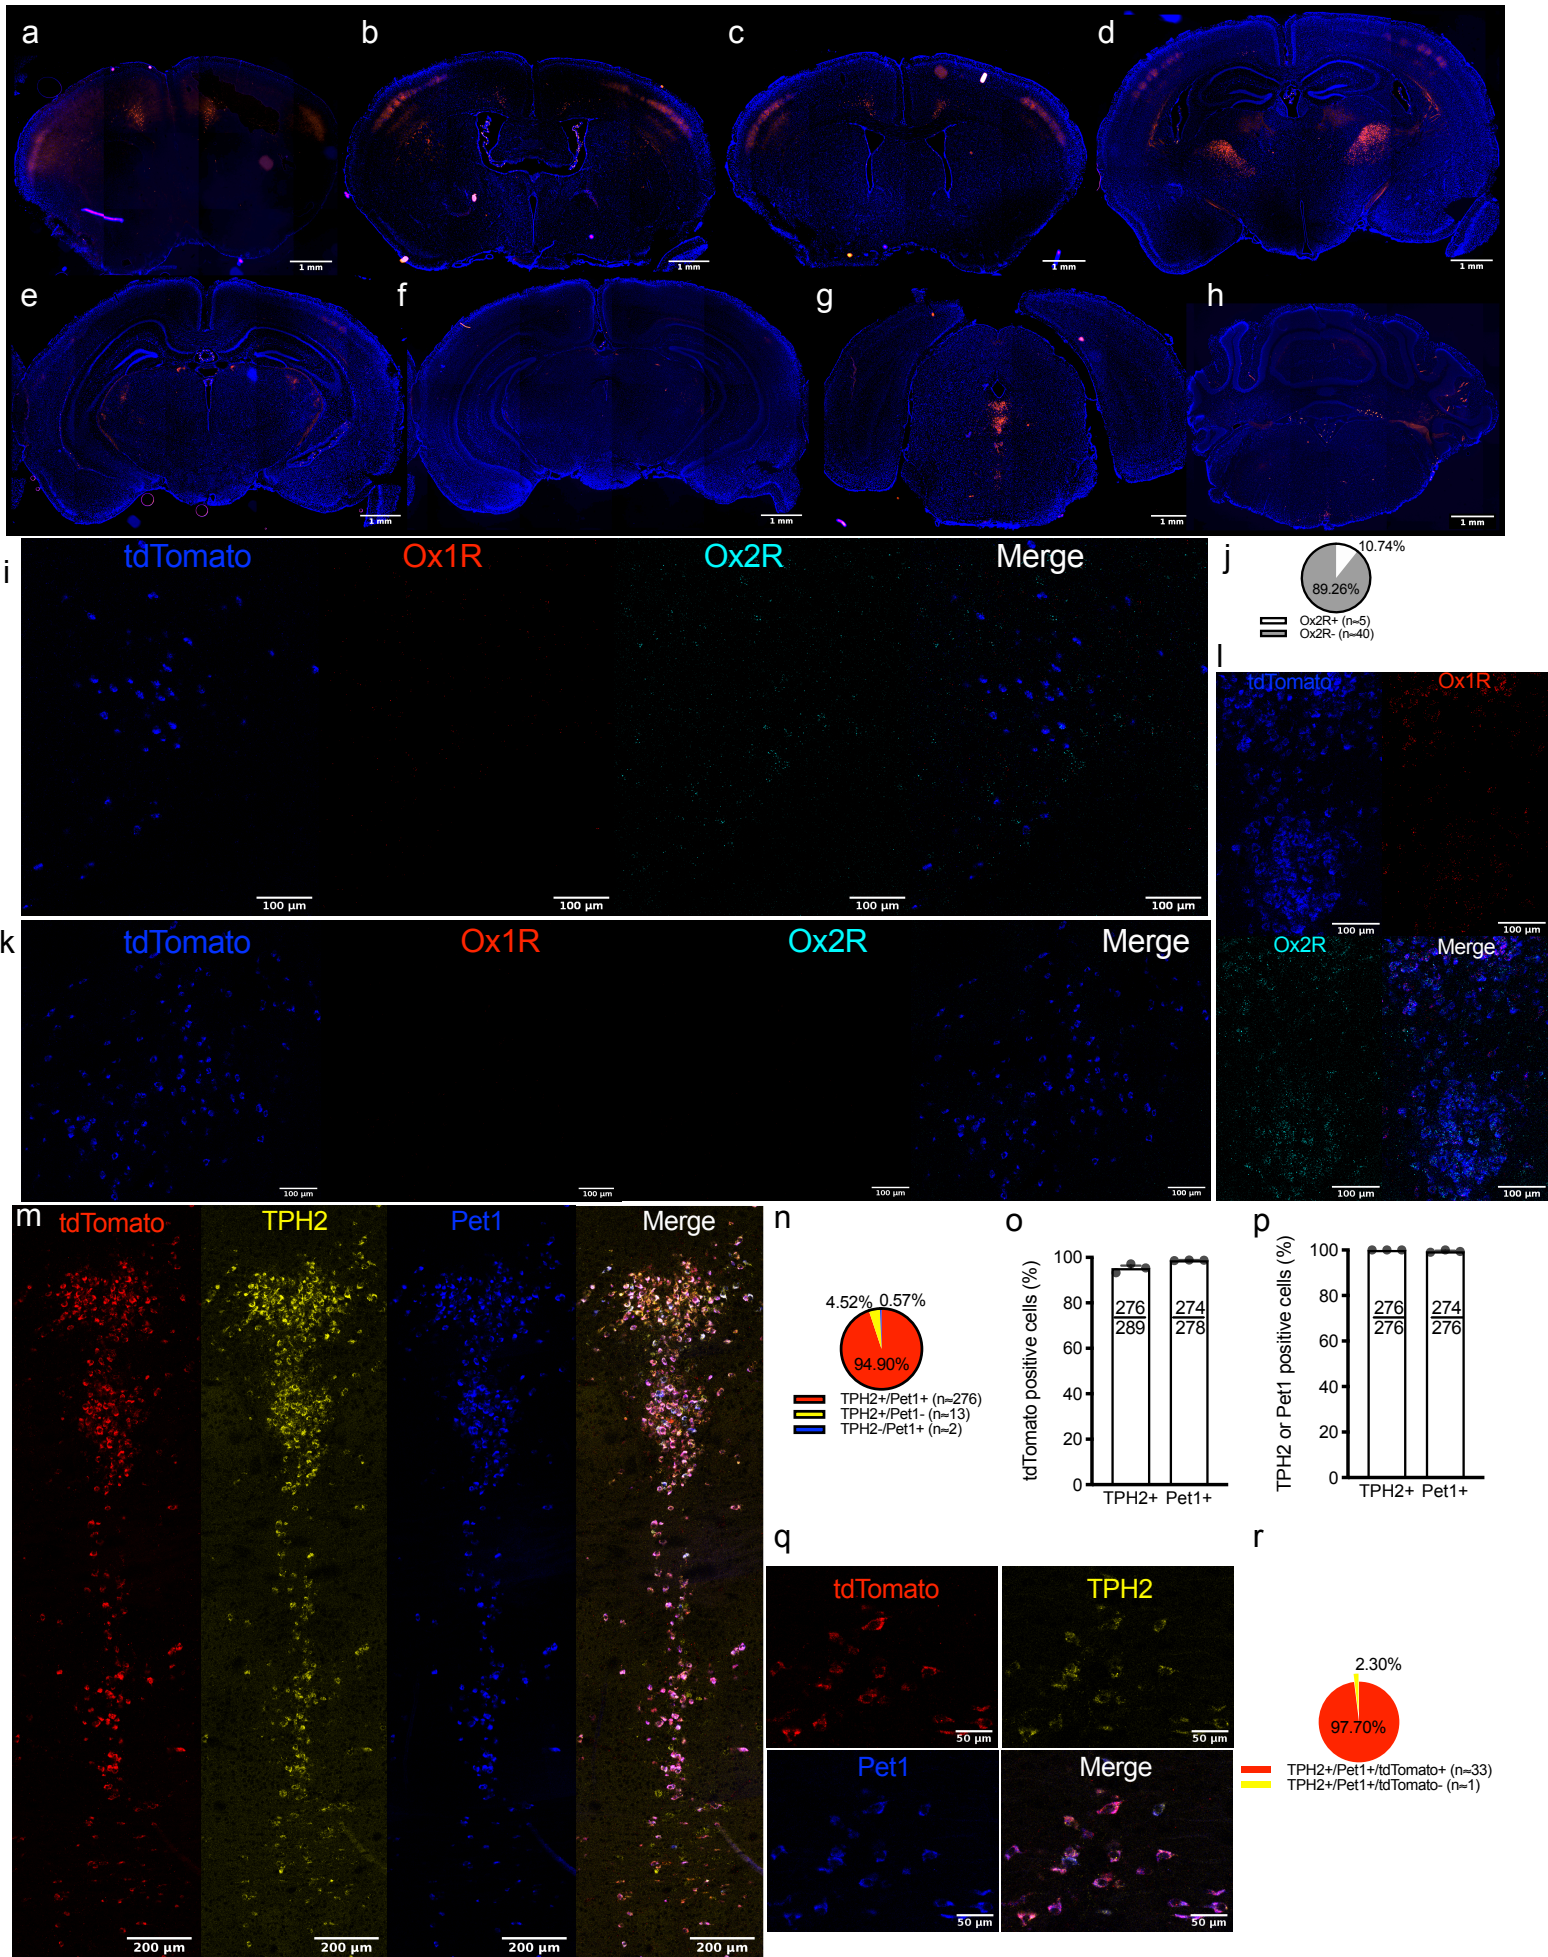

**Supplementary Figure 1. Confirmation of Cre expression in serotonergic neurons using SERT<sup>tdTomato</sup> mice.**

(a-h) Representative images of tdTomato autofluorescence in the whole brain. Blue, dapi; red, tdTomato. (i) Representative images of RNAscope *in situ* hybridization of tdTomato, Ox1R and Ox2R in tdTomato positive areas in cortex and (k) ventral posteromedial (VPM) and ventral posterolateral (VPL) thalamic nuclei; (j) the percentage of Ox2R-expressing cells in tdTomato positive cells in cortex; (l) representative images of a positive control in dorsal raphe nucleus. Blue, tdTomato; red, Ox1R; cyan, Ox2R. n = 3. (m) Representative images of RNAscope *in situ* hybridization of tdTomato, tryptophan hydroxylase isoform 2 (TPH2) and Pet1 in dorsal and median raphe nuclei, and quantification: (n) co-expression pattern of TPH2 and Pet1, (o) percentages of tdTomato positive cells in TPH2 or Pet1 positive cells and (p) percentage of TPH2 or Pet1 positive cells in tdTomato positive cells; (q) representative images of RNAscope *in situ* hybridization in raphe pallidus, and quantification: (r) percentages of tdTomato positive cells in TPH2 and Pet1 positive cells. Red, tdTomato; yellow, TPH2; blue, Pet1. n = 3. Scale bar: 1 mm (a-h), 200  $\mu$ m (m), 100  $\mu$ m (i, k, l) or 50  $\mu$ m (q). Data are represented as means  $\pm$  SEM. Source data are provided as a Source Data file.

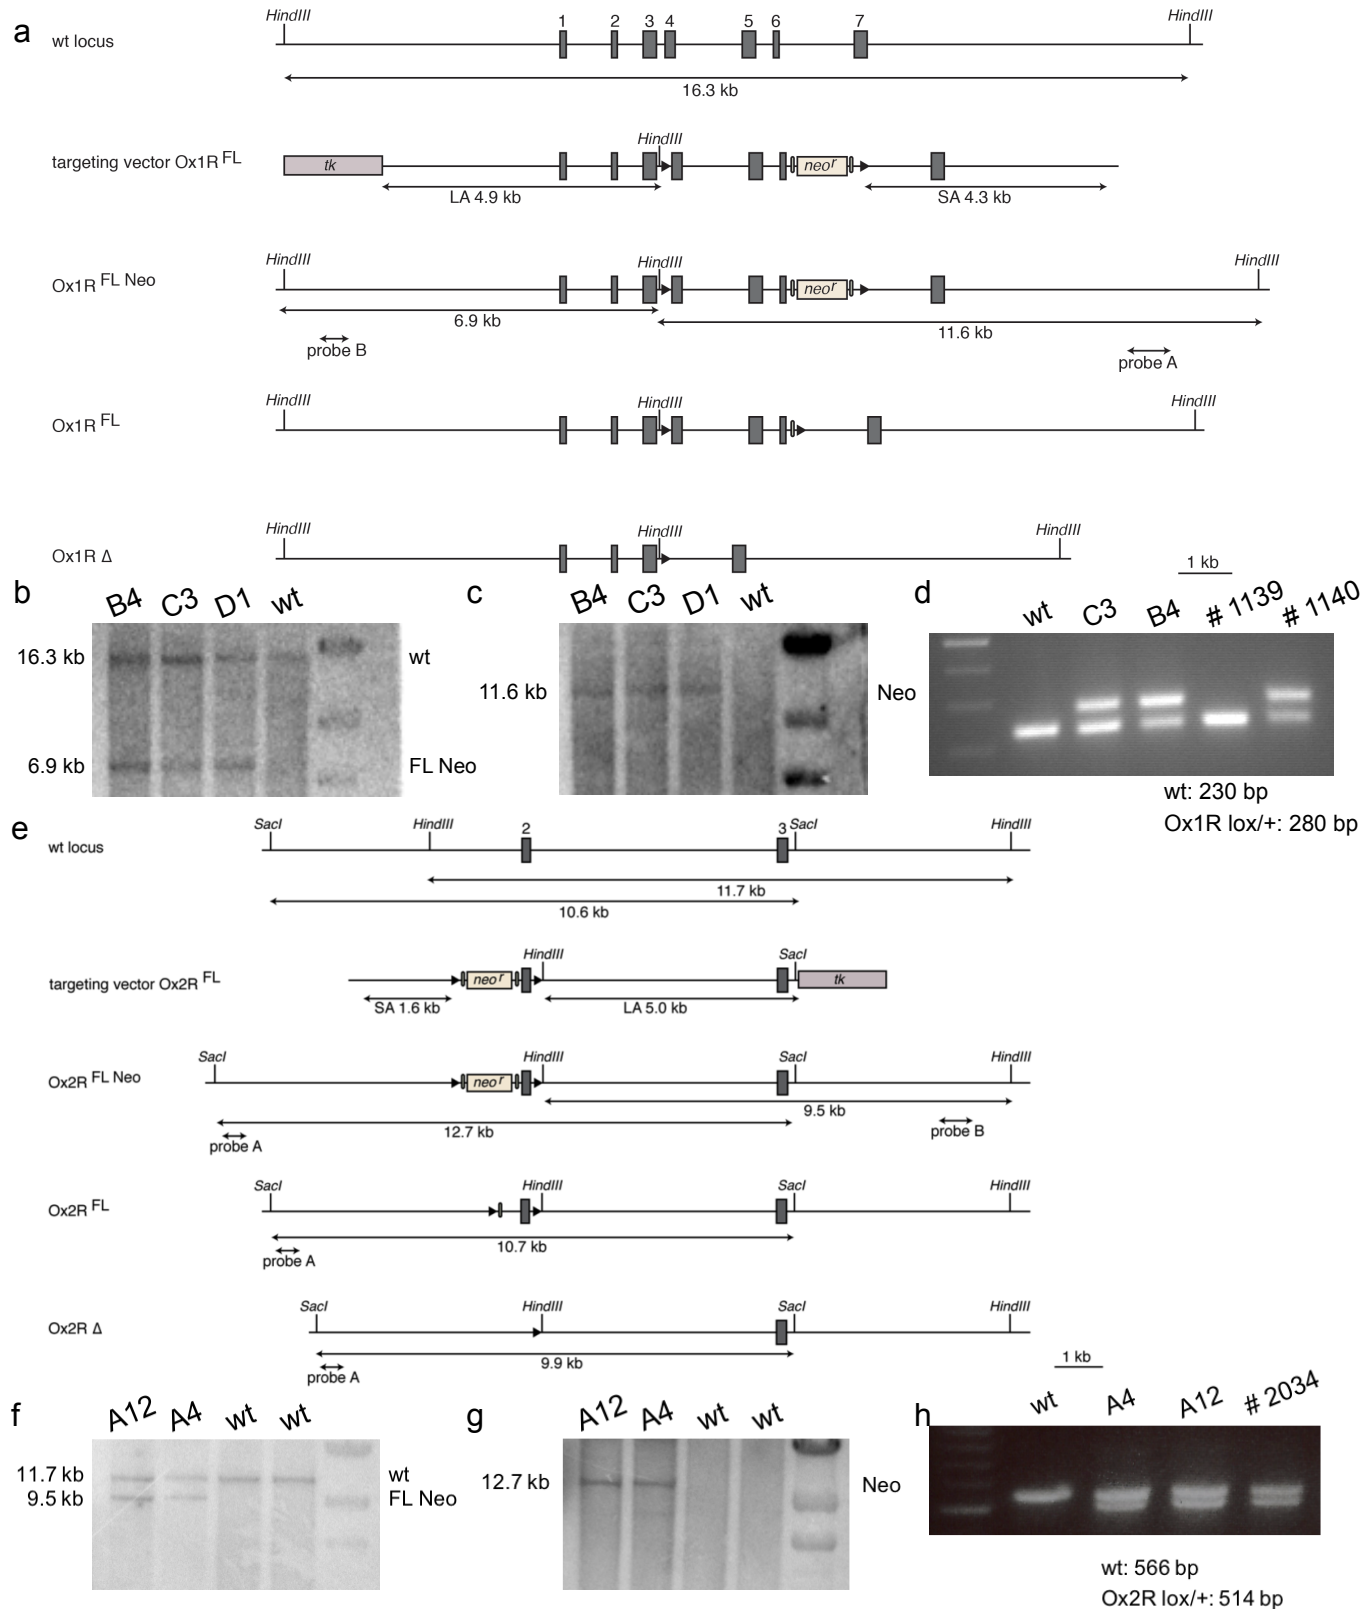

**Supplementary Figure 2. Generation of mice with a conditional Ox1R allele.**

**(a)** Targeting strategy for the generation of a conditional Ox1R allele. In Southern Blot analysis on HindIII-digested DNA using probe A/B, the wildtype Ox1R gene (wt locus) comprising exons 1-7 produces a 16.3 kb band. The Ox1R targeting vector was generated by inserting the short arm of homology (SA), the loxP-flanked exons 4,5, and 6, and the long arm of homology (LA) into the GK12TK plasmid using common cloning techniques. Homologous recombination creates the FL Neo allele, which produces a 6.9 kb fragment in Southern Blot analysis using probe B on HindIII-digested DNA. **(b)** B4, C3, and D1 ES cell clones were identified and verified by Southern Blot analysis using probe B. **(c)** Southern Blot analysis of the same clones hybridized with the probe corresponding to the neomycin resistance gene for verification of single integration. **(d)** Tail-DNA (#1139, 1140) and C3/B4 ES cell clone DNA PCR analysis with primers flanking the 3'loxP-site confirming co-integration of the loxP-site. **(e)** Targeting strategy for the generation of a conditional Ox2R allele. In Southern Blot analysis on HindIII-digested DNA using probe B, the wt Ox2R gene (wt locus) comprising exons 2 and 3 produces an 11.7 kb band. The Ox2R targeting vector was generated by inserting the short arm of homology, the loxP-flanked exon 2, and the long arm of homology into the GK12TK plasmid using common cloning techniques. Homologous recombination creates the FL Neo allele, which produces a 9.5 kb fragment in Southern Blot analysis using probe B on HindIII-digested DNA. **(f)** A4 and A12 ES cell clones were identified and verified by Southern Blot analysis using probe B. **(g)** Southern Blot analysis of the same clones hybridized with the probe corresponding to the neomycin resistance gene for verification of single integration. **(h)** Tail-DNA (#2034) and A4/A12 ES cell clone DNA PCR analysis with primers flanking the 3'loxP-site confirming co-integration of the loxP-site. Replicates ( $n \geq 2$ ) of all images were successful.

a

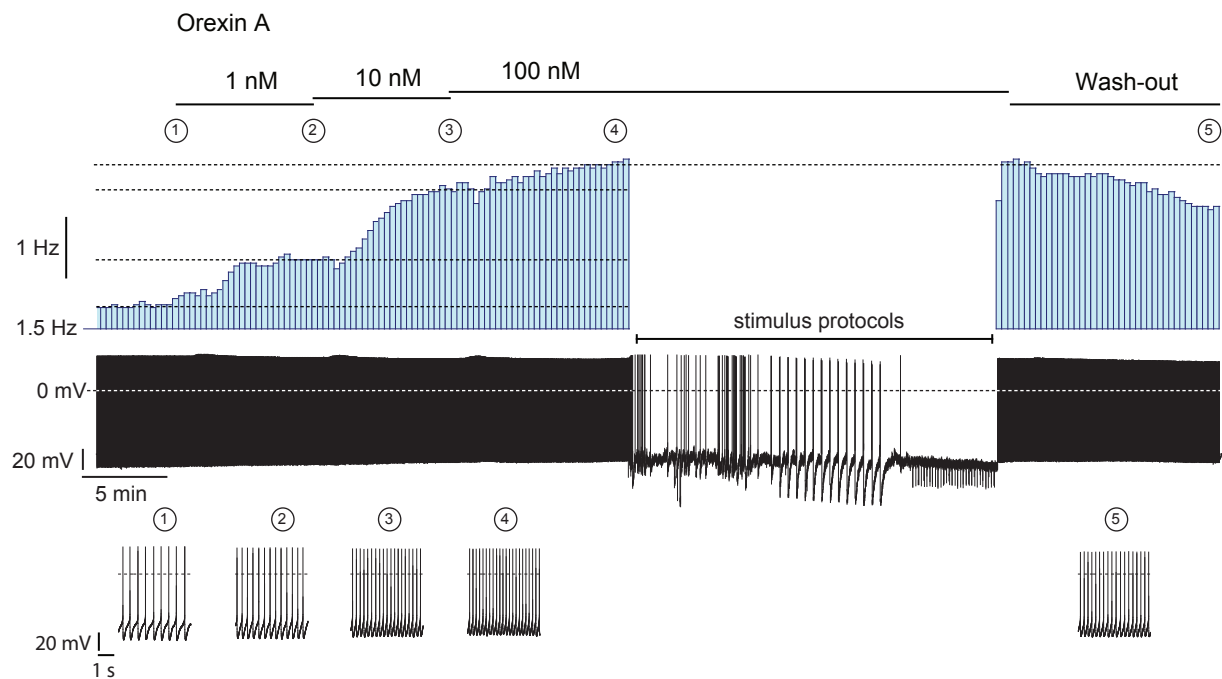

b

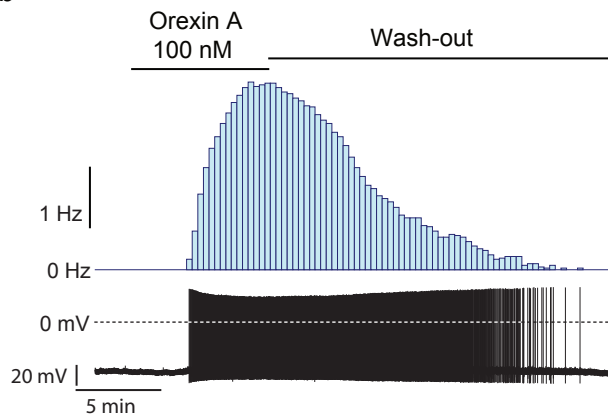

c

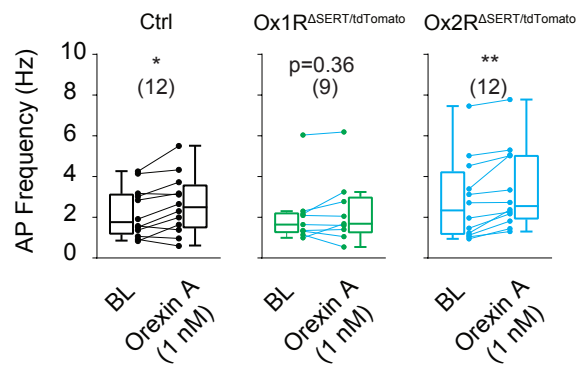

### Supplementary Figure 3. Activation of dorsal raphe-dorsal (DRD) serotonergic neurons by orexin.

(a, b) Orexin A modulation of two individual DRD serotonergic neurons. (a) Firing rate before, during, and after application of increasing orexin A concentrations (1 nM, 10 nM, 100 nM) (top) and the corresponding original recording (middle). Bottom: Original recordings with higher time resolution at the indicated time points 1–5. (b) Firing rate (top) and corresponding original recording (bottom) before, during, and after application of orexin A (100 nM). This recording shows a single, short orexin A application to demonstrate the reversibility of the orexin A effect. It was not included in the quantitative analysis of concentration-dependent effects. Bin width in (a) and (b) is 20 s. (c) Boxplots showing the effect of orexin A (1 nM) on the action potential frequency of DRD serotonergic neurons from control, Ox1R $\Delta$ SERT/tdTomato, and Ox2R $\Delta$ SERT/tdTomato mice. Mean firing frequencies were compared using paired two-tailed student's t-test. Orexin A application: Ctrl, p = 0.018, n = 12; Ox1R $\Delta$ SERT/tdTomato, p = 0.36, n = 9; Ox2R $\Delta$ SERT/tdTomato, p = 0.0016, n = 12. In the box plots, horizontal lines show the medians of the data. Boxes indicate the 25th and 75th percentiles. The whiskers were calculated according to the 'Tukey' method. \* p < 0.05, \*\* p < 0.01. n values are given in brackets. Abbreviation: baseline (BL). Source data are provided as a Source Data file.

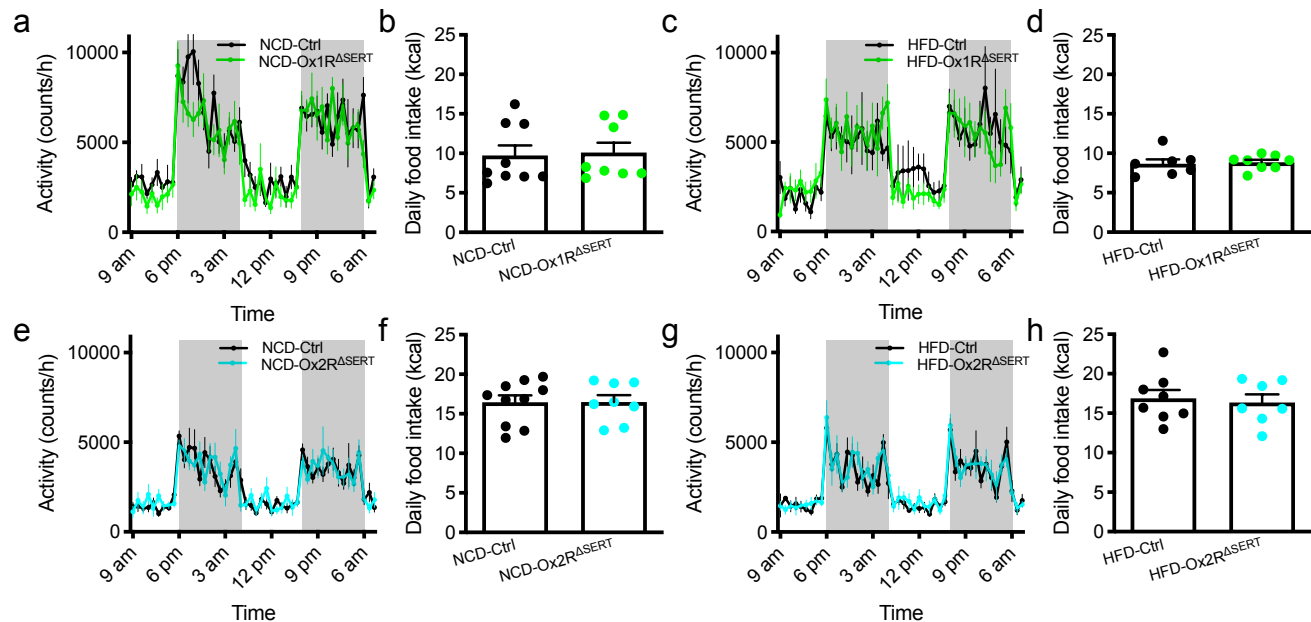

**Supplementary Figure 4. Unaltered energy homeostasis and locomotor activity in Ox1R<sup>ASERT</sup> and Ox2R<sup>ASERT</sup> mice on HFD.**

**(a)** Locomotor activity and **(b)** daily food intake of Ox1R<sup>ASERT</sup> mice fed a normal chow diet (NCD). NCD-Ctrl, n = 9; NCD-Ox1R<sup>ASERT</sup>, n = 9 (a) or 8 (b). **(c)** Locomotor activity and **(d)** daily food intake of Ox1R<sup>ASERT</sup> mice fed a high-fat diet (HFD). HFD-Ctrl, n = 7; HFD-Ox1R<sup>ASERT</sup>, n = 9 (c) or 8 (d). **(e)** Locomotor activity and **(f)** daily food intake of Ox2R<sup>ASERT</sup> mice fed a NCD. NCD-Ctrl, n = 10; NCD-Ox2R<sup>ASERT</sup>, n = 8. **(g)** Locomotor activity and **(h)** daily food intake of Ox2R<sup>ASERT</sup> mice fed a HFD. HFD-Ctrl, n = 8; HFD-Ox2R<sup>ASERT</sup>, n = 7. Grey boxes in the background indicate the dark phase. Data are represented as means ± SEM. Source data are provided as a Source Data file.

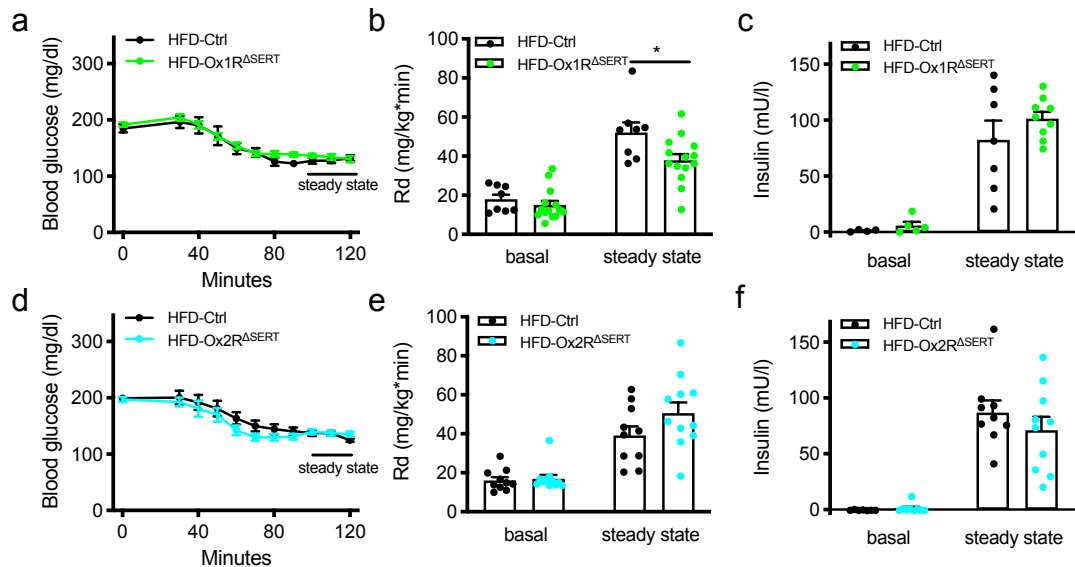

**Supplementary Figure 5. Reduced glucose clearance in Ox1R<sup>ΔSERT</sup> mice but not in Ox2R<sup>ΔSERT</sup> mice fed a HFD.**

**(a)** Blood glucose levels during hyperinsulinemic-euglycemic clamp analysis of Ox1R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 8; HFD-Ox1R<sup>ΔSERT</sup>, n = 14. **(b)** Rate of glucose disappearance (Rd) at the basal and steady state of the clamp analysis of Ox1R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 8; HFD-Ox1R<sup>ΔSERT</sup>, n = 14. p = 0.023 (steady state). **(c)** Human insulin concentrations in serum of control and Ox1R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 4 (basal) or 7 (steady state); HFD-Ox1R<sup>ΔSERT</sup>, n = 5 (basal) or 9 (steady state). **(d)** Blood glucose levels during hyperinsulinemic-euglycemic clamp analysis of Ox2R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 10; HFD-Ox2R<sup>ΔSERT</sup>, n = 11. **(e)** Rate of glucose disappearance (Rd) at the basal and steady state of the clamp analysis of Ox2R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 10; HFD-Ox2R<sup>ΔSERT</sup>, n = 11. **(f)** Human insulin concentrations in serum of control and Ox2R<sup>ΔSERT</sup> mice. HFD-Ctrl, n = 7 (basal) or 9 (steady state); HFD-Ox2R<sup>ΔSERT</sup>, n = 9 (basal) or 10 (steady state). Data are represented as means ± SEM. \*p < 0.05, as determined by unpaired two-tailed Student's t-test. Source data are provided as a Source Data file.

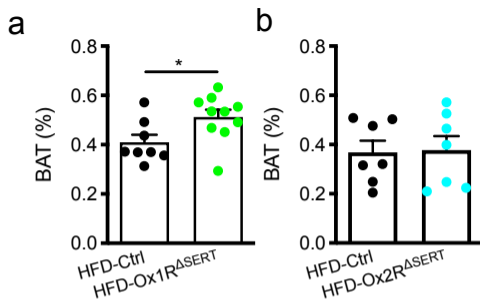

**Supplementary Figure 6. Increased brown adipose tissue (BAT) weight in Ox1R<sup>ΔSERT</sup> mice but not in Ox2R<sup>ΔSERT</sup> mice fed a high-fat diet (HFD).**

**(a)** Percentages of BAT weight relative to body weight in Ox1R<sup>ΔSERT</sup> mice fed a HFD. HFD-Ctrl, n = 8; HFD-Ox1R<sup>ΔSERT</sup>, n = 10. p = 0.031. **(b)** Percentages of BAT weight relative to body weight in Ox2R<sup>ΔSERT</sup> mice fed a HFD. n = 7. Data are represented as means ± SEM. \*p < 0.05, as determined by unpaired two-tailed Student's t-test. Source data are provided as a Source Data file.

tdTomato in magenta, orexin in green and dapi in blue

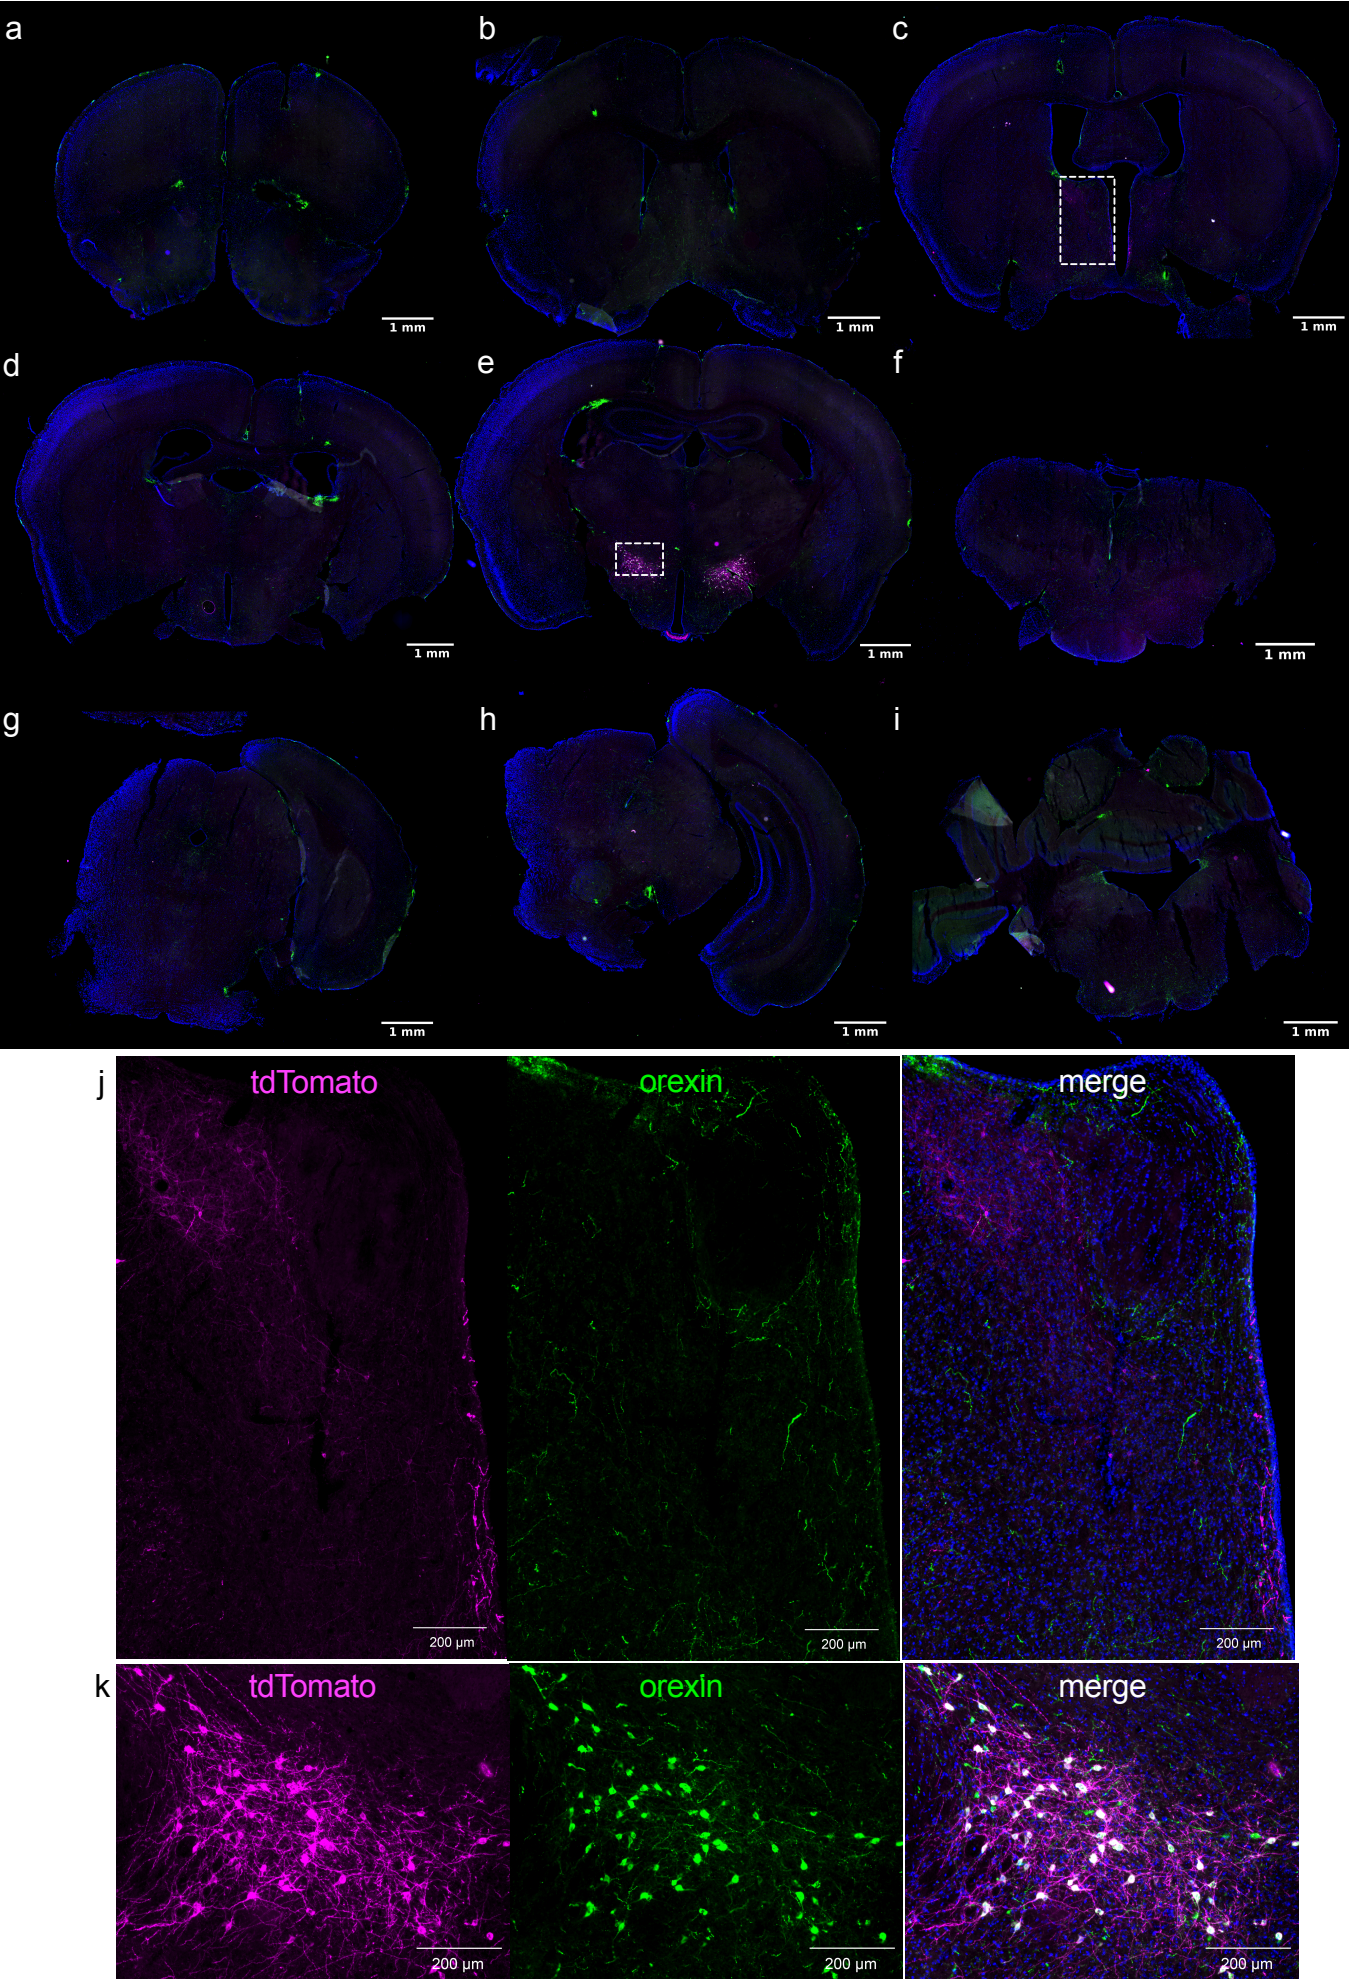

**Supplementary Figure 7. Analysis of Cre expression in orexin neurons using orexin<sup>ChR2-tdTomato</sup> mice.**  
(a-i) Representative images of immunostaining of orexin A and tdTomato in the whole brain. n = 3. (j) Amplified images of marked areas in (c) and (k) in (e). n = 3. Magenta, tdTomato; green, orexin; blue, dapi. Scale bar: 1 mm (a-i), 200  $\mu$ m (j, k).

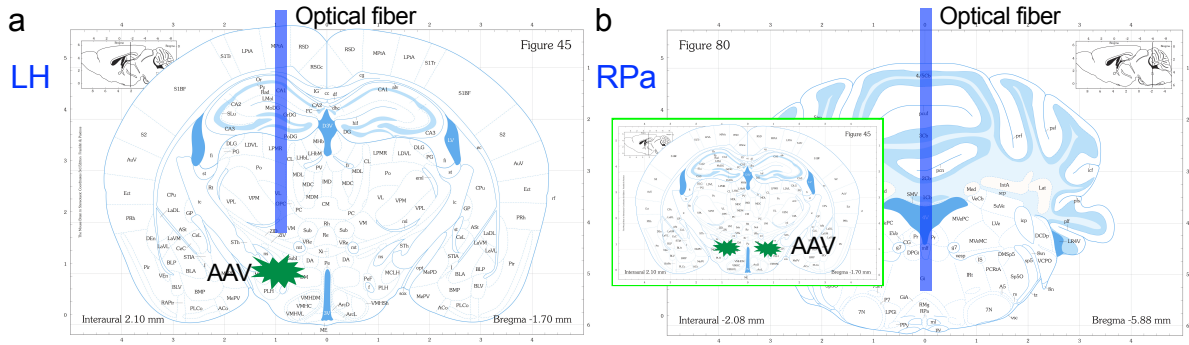

**Supplementary Figure 8. Schematic drawing of the optogenetic strategy.**

**(a)** Scheme of adeno-associated virus (AAV) injection in lateral hypothalamus (LH) and optical fiber implantation above orexin neurons.

**(b)** Scheme of AAV injection in LH (in green box) and optical fiber implantation above raphe pallidus (RPa). The images showing mouse brain in stereotaxic coordinates are from the mouse brain atlas<sup>1</sup>.

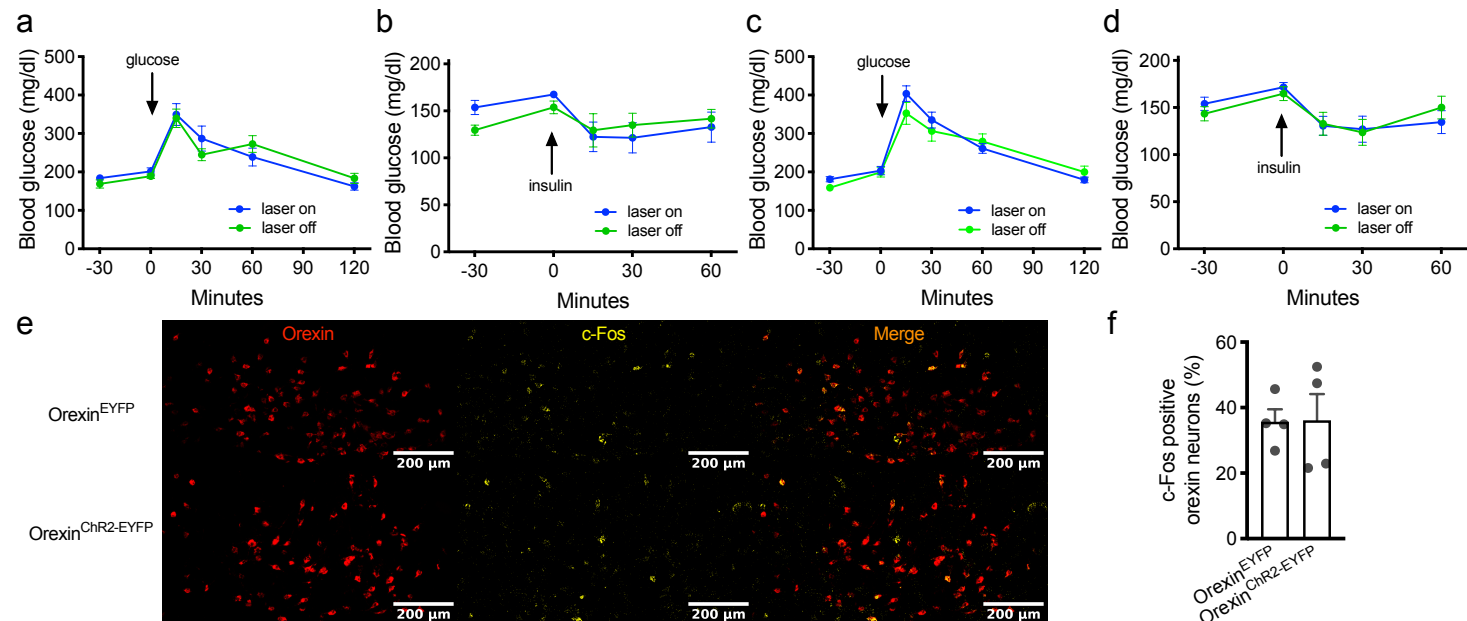

**Supplementary Figure 9. Laser illumination fails to affect glucose metabolism in mice injected with pAAV-EYFP (*Orexin<sup>EYFP</sup>*).**

(a) Glucose tolerance test and (b) insulin tolerance test of *Orexin<sup>EYFP</sup>* mice with (laser on) or without (laser off) laser illumination in lateral hypothalamus (LH).  $n = 8$ . (c) Glucose tolerance test and (d) insulin tolerance test of *Orexin<sup>EYFP</sup>* mice with or without laser illumination in raphe pallidus (RPa).  $n = 8$ . (e) Representative images of RNA scope *in situ* hybridization of c-Fos and orexin in LH and (f) the quantification of percentages of c-Fos positive neurons in orexin neurons of mice after optical stimulation of orexinergic fibers in RPa.  $n = 4$ . Red, orexin; yellow, c-Fos. Scale bar: 200  $\mu$ m. Data are represented as means  $\pm$  SEM. Source data are provided as a Source Data file.

**Supplementary Table 1: Primers for real-time qPCR**

| Gene symbol     | Description                                                             | TaqMan probes |
|-----------------|-------------------------------------------------------------------------|---------------|
| <i>Ucp1</i>     | uncoupling protein 1 (mitochondrial, proton carrier)                    | Mm01244861_m1 |
| <i>Ppargc1a</i> | peroxisome proliferative activated receptor, gamma, coactivator 1 alpha | Mm01208835_m1 |
| <i>Acox3</i>    | acyl-Coenzyme A oxidase 3, pristanoyl                                   | Mm00446122_m1 |
| <i>Vegfa</i>    | vascular endothelial growth factor A                                    | Mm00437304_m1 |
| <i>Cycs</i>     | cytochrome c, somatic                                                   | Mm01621048_s1 |
| <i>Mfn1</i>     | mitofusin 1                                                             | Mm00612599_m1 |
| <i>Mfn2</i>     | mitofusin 2                                                             | Mm00500120_m1 |
| <i>Dnm1l</i>    | dynamin 1-like                                                          | Mm01342903_m1 |
| <i>Fis1</i>     | fission 1 (mitochondrial outer membrane) homolog (yeast)                | Mm00481580_m1 |
| <i>Mff</i>      | mitochondrial fission factor                                            | Mm01273401_m1 |
| <i>Gapdh</i>    | glyceraldehyde-3-phosphate dehydrogenase                                | Mm99999915_g1 |

### Supplementary References

- 1 Franklin, K. B. J. & Paxinos, G. *The mouse brain in stereotaxic coordinates*. 3rd edn, (Elsevier/Academic Press, 2007).

# Supplementary material for: Orexin receptors 1 and 2 in serotonergic neurons differentially regulate peripheral glucose metabolism in obesity
**Source:** Nat Commun. 2021 Sep 2;12:5249. doi: 10.1038/s41467-021-25380-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Image acquisition software: Leica TCS SP8, Zeiss EM109, JEOL JEM 2100Plus;

indirect calorimetry data acquisition was carried out using TSE Phenomaster versions 6.2.5 and above;

electrophysiological data were recorded using a micro1410 data acquisition interface and Spike 2 (version 7) (both from CED, Cambridge, UK); during calcium imaging, the camera and polychromator were controlled by the software Zen pro, including the module 'Physiology' (2012 blue edition, Zeiss). The emitted fluorescence was detected through a 500-550 nm bandpass filter (BP525/50), and data were acquired using 4x4 on-chip binning.

#### Data analysis

Details are provided in the Methods section. The main software used are as follows:

For the RNA-sequencing results, we applied the community-curated nfcore rnaseq analysis pipeline version 1.4. Codes are available on Github. The gene-level quantification was carried out using Salmon 0.14.1 using the reference genome GRCh38. The differential gene expression analysis was done using the DESeq2 1.26.0 R package. A gene-ontology term analysis was carried out using the clusterProfiler 3.14.364 R package.

We also used Spike2 (version 7; Cambridge Electronic Design Ltd., Cambridge, UK), Igor Pro 6 (Wavemetrics, Portland, OR, USA), Halo 2.0 (Indica Labs), Graphpad Prism (version 8.0; Graphpad Software Inc., La Jolla, CA, USA) and Image J/FIJI (version 1.50d and 1.53a).

The source code for analysing the RNA-Seq data presented in this study are deposited on GitHub with the repository bruening-lab/Sert-Ox1R (<https://github.com/bruening-lab/Sert-Ox1R>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE168203 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168203>). The source code for analysing the RNA-Seq data presented in this study are deposited on GitHub with the repository bruening-lab/Sert-Ox1R (<https://github.com/bruening-lab/Sert-Ox1R>).

Publicly available datasets used in this study include GRCm38 dataset ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20)) and "scRNA-seq\_huang2019" (<https://doi.org/10.7910/DVN/QB5CC8>).

The source data underlying Figs. 1c-i,k-m, 2e-h, 3b,c,e, 4b-r, 5a-f, 6a-f, 7c-l,n-p, 8b,d,e,g, 9d,e,g and Supplementary Figs. 1j,n,o,p,r, 3c, 4a-h, 5a-f, 6a,b, 9a-d,f are provided as a Source Data file.

Raw data that support the findings of this study are available from the corresponding author upon reasonable request.

There are no restrictions on data availability.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes and the sample sizes in the study were chosen based on experience from previous in house studies of metabolic phenotyping and to balance between the ability to detect significance differences while reducing the number of animals used. They are similar to those reported previously: Brandt et al. (2018), Vogt et al. (2015), Konner et al. (2007).                                                                                                                                            |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Each mouse represents a biological replicate ( $n \geq 3$ ) and the numbers are mentioned in each figure and/or figure legends. For images analyzed in this study, at least 2 technical replicates were performed for each mouse and the average values were taken for statistical analysis. For images without statistic analysis, biological replicates are more than 3, which are listed in figure legends, and technical replicates are more than 2. All attempts for replicates are successful. Findings in this study are reproducible and can be replicated. |
| Randomization   | The control and conditional knockout mice were litter-mates and assigned to corresponding groups by genotypes. For virus injection experiments, litter-mates were assigned to inject control or ChR2 virus randomly.                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | The data collection and analysis was performed when being blind to genotypes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

## Primary antibodies:

pSer473-Akt (#4060, rabbit mAb, Cell Signaling Technology), Akt (#4685, rabbit mAb, Cell signaling Technology), G6Pase (sc-25840, rabbit pAb, Santa Cruz Biotechnology), UCP-1 (sc-6528, goat pAb, Santa Cruz Biotechnology), Tom20 (sc-17764, mouse mAb, Santa Cruz Biotechnology), OPA1 (612607, mouse mAb, BD Biosciences), MFN1 (ab57602, mouse mAb, Abcam), MFN2 (ab56889, mouse mAb, Abcam), DRP1 (#8570, rabbit mAb, Cell Signaling Technology), MFF (17090-1-AP, rabbit pAb, ProteintechR), FIS1 (10956-1-AP, rabbit pAb, ProteintechR), complex I-V subunits in the respiratory chain (Total OXPHOS Rodent WB Antibody Cocktail, containing 5 mouse mAbs, ab110413, Abcam), Calnexin (208880, rabbit pAb, CalbiochemR), orexin-A (sc-8070, goat pAb, Santa Cruz Biotechnology), GFP (ab13970, chicken pAb, Abcam), , TPH2 (#51124, rabbit mAb, Cell Signaling Technology) and serotonin (S5545, rabbit pAb, Sigma-Aldrich).

## Secondary antibodies:

Peroxidase conjugate goat anti-rabbit IgG (A6154), goat anti-mouse IgG (A4416) and mouse anti-goat IgG (A9452) were purchased from Sigma-Aldrich. Alexa Fluoro 594 donkey anti-goat, FITC donkey anti-chicken, Alexa Fluoro 488 donkey anti-rabbit, Alexa Fluoro 647 donkey anti-rabbit (a11058, sa 1-7200, a21206 and a31573, respectively) were purchased from Invitrogen.

## Validation

## As validated by the company.

pSer473-Akt (#4060, rabbit mAb, Cell Signaling Technology): <https://www.cellsignal.de/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>;

Akt (#4685, rabbit mAb, Cell signaling Technology): <https://www.cellsignal.de/products/primary-antibodies/akt-pan-11e7-rabbit-mab/4685>;

G6Pase (sc-25840, rabbit pAb, Santa Cruz Biotechnology): <https://datasheets.scbt.com/sc-25840.pdf>;

UCP-1 (sc-6528, goat pAb, Santa Cruz Biotechnology): <https://datasheets.scbt.com/sc-6528.pdf>;

Tom20 (sc-17764, mouse mAb, Santa Cruz Biotechnology): <https://datasheets.scbt.com/sc-17764.pdf>;

OPA1 (612607, mouse mAb, BD Biosciences), <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-opa1.612607>;

MFN1 (ab57602, mouse mAb, Abcam): <https://www.abcam.com/mitofusin-2--mitofusin-1-antibody-3c9-ab57602.html>;

MFN2 (ab56889, mouse mAb, Abcam): <https://www.abcam.com/mitofusin-2-antibody-6a8-ab56889.html>;

DRP1 (#8570, rabbit mAb, Cell Signaling Technology): <https://www.cellsignal.de/products/primary-antibodies/drp1-d6c7-rabbit-mab/8570>;

MFF (17090-1-AP, rabbit pAb, ProteintechR): <https://www.ptglab.com/products/MFF-Antibody-17090-1-AP.htm>;

FIS1 (10956-1-AP, rabbit pAb, ProteintechR): <https://www.ptglab.com/products/FIS1-Antibody-10956-1-AP.htm>;

complex I-V subunits in the respiratory chain (Total OXPHOS Rodent WB Antibody Cocktail, containing 5 mouse mAbs, ab110413, Abcam): <https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html>;

Calnexin (208880, rabbit pAb, CalbiochemR): [https://www.merckmillipore.com/DE/de/product/Anti-Calnexin-C-Terminal-575-593-Rabbit-pAb,EMD\\_BIO-208880?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/DE/de/product/Anti-Calnexin-C-Terminal-575-593-Rabbit-pAb,EMD_BIO-208880?ReferrerURL=https%3A%2F%2Fwww.google.com%2F);

orexin-A (sc-8070, goat pAb, Santa Cruz Biotechnology): <https://www.scripps.edu/martin-fardon/OrxA%20Antibody%20for%20IHC.pdf>;

GFP (ab13970, chicken pAb, Abcam): <https://www.abcam.com/gfp-antibody-ab13970.html>;

TPH2 (#51124, rabbit mAb, Cell Signaling Technology): <https://www.cellsignal.de/products/primary-antibodies/tph2-d3e5i-xp-rabbit-mab/51124>;

serotonin (S5545, rabbit pAb, Sigma-Aldrich): <https://www.sigmaaldrich.com/DE/de/product/sigma/s5545>.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 4-21 wk old male mice from the C57BL/6N strain were used. The genetically modified mice used in this study are as follows: tdTomato fl/fl, Slc6a4-Cre, Ox1R fl/fl, Ox2R fl/fl, ChR2-tdTomato fl/fl, Orexin-IRES-Cre, Ox1RΔSERT, Ox2RΔSERT, Sert <sup>+</sup> tdTomato, Ox1RΔSERT/tdTomato, Ox2RΔSERT/tdTomato and Orexin <sup>+</sup> ChR2-tdTomato mice. Male and females mice between 4 - 40 wk were used for breedings. Male mice between 4 - 21 wk were used for experiments. Specific age of mice for each experiment was described in Methods. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal procedures were conducted in compliance with protocols approved by the local government authorities (Bezirksregierung Cologne, Germany) and were in accordance with National Institutes of Health guidelines. Permission to maintain and breed mice was issued by the Department for Environment and Consumer Protection - Veterinary Section, Cologne, North Rhine-Westphalia, Germany (84-02.04.2015.A335).                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

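BAT of 4 control mice and 4 Ox1R ΔSERT mice, all on HFD and taken at the end of the hyperinsulinemic-euglycemic clamp, was studied by mRNA sequencing. The authors prepared stranded libraries after poly-A selection and quantified genes with Salmon 0.14.1 in the nf-core/rnaseq pipeline 1.4. The paper's methods name GRCm38 as the reference. Its reporting summary names the human assembly in the section on software and GRCm38 in the section on data. The gene identifiers are those of the mouse. The release of the annotation is not named in the paper's text, nor are trimming and filters on reads. The authors deposited estimated counts per gene and mouse, not normalized, and TPM values, which have the same sum in each mouse and were normalized by the authors for transcript length. The authors compared the groups with DESeq2 1.26.0 and tested GO terms with clusterProfiler 3.14.3. The GO annotation and the authors' list of called genes were not used here.

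Gene symbols and positions were taken from the mouse annotation of GENCODE release M21, which is on GRCm38. A symbol was found for 44118 of the 44674 gene identifiers, 98.8%, and the other 556 took between 0.0347% and 0.0485% of the counts of a mouse. Mitochondrially encoded genes took 33.6% to 46.8% of the counts, and the most abundant gene, *mt-Co1*, took 7.21% to 9.83%. Genes of the Y chromosome were expressed in all 8 mice and *Xist* stayed at or under a normalized value of 0.0673, as in male mice.

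Estimated counts were rounded to whole numbers. The comparison used all 8 libraries and no covariates, with edgeR 4.0.16 (filterByExpr on the groups, TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.0988. Standard errors of log2 fold changes were computed from the F statistic. Normalized values are CPM values after TMM scaling, and values of single mice on the log2 scale used a pseudocount of 0.1. Exact permutation tests over the 70 assignments of 4 mice against 4 used normalized values and were two-sided, with a smallest possible p of 0.0286.

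The genes named in the text were fixed by a rule: every gene the paper names for this experiment, every gene of the panels of Fig. 7f to l, genes that check the labels, genes of preset lists where a list is discussed and, in each direction, the 5 genes with the lowest p among the called genes whose groups do not overlap. Since edgeR called 0 genes, this last part was applied to the calls of DESeq2, a choice made after the values were seen. A further 12 genes of the liver were listed after some of their values had been seen. The 37 lists of gene families and cell markers, the rule for genes, the tests and the alternatives not marked as added were fixed before the data were examined. Of these lists, 36 had at least 2 tested genes and were compared with camera of limma 3.58.1 at a preset correlation of 0.01. Over-representation was tested with one-sided Fisher's exact tests, with the genes that had an adjusted p as background, for the symbol families and for the Reactome pathways of fgsea 1.28.0 with 10 to 500 genes.

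The alternatives were DESeq2 1.42.0 with its default size factors, with and without an offset for transcript length, the same offset in edgeR, RLE, upper-quartile and library size scaling, no filter on low counts or at least 10 counts in every mouse, robust dispersions, limma voom with and without quality weights, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), an adjusted p under 0.1, an absolute log2 fold change above 1, and each mouse left out in turn. For gene lists they were fry and camera with an estimated correlation. For over-representation they were all genes with counts as background and only the genes called higher, which were applied to the DESeq2 calls because edgeR called 0 genes. Added after the data had been seen were edgeR's likelihood-ratio test, DESeq2 with each mouse left out or without Cook's cutoff, over-representation in those fits without 1 mouse, and camera with the skeletal muscle score as a covariate. All 35 splits of the 8 mice into groups of 4 were also fitted. Each edgeR fit without 1 mouse applied the filter on low counts anew, and DESeq2 did not apply that filter. Medians of lists from these fits can therefore rest on partly other genes.

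The scripts were tested on simulated counts of 14489 genes, with 200 genes changed by known fold changes. Counts were drawn from the means and library sizes of the 8 mice and from the dispersions that edgeR had estimated. Each gene was drawn independently, without the variation between mice that genes share in the real data. The numbers of calls below therefore do not carry over to the real data. edgeR's quasi-likelihood test called 154 genes, of which 149 were changed genes (74.5% of those changed) and 5 were not. DESeq2 called 216 genes, of which 164 were changed and 52 were not. In 5 further draws the share of unchanged genes among the calls was 3.38% to 5.3% for edgeR and 16.3% to 23.8% for DESeq2. With no gene changed, edgeR called 0 genes in each of 5 draws and DESeq2 called 7 to 20. In 21 simulated lists of 20 genes, camera and fry called the raised list and 0 of the others. Because these genes were drawn independently, this could not test whether camera's preset correlation holds for the real lists.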

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

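The splits of the mice and the tests of library depth and of GC content were chosen before their results were seen; the tests of scaling, skeletal muscle, lymph node, blood, brown adipocyte share, mislabelling and liver were chosen only after the pattern they bear on had been seen.

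Among genes the paper does not discuss, *Lctl* stood out. Its normalized values were 14.2, 14.0, 20.8 and 17.4 in Ox1R ΔSERT mice 11243, 11601, 11613 and 11708 and between 7.31 and 8.34 in the control mice, a log2 fold change of 1.09 that was higher in 4 of 4 Ox1R ΔSERT mice (exact permutation p = 0.0286). It stayed between 0.96 and 1.16 with each mouse left out in turn. The adjusted p was 0.316 in edgeR and, with DESeq2, 4.06e-06, and *Lctl* was among the 9 genes DESeq2 called in all 8 fits without 1 mouse. Unlike for the immune families, mouse 11601 was the lowest of the Ox1R ΔSERT mice. It was picked for its low p among all genes, and how low the lowest p falls in other splits of the mice was not tested. The difference in genotype stays open as an explanation, and no technical one was tested for this gene alone.

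Lists of macrophage genes, of genes of lipid-laden macrophages and of cell division genes were higher in Ox1R ΔSERT mice. Their median log2 fold changes were 1.61 (16 of 16 genes higher), 2.12 (10 of 10) and 1.52 (15 of 15), and none of these lists passed an adjusted p under 0.05 in fry or in camera with an estimated correlation, while all 3 did in camera at its preset correlation. All genes of the 3 lists were also expressed in control mice, 6 of the macrophage genes and 6 of those of lipid-laden macrophages are also in other lists, and 1, *Trem2*, was named by the study. In mice 11243, 11601, 11613 and 11708 the median of the macrophage list, on the log2 scale relative to control mice, was 0.16, 2.39, 0.47 and 2.20, against -0.44 to 0.52 in the control mice. The same medians were 0.67, 3.01, 1.02 and 2.98 for lipid-laden macrophages, against -0.58 to 0.92 in the control mice, and 0.16, 2.20, 0.05 and 1.99 for cell division, against -0.46 to 0.67. Mouse 11243 thus lay within the range of the control mice in all 3 lists, and mouse 11613 in all but that of lipid-laden macrophages. Exact permutation p-values of the medians per mouse were 0.0857, 0.0571 and 0.171 for the 3 lists, in the same order. Without mouse 11601 the median log2 fold changes were 1.26, 1.79 and 1.10. Over the scalings, TPM included, the 3 medians ranged from 1.47 to 1.91, from 1.63 to 2.43 and from 0.43 to 1.82. Relative to the median of all genes, the cell division list was only 0.20 higher on log2(TPM + 1) and 0.85 higher on log2(TPM + 0.1), so the size of its rise depends on the scale. *Lyz2*, the macrophage gene with normalized values up to 505, reached 505 in mouse 11601 and 347 in mouse 11708 and stayed at 89.2 and 83.9 in mice 11243 and 11613.

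Several technical explanations of the macrophage pattern were argued against. With every library thinned to the smallest total, the median of the macrophage list was 1.61, so depth did not account for it. Other genes in the same classes of GC content and transcript length, with 10 classes each, had a median of -0.0592. Over all scalings, TPM included, the median of the list was at least 1.24 above that of all genes. Summed values of the B cell list rose from 7.61 to 11.8, a log2 ratio of 0.629, while those of the macrophage list rose from 303 to 868, so that lymph node tissue would have had to bring macrophage transcripts with almost no B cell transcripts. The red blood cell list had a median of -0.337 (from -0.69 without mouse 11613 to -0.10 without mouse 11601), which argues against more blood. The endothelial list had a median of 0.02 (0.00165 to 0.35 over the scalings, and from -0.06 without mouse 11708 to 0.11 without mouse 11601), 1.6 below the macrophage list, and the list of Schwann cells had a median of -0.13 (from -0.26 without mouse 11243 to -0.08 without mouse 11601), which turns positive under library size scaling and TPM. A lower share of brown adipocytes would have raised all of these alike. With the skeletal muscle score as a covariate, the median of the macrophage list fell to 1.085, so carried-over muscle would leave most of the pattern, although a part stays open. A mislabelled sample cannot be told apart from a weak response in mice 11243 and 11613, since *Hcrtr1* reached a normalized value of only 0.158 in any mouse. In the splits of the mice, 10 of 35, the real one included, gave at least as many lists past the threshold in camera as the real one. Differences between mice that do not follow genotype could therefore also give the pattern. A biological response to the genotype in some of the mice may also explain the pattern and stays a hypothesis.

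Transcripts of skeletal muscle differed widely between mice of the same group. Summed normalized values of 12 muscle genes were 11.0, 2251, 6.12 and 3.51 in control mice 10684, 11253, 11560 and 11563 and 56.8, 250.5, 12.3 and 3153 in Ox1R ΔSERT mice 11243, 11601, 11613 and 11708. The gap of mouse 11253 to the next control mouse was 0.9967 of the range of its group, and that of mouse 11708 was 0.9242, both over the critical value of Dixon's test at the 95% level. *Myh4* alone reached 826 in mouse 11708 and 444 in mouse 11253. In 12 of 12 muscle genes, the 2 highest mice were 11253 and 11708, as muscle tissue carried over at dissection in at least 1 mouse of each group would give. The sums of mice 11601, at 250.5, and 11243, at 56.8, also lay above those of control mice 10684, 11560 and 11563. A smaller carry-over in these Ox1R ΔSERT mice stays open. The list as a whole did not differ clearly between the groups (median log2 fold change 0.56, exact permutation p = 0.371). Its median was 6.88 without mouse 11253, -2.32 without mouse 11708 and between 0.14 and 0.97 without 1 of the other mice. Over the scalings it ranged from 0.26 in DESeq2 to 2.40 on log2(TPM + 0.1). DESeq2 gave no value for some of these genes, *Myh4* among them, and RLE scaling in edgeR gave 0.55.

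Liver transcripts were highest in Ox1R ΔSERT mouse 11708. Summed normalized values of 12 liver genes were 1381 in this mouse and 46.0 to 104 in the other Ox1R ΔSERT mice, a gap of 0.9568 of the range, and 26.6 to 200 in control mice. *Alb* was at 553 in mouse 11708 and at most 36.0 in the other mice. Of the 12 genes, 11 were highest in mouse 11708, the exception being *Cyp2e1*, which was highest in control mouse 11253. This is consistent with a small amount of liver RNA in that sample, and no biological explanation was tested.

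The remaining gaps were smaller in effect. The total count of Ox1R ΔSERT mouse 11243 was 50063257 against 42606778 or less in the other Ox1R ΔSERT mice, a gap of 0.8772 of the range, and control mice 11560 and 11563 had totals of 48106049 and 50020769. Control mouse 11560 had 1 count of *Tnfsf8* and the other control mice 0, which makes the gap 1 of the range but rests on a single count. In all, 50 groups were given this test and 5 passed the critical value, where 2.5 would by chance.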

How the results depend on the processing

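edgeR's likelihood-ratio test, DESeq2 with a mouse left out or without Cook's cutoff, and the muscle covariate were chosen only after the results were seen.

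The number of called genes depended on the tool. It was 0 in edgeR's quasi-likelihood test, with 2201 genes at an unadjusted p under 0.05, and 0 under every edgeR and limma alternative apart from the likelihood-ratio test, with 1018 to 3331 genes at an unadjusted p under 0.05. DESeq2 called 265 genes (233 higher, 32 lower), DESeq2 with an offset for transcript length 275 (248 higher, 27 lower; 223 genes shared with DESeq2), and the likelihood-ratio test 24 (22 higher, 2 lower; 23 shared). Of the 20 genes named by the study, these called 17, 16 and 0. Immune families held 41, 40 and 4 of the calls, extracellular matrix families 18, 16 and 2, and over-represented Reactome pathways numbered 21, 9 and 0; in the DESeq2 fits without 1 mouse these ranged from 2 to 126, from 0 to 65 and from 0 to 77. Without Cook's cutoff DESeq2 called 292 genes. The cause of the difference between edgeR and DESeq2 was only tested in part: without the filter on low counts edgeR still called 0 genes, with 2752 at an unadjusted p under 0.05, and the 24 calls of the likelihood-ratio test are a small share of 265. In simulated data without changed genes, drawn gene by gene from edgeR's dispersions, DESeq2 called 7 to 20 genes and edgeR 0. Such draws lack the variation between mice that genes share in the real data.

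With 1 mouse left out, DESeq2 called from 17 to 1516 genes across the 8 fits: 373 without control mouse 10684, 17 without 11560, 49 without 11563, 1516 without Ox1R ΔSERT mouse 11243, 17 without 11601, 936 without 11613 and 19 without 11708, while the fit without control mouse 11253 moved the count by less than 1.5 times. Of the 265 genes, 9 were called in all 8 fits, 1 of them in an immune family. Of the 35 splits of the 8 mice, 7 gave at least as many DESeq2 calls as the real one, which is among the 7. The largest count was 1183, and each of the 7 has mice 11601 and 11708 in the same group. Since edgeR called 0 genes in every split, 35 of 35 were as large. As many genes with an unadjusted p under 0.05 came from 5 splits, as many genes without overlap between the groups from 4, and as many lists in camera from 10. Each of these counts of splits includes the real one.

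Adjusted over the list alone, 16 of the study's genes were called in edgeR, 10 in limma voom, 9 on log2(TPM + 1), 10 on log2(TPM + 0.1), 0 on log2(TPM + 1) with all genes and 10 with an absolute log2 fold change above 1; the last asks for more by construction, and for the others the cause was not tested. Camera called 28 of 36 lists, fry and camera with an estimated correlation 0 each, with 1 list each at an unadjusted p under 0.05. Without the filter 31 lists were called, and from 27 to 31 across the 8 fits without 1 mouse.

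Of the 17 genes of the panels of Fig. 7, 13 changed direction under some alternative. Genes named by the study kept theirs, as did *Ppargc1a*, *Cycs*, *Sdhb* and *Uqcrc2*. *Acox3*, *Vegfa* and *Dnm1l* had log2 fold changes of -0.06, -0.10 and -0.01. With library size scaling they were 0.14, 0.11 and 0.20, on log2(TPM + 1) 0.32, 0.23 and 0.31, with the same values for all genes, and on log2(TPM + 0.1) 0.34, 0.23 and 0.33. With quality weights *Acox3* was 0.16. Without 1 mouse *Acox3* ranged from -0.19 to 0.15 (without control mouse 10684), *Vegfa* from -0.22 to 0.040 (without Ox1R ΔSERT mouse 11601; 0.034 without control mouse 11563) and *Dnm1l* from -0.060 to 0.0087 (without control mouse 10684). *Gapdh*, at -0.05, was 0.14 with library size scaling, 0.24 on TPM values, 0.032 without control mouse 10684 and 0.082 without Ox1R ΔSERT mouse 11601. *Mfn1*, *Mfn2* and *Fis1* turned positive with library size scaling and on TPM values, up to 0.23, and *Mff*, *Ndufb8*, *mt-Co1*, *Atp5a1*, *Tomm20* and *Opa1* on TPM values, up to 0.11. Library size scaling shifts the median of all genes by 0.22, log2(TPM + 1) by 0.23 and log2(TPM + 0.1) by 0.32, and relative to the median of all genes these last 9 genes stayed negative in every setting. For the 20 genes of the study, *Acox3*, *Vegfa*, *Ppargc1a*, *Cycs*, *Dnm1l*, *Lctl*, *Spp1* and 5 lists, 39 values passed the threshold that had not, 609 did not change side and 17 changed direction.

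Depth limits *Tmem26*, *Tnfsf8*, *Cd5l* and *Cxcl3*, whose control mice had at most 7 counts. No analysis by litter was possible. The paper's reporting summary calls control and knockout mice litter-mates, but the sample labels do not give the litter of a mouse.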

Differences from the paper's values

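The likelihood-ratio test and DESeq2 without Cook's cutoff or with 1 mouse left out were chosen only after the values had been seen. The paper's number of significantly regulated genes is 265, and edgeR's quasi-likelihood test called 0, with 2201 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 265 genes and DESeq2 with an offset for transcript length 275. DESeq2 is the tool the paper's methods name. The other alternatives set before the data were examined, with other scalings, filters, dispersions, thresholds, limma or 1 mouse left out, gave 0 genes and did not close the gap. Of the tests chosen after the values were seen, the likelihood-ratio test gave 24 genes, DESeq2 without Cook's cutoff 292 and DESeq2 without control mouse 10684 373. These 2 DESeq2 counts lie within 1.5 times the paper's number, as does that of DESeq2 without control mouse 11253. With another mouse left out DESeq2 gave 17 to 1516 genes.

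The paper calls *Ptprc* significantly increased and lists *Cd5l*, *Fcgr1*, *Trem2*, *Cd80*, *Tnfsf8*, *Tnfaip6*, *Cxcl3* and *Ccr1* among the significantly regulated genes. In edgeR the adjusted p was 0.316 for those it tested, and 0.402 without the filter for *Cd5l*, *Tnfsf8* and *Cxcl3*. DESeq2 called all 9, with adjusted p-values from 0.00366 to 0.0483, and of the 20 genes the paper names it did not call *Ndufaf4*, *Ucp1* and *Irs1*. DESeq2 with an offset for transcript length called 16 of the 20, DESeq2 without Cook's cutoff 17 and, with 1 mouse left out in turn, DESeq2 called from 1 to 19 of them.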

Other observations

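No explanation was tested in this part other than those of edgeR's count of genes. Both tests were chosen only after that count was seen, although the fit without the filter on low counts had been set earlier as an alternative.

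edgeR called 0 genes where DESeq2 called 265. Removing the filter on low counts left the count at 0, with 2752 genes at an unadjusted p under 0.05, so the filter did not account for it. The likelihood-ratio test, which takes each gene's dispersion as known, called 24 genes, so that the quasi-likelihood step by itself did not account for most of the difference. In the first simulated draw with 200 changed genes, edgeR called 74.5% of them with the same number of mice. Unchanged genes made up 5 of its 154 calls there and 52 of the 216 calls of DESeq2. In 5 further draws their share was 3.38% to 5.3% for edgeR and 16.3% to 23.8% for DESeq2. These draws used edgeR's dispersions and drew each gene independently, whereas in the real data the first principal component held 52.2% of the variance. They therefore do not show the power or the false calls of either test in the real data.

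Fig. 7f reports qPCR of BAT from other mice, which were older and, by the paper's discussion, random-fed. The sequenced mice had been fasted and infused with insulin in the clamp, so a different value here does not contradict Fig. 7f. In the sequenced mice, log2 fold changes were -0.06 for *Acox3* (adjusted p = 0.892 in edgeR), -0.10 for *Vegfa* (0.841), -0.52 for *Ppargc1a* (0.496), -0.42 for *Cycs* (0.316), -0.01 for *Dnm1l* (0.934), -0.20 for *Mfn1* (0.383), -0.11 for *Mfn2* (0.665), -0.13 for *Fis1* (0.415) and -0.27 for *Mff* (0.317). The signs of all of these but *Ppargc1a* and *Cycs* depend on the scaling. Without control mouse 10684, *Acox3* was at 0.15 and *Dnm1l* at 0.0087, and *Vegfa* was at 0.040 without Ox1R ΔSERT mouse 11601 and at 0.034 without control mouse 11563. Exact permutation p-values of *Cycs*, *Fis1* and *Mff* were 0.0571 each, the lowest among these 9 genes. Fig. 7g to l reports proteins, again of other, older mice that were random-fed. Transcripts of those proteins had log2 fold changes of -0.27 for *Ndufb8*, -0.37 for *Sdhb*, -0.38 for *Uqcrc2*, -0.31 for *mt-Co1*, -0.24 for *Atp5a1*, -0.28 for *Tomm20* and -0.22 for *Opa1*, with adjusted p-values in edgeR between 0.316 and 0.57. On TPM values all of these but *Sdhb* and *Uqcrc2* were above 0. For *Sdhb* and *Uqcrc2*, all 4 Ox1R ΔSERT mice lay below all control mice (exact permutation p = 0.0286 each). Exact permutation p-values of the other transcripts lay between 0.0571 for *Tomm20* and 0.286 for *Ndufb8*. *Gapdh*, the reference gene of the qPCR, was at -0.05, with a sign that changed with the scaling, without control mouse 10684 (0.032) and without Ox1R ΔSERT mouse 11601 (0.082). Exons of *Acox3*, *Mff*, *Uqcrc2*, *Dnm1l*, *Gapdh*, *Ndufb8*, *Atp5a1* and, by 3 bases only, *mt-Co1* overlap other annotated genes, which makes part of their counts uncertain.

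Lists of oxidative phosphorylation genes were lower in Ox1R ΔSERT mice under TMM scaling, with median log2 fold changes of -0.30 for complex I (37 of 37 genes lower), -0.22 for complex II, -0.32 for complex III, -0.28 for complex IV, -0.28 for complex V and -0.44 for mitochondrially encoded mRNAs (13 of 13 lower). On TPM values the medians of complexes I, II, IV and V turned positive, up to 0.10, while relative to the median of all genes every one of these lists stayed negative under each scaling, between -0.47 and -0.13. All of these lists passed an adjusted p under 0.05 in camera at its preset correlation, from 6.06e-13 for complex I to 0.013 for complex II. None of them did in fry or in camera with an estimated correlation. In mice 11243, 11601, 11613 and 11708 the complex I list was at -0.01, -0.49, -0.10 and -0.65 relative to control mice, and without mouse 11708 the medians of complexes I to IV were -0.19, -0.14, -0.19 and -0.16. Without mouse 11243 that of mitochondrially encoded mRNAs was -0.66. The brown adipocyte list had a median of -0.37 (12 of 13 genes lower) and stayed negative under each scaling. Its exact permutation p was 0.0286, the smallest possible, against 0.0571 to 0.257 for the lists of oxidative phosphorylation genes. *Ucp1* and *Elovl3* in the brown adipocyte list were named by the study. The adipocyte list was at -0.25, which turned to 0.06 on TPM values and was -0.12 without control mouse 10684 and -0.16 without mouse 11708. The white adipocyte list was at 0.73, or 0.42 without mouse 11708, and ranged from 0.37 in DESeq2 to 1.015 on log2(TPM + 0.1). DESeq2 does not apply edgeR's filter, and RLE scaling in edgeR gave 0.73. Genes of fatty acid synthesis were at 0.14, from 0.02 without control mouse 11253 to 0.66 without control mouse 10684, and those of insulin-dependent glucose uptake at -0.01, from -0.14 without mouse 11613 to 0.0078 without control mouse 10684, with a sign that also changed between scalings.

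Of the other cell types, the fibroblast list had a median log2 fold change of 1.32 (10 of 10 genes higher, and 0.83 without mouse 11601). The neutrophil list was at 0.88 (0.54 without mouse 11708, 1.48 without control mouse 10684) and the interferon response list at 0.92 (0.58 without mouse 11601). The mast cell list was at 0.36 (-0.03 without mouse 11601, 0.18 without control mouse 11560, 0.55 without mouse 11243). Exact permutation p-values of these lists, in this order, were 0.0857, 0.229, 0.2 and 0.343. The T cell and B cell lists had only 1 and 2 genes that passed the filter, with medians of 0.33 and 0.29. With 1 mouse left out and the filter applied anew, these medians ranged from 0.33 to 1.60 and from 0.08 to 0.65. For the T cell list every such median lay above that with all mice. A change in the genes of that list, and not only the mouse, can therefore widen its range. The sign of the T cell list also depended on the setting, from -0.23 with the offset for transcript length in edgeR to 1.115 in DESeq2, which does not apply edgeR's filter.

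The paper cites another study for low *Hcrtr1* and undetectable *Hcrtr2* in BAT. Here *Hcrtr1* had normalized values of 0 to 0.158, and *Hcrtr2* was at 0 in 7 mice and at 0.0205 in 1, below the floor of 3 counts. *Slc6a4*, the gene of SERT, was at 0.123 to 0.471.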
